# Six distinct NFκB signaling codons convey discrete information to distinguish stimuli and enable appropriate macrophage responses

**DOI:** 10.1016/j.immuni.2021.04.011

**Published:** 2021-05-11

**Authors:** Adewunmi Adelaja, Brooks Taylor, Katherine M. Sheu, Yi Liu, Stefanie Luecke, Alexander Hoffmann

## Abstract

Macrophages initiate inflammatory responses via the transcription factor NFκB. The temporal pattern of NFκB activity determines which genes are expressed and thus, the type of response that ensues. Here, we examined how information about the stimulus is encoded in the dynamics of NFκB activity. We generated an mVenus-RelA reporter mouse line to enable high-throughput live-cell analysis of primary macrophages responding to host- and pathogen-derived stimuli. An information-theoretic workflow identified six dynamical features—termed signaling codons—that convey stimulus information to the nucleus. In particular, oscillatory trajectories were a hallmark of responses to cytokine but not pathogen-derived stimuli. Single-cell imaging and RNA sequencing of macrophages from a mouse model of Sjögren’s syndrome revealed inappropriate responses to stimuli, suggestive of confusion of two NFκB signaling codons. Thus, the dynamics of NFκB signaling classify immune threats through six signaling codons, and signal confusion based on defective codon deployment may underlie the etiology of some inflammatory diseases.

## In brief

Adelaja and Taylor et al. use a RelA-mVenus reporter mouse to examine, at single-cell level, the NFκB activation dynamics in primary macrophages responding to different stimuli. Their findings define six dynamical features—signaling codons—that classify immune threats and further suggest that signal “confusion” may contribute to autoimmune pathology.

## INTRODUCTION

Autoimmune pathologies are characterized by the presence of auto-antibodies and immune attack of specific tissues, but the etiology is not uniform (Marshak-Rothstein, 2006). One cause may be found in errors in the negative selection of auto-reactive B cell or T cell clones in secondary lymphoid organs; another contributor may be inappropriate immune activation by immune sentinel cells (Marshak-Rothstein, 2006). Sjögren’s syndrome (SS) is a systemic autoimmune disorder that is characterized by progressive destruction of tissues exposed to the environment, such as eye, mouth and throat, and skin rashes (Marshak-Rothstein, 2006). Interestingly, genome-wide association studies do not point to salivary or lacrimal components (Burbelo et al., 2014), but rather to genes within the inflammatory pathways and immune cells (Taylor et al., 2017). Indeed, several genetic variants in regulators of the transcription factor NFκB are associated with SS patients (Lisi et al., 2012; Nordmark et al., 2013; Ou et al., 2008; Sisto et al., 2013), and a mouse strain containing similar variants recapitulates some of the SS pathognomonic characteristics (Peng et al., 2010). However, it remains unknown how these alleles affect NFκB dynamics.

Macrophages may function as immune sentinel cells that respond to pathogen invasion and tissue injury by initiating and coordinating both local and system-wide immunity (Wynn et al., 2013). These cells are ubiquitously distributed in tissues (Bauer et al., 2001) and can sensitively detect inflammatory cytokines and pathogen-associated molecular patterns (PAMPs), which indicate viral, bacterial, or fungal invasion (Medzhitov and Horng, 2009). Immune activation must be appropriate to each stimulus: the functional response to the cytokine TNF must be distinct from the response to a pathogen; further, the needs of a macrophage responding to bacterial or viral invasion are distinct.

The temporal coding hypothesis posits that information about the extracellular stimulus is represented in the time domain; i.e., the temporal pattern of a signaling activity (Behar and Hoffmann, 2010; Hoffmann and Baltimore, 2006; Purvis and Lahav, 2013). Biochemical studies in primary fibroblasts showed that the temporal pattern of NFκB RelA activity is stimulus specific at the cell population level (Covert et al., 2005; Werner et al., 2005), and that it controls the expression of immune response genes (Hoffmann et al., 2002; Tay et al., 2010). Although pioneering single-cell microscopy studies confirmed complex temporal patterns (Ashall et al., 2009; Nelson et al., 2004; Tay et al., 2010), they relied upon fluorescent-protein-NFκB RelA fusion proteins ectopically expressed in immortalized cell lines. Potential artifacts arising from ectopic expression of a reporter-effector protein have been reported (Barken et al., 2005; Cheong et al., 2011; Mothes et al., 2015), and prolonged cell culture adaptation of immortalized cell lines diminishes their responsiveness to immune threats (Cheng et al., 2015). These limitations have not allowed previous studies to explore the biological significance of temporal coding in primary immune cells and whether it is a useful concept for understanding immune pathology. Reasons for why no studies of single-cell NFκB trajectories in primary macrophages have been reported thus far include challenges associated with imaging proteins engineered to express fluorescent reporter constructs that are not overexpressed and reliable high-throughput image analysis of morphologically heterogeneous cells.

Here, we investigated the NFκB temporal code in single, primary macrophages using an mVenus-RelA mouse strain (Rela^v/v^) and a high-throughput imaging and analysis. An information-theoretic approach identified six dynamical features of the NFκB trajectories that convey information about the extracellular stimulus to the nucleus, which we term signaling codons. Teaching these to a machine demonstrated their sufficiency and requirement for ligand and dose identification. Indeed, examination of an SS mouse model revealed confusion of specific signaling codons and suggested that such confusion may contribute to the etiology of systemic autoimmune diseases. Finally, mathematical modeling allowed us to identify the molecular circuit design principles that enable encoding of these signaling codons and confirmed that “oscillations” are a hallmark of responses to the host cytokine TNF, in contrast to PAMPs transduced by the signaling adaptor MyD88.

## RESULTS

### Primary macrophages show immune threat ligand- and dose-specific NFκB dynamics

To extend pioneering research of NFκB dynamics in established cell lines (Table S1), we sought to study temporal patterns of nuclear NFκB in primary macrophages in response to prototypical immune threats (Figure 1A) at single-cell resolution. We generated the Rela^v/v^ mouse strain, which expresses a mVenus-RelA fusion protein (Figures S1A and S1B), similar to a previous GFP-RelA design (De Lorenzi et al., 2009) whose low fluorescence limited experimental studies (Sung et al., 2009). Macrophages, differentiated from primary bone-marrow cells derived from homozygous Rela^v/v^ mice, showed normal levels of nuclear NFκB binding activity (Figure S1C). Upon stimulation with a variety of different ligands and doses, and time-lapse imaging over 21 h (Figure 1B), the amount of nuclear NFκB fluorescence was quantitated in single cells using a fully automated image-processing pipeline that enabled tracking of live cells using minimal levels of a nuclear marker (Selimkhanov et al., 2014; Zambrano et al., 2016) and label-free identification and segmentation of cell cytoplasm. The live-cell imaging and image processing proved robustly reproducible in biological replicates (Figure S1D) and independent of image frame location (Figure S1E).

We noted differences in the NFκB dynamics induced by prototypical PAMP (LPS) and cytokine (TNF) stimuli, apparent at the single-cell level (Figure 1C). TNF induced oscillatory translocations between cytoplasm and nucleus that rapidly became desynchronized, matching biochemical data (Hoffmann et al., 2002). By contrast, LPS induced more than 4 h of sustained nuclear localization that also matched biochemical data from primary fibroblasts (Covert et al., 2005; Werner et al., 2005).

With an experimental workflow established, we recorded NFκB translocation dynamics in response to a large number of stimulation conditions, encompassing TNF and four different PAMPs, associated with diverse bacterial and viral pathogen classes (the TLR ligands CpG [TLR9], Pam3CSK4 [TLR1/2, referred to as P3C4], LPS [TLR4], and poly(I:C) [TLR3]) each tested at four to seven concentrations covering a 10^2^ to 10^3^-fold range. In each condition, 300–600 cells were examined with at least two preparations of BMDMs, thus constituting a total dataset of 12,203 single-cell trajectories captured with more than 3 million cell images and associated NFκB activity data-points (Figure 1D; Table S2).

Given the NFκB trajectory, each cell was classified based on its first harmonic frequency profile generated by Fourier analysis (Figure 1E) as either unresponsive (regime 1), responsive but non-oscillatory (regime 2), or oscillatory (regime 3) with a period of 1.1–2.2 h characteristic of NFκB oscillations (Hughey et al., 2015). Analysis of the data indicated that the lowest stimulus concentration activated about half the cells but that a log_10_ increase activated almost all (Figure 1F). Plotting the percentage of cells classified as oscillators in responders, we found that the host factor TNF elicited oscillatory dynamics regardless of dose (Figure 1G). While the number of peaks increased with increasing doses of TNF, the period remained constant (Figure S1F). In contrast, PAMPs produced largely non-oscillatory responses at high ligand concentrations (Figure 1G). Unlike experimental systems with ectopically expressed RelA, which produced a first peak of NFκB activity that is much higher than later peaks (Ashall et al., 2009; Hughey et al., 2015; Tay et al., 2010), the response of primary macrophages to TNF showed a constant, gradual fall-off in amplitude (Figure S1G). Representative trajectories from various stimulus conditions indicate that NFκB dynamics are ligand and dose specific (Figure S1H).

### Informative dynamical features are identifiable

Oscillations are just one dynamical feature by which complex time course trajectories can be characterized. We developed a method for identifying dynamical features that are associated with stimulus- and dose-specific NFκB trajectories. We constructed a multivariate information-theoretic algorithm, based on an estimate of channel capacity (Cheong et al., 2011; Selimkhanov et al., 2014). In conjunction with the primary timeseries data, we considered 918 derived metrics (Table S3) such as integrals, derivatives, peak activities, durations, or frequencies (Figure 2A). Our algorithm searched this library for combinations of metrics that maximized channel capacity (Figure S2A), iteratively expanding the number of metrics within each combination from two up to ten.

First, we considered the available dose response dataset for each ligand separately. Combinations of five metrics were sufficient to capture the mutual information of dose responses, with TNF, CpG, and poly(I:C) achieving about 1 bit and LPS and Pam3CSK4 about 1.5 bits (Figure 2B), in agreement with previous reports for TNF and LPS (Cheong et al., 2011; Selimkhanov et al., 2014). When considering all ligands tested (26 dose-ligand conditions), the calculated channel capacity was markedly higher (>2 bits) and required a seven-dimensional vector to yield ≥95% of the maximum measured information content (Table S4).

Of these most informative metrics identified across the full dataset (Figure 2C), two defined the activation speed (1), one defined the peak amplitude (2), another defined the post-induction repression, a distinguishing feature of oscillatory versus non-oscillatory trajectories (3), one defined the accumulated activity (integral) at a late time (4), one was a measure of the degree to which NFκB activity is “front loaded” (5), and one defined the total duration of NFκB activity above a low threshold (6). Thus, the information-theoretic analysis identifies six NFκB dynamical features that are informative about the stimulus ligand and dose. Plotting three features allowed for only incomplete separation of ligands (Figure S2B).

Further analysis of the channel capacity calculations indicated that the highest dose generally provided the most ligand-specific information (Figure 2D). Indeed, when we restricted the calculation to only the highest dose of each of our five ligands, we still obtained a channel capacity of 1.86 bits. Unlike the dose response profiles of pharmacological agents that tend to show cross-reactivity at high doses, ligand-specific signaling dynamics occur at highest doses, indicating that there are true differences in the signal processing characteristics of receptor-associated signaling pathways.

### Machine learning of NFκB codons distinguishes stimuli

The six NFκB dynamical features, identified as conveying information about the extracellular stimulus to the nucleus, represent potential codewords of the temporal NFκB signaling code and are referred to as NFκB signaling codons. Visualizing signaling codon deployment for the five ligands at high doses (Figure 3A; Table S5), the speed of activation is generally high for Pam3CSK4 and LPS-triggered signaling, but low for CpG and poly(I:C) and inter-mediate for TNF; peak amplitude is high for Pam3CSK4, CpG, and LPS and lower for TNF and poly(I:C); the oscillatory content is highest for TNF compared to any of the PAMPs; the amount of total activity is highest for LPS followed by poly(I:C) and Pam3CSK4, but lower for TNF and CpG; the total duration, in contrast, is high for TNF and poly(I:C) and relatively low for Pam3CSK4, CpG, and LPS; and the fraction of the activity that is early is much higher for TNF, Pam3CSK4, and LPS than poly(I:C), with CpG being inter-mediate. Similarly, we find that different doses of the same ligand may deploy the signaling codons differentially (Figure 3A). For example, while the peak activity is generally positively correlated with dose (Lee et al., 2014a), the duration of activity increases with increasing doses of TNF or LPS but decreases with increasing doses of CpG.

To determine whether the six NFκB signaling codons suffice to distinguish these ligands, we used supervised machine learning and trained an ensemble-of-decision-trees model either with all 918 metrics or the set of 6 signaling codons (Figure S3B). We chose this classification algorithm because of its performance and interpretability (Alpaydin, 2014; Caruana and Niculescu-Mizil, 2006). Assessing prediction performance, we found that F1 scores (harmonic mean of precision and sensitivity, a measure of specificity and sensitivity of the predictions) were remarkably similar for predictions generated using all metrics or just signaling codons, while the average of randomly sampled features fared substantially worse even when optimally trained (Figure 3B; Table S6A). Other performance measures confirmed this conclusion (Figure S3C), indicating that six signaling codons suffice to distinguish NFκB ligands. Using the same approach, we examined whether signaling codons suffice to distinguish the doses of each ligand (Figure 3C; Table S6B). The differences in F1 scores of dose predictions generated by classifiers trained using all features versus six signaling codons were minimal.

We quantified the certainty or level of confidence of stimulus classification (classification margin; the probability assigned to the correct class minus the highest probability assigned to any of the incorrect classes) using all features, signaling codons, and subsets of signaling codons (Figure 3D). To examine the necessity of each signaling codon, we computed ΔΔMean Margin, which is the difference between the quantities obtained by (1) normalizing the mean classification margin obtained from six signaling codons by subtracting the mean classification margin obtained from all features to compute ΔMean Margin, and (2) normalizing the mean classification margins from all combinations of five signaling codons (all subsets where only one codon is missing). We used ΔΔMean Margin to interrogate the necessity of each signaling codon by computing the normalized difference in mean classification margin in the presence (set of six codons) and absence of each codon (all sets of five codons). This analysis revealed the stimulus-specific dependence of the classification certainty on each signaling codon: speed is important in classifying CpG and poly(I:C), peak amplitude is important for classifying Pam3CSK4, and oscillatory dynamics are important for classifying TNF (Figure 3D).

To examine the necessity of each signaling codon in distinguishing doses, we quantified the ΔΔMean Margin across all doses for each ligand (Figures 3E, S3E, and S3F). The maximum ΔΔMean Margin across all doses of each ligand revealed that speed is important to distinguish doses of TNF, Pam3CSK4, and LPS, and “early versus late” activity is important to distinguish doses of poly(I:C). Furthermore, this analysis suggests that the importance of a signaling codon for classifying a ligand may differ from its importance in distinguishing the doses of that ligand (Figures 3D and 3E). Using binary classification of stimulated condition versus vehicle control indicated that ligand identification increases with the dose of the stimulus (Figure S3G), confirming the results of the information theoretic analysis (Figure 2D).

### Increased signaling codon confusion in an autoimmune disease model

The availability of a validated machine learning classifier allowed us to quantify not only how precise stimulus identification is, but which other stimuli a given stimulus may be confused with. We characterized the points of confusion by quantifying classification accuracy (precision) in the matrix of five ligands, choosing their highest doses as they are most distinguishable (Figures 4A, S4A, and S4B). Correct classification of ligand identities occurred in the majority, but misclassifications (off-diagonal values) were not uniformly distributed. For example, while confusion of viral PAMP poly(I:C) and bacterial PAMP LPS was rare, it was more common between the bacterial PAMPs, LPS, and Pam3CSK4. Indeed, when we grouped ligands into their source classes such as host (cytokine), bacteria, or virus, we found that bacteria-derived ligands are reliably distinguished and show little confusion with either virus- or host-derived ligands (Figures 4B and S4D). To assess the dependence of classification performance on the number of trajectories, we sub-sampled the number of trajectories and evaluated the precision and sensitivity of classification (Figures S3H–S3L). This analysis revealed that performance reached saturation with just 50% of the data used in the original model training. Further, we compared the classification performance of signaling codons to time series data, and time series data transformed by an autoencoder: we found that signaling codons performed as well as time series data (Figure S3K) and fared substantially better than autoencoder-transformed time series data (Figure S3L).

We assessed whether a mouse model of SS (Peng et al., 2010), which mimics genetic variants of the regulatory region of the NFκB regulator IκBα found in human patients (Lisi et al., 2012; Nordmark et al., 2013; Ou et al., 2008; Sisto et al., 2013), may be associated with signaling codon confusion, such that cells exposed to one stimulus might in fact miscommunicate the presence of a different stimulus to nuclear target genes. We bred our mVenus-RelA reporter into this mouse model and then derived bone-marrow-derived macrophages for stimulation with the cytokine TNF, the bacterial PAMP LPS, and the viral PAMP poly(I:C) (Figure 4C). Unlike macrophages from healthy mice, these SS macrophages showed non-oscillatory NFκB trajectories in response to all stimuli (Figure S4E). Visualizing the distributions of the six signaling codons revealed that the stimulus-specific deployment of particular NFκB signaling codons was impaired in macrophages from the Sjögren’s mouse model (Figure 4C). The stimulus specificity of the “oscillatory” codon was markedly diminished in SS macrophages, and the stimulus specificity of the “duration” and the “early versus late” codon was also affected.

Then, we examined the accuracy of stimulus classification using the ensemble-of-decision-trees algorithm (Table S6C). The mean margin scores of ligand classification were greatly diminished in SS macrophages, concomitant with an elevation in the false positive and false discovery rates for TNF and LPS (Figure 4D). Furthermore, the sensitivity of TNF and poly(I:C) classification in SS macrophages was greatly diminished (24.1%/44.2%, respectively, versus 80.3%/92.8% in healthy controls, Figure 4E), as there is increased confusion between poly(I:C) versus LPS, and TNF versus LPS. Similarly, the precision of TNF and LPS classification was greatly diminished (31.1%/58.9%, respectively, versus 83%/91.5% in healthy controls, Figure S4F). These analyses indicate that SS macrophages have diminished ability to generate stimulus-specific NFκB signaling dynamics and suggest that signaling codon confusion and mistranslation may play a role in the etiology of sporadic inflammatory diseases.

### NFκB signaling codon confusion diminishes the stimulus specificity of gene expression

We wondered whether the diminished specificity of NFκB activation dynamics affected the stimulus specificity of downstream gene expression. To this end, we stimulated macrophages as before but subjected them to single-cell RNA sequencing (scRNA-seq, using the 10X genomics platform) after 8 h, reasoning that gene expression follows transcription factor activation. 

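For these measurements, bone marrow-derived macrophages of 12-week-old healthy (WT) mice and of the Sjögren's syndrome (SS) model, whose Nfkbia promoter carries mutated κB sites, were stimulated on day 7 of differentiation for 8 h with 10 ng/mL TNF, 100 ng/mL LPS or 50 μg/mL low molecular weight poly(I:C), or were left unstimulated. Cells of the 4 groups of a genotype were labeled with hashtag antibodies, pooled and captured as 1 library. Each combination of genotype and stimulus was therefore measured in 1 sample, and genotype was confounded with capture and library. The authors aligned the reads to mm10 with Cell Ranger 4.0 and deposited the counts of unique molecular identifiers (UMIs) per gene and per hashtag in each cell barcode, without normalization. The WT library held 8595 barcodes with 176864707 UMIs on genes, and the SS library 5980 barcodes with 153757534 UMIs. The filters stated in the methods were applied to these counts. At least 1500 features were detected in 7506 WT and 5184 SS cells, and over 75% of hashtag counts came from 1 barcode in 6939 and 4700 of them. In the WT library, 2415 cells were unstimulated, 2005 had received TNF, 936 LPS and 1583 poly(I:C), at median depths of 20134, 20993, 23793.5 and 21351 UMIs per cell. In the SS library, 1074 cells were unstimulated, 1009 had received TNF, 795 LPS and 1822 poly(I:C), at median depths of 24030, 26376, 31332 and 27980.5 UMIs. The median depth was thus higher in SS than in WT in every group. The hashtag filter left out 567 WT and 484 SS cells, among them doublets of cells from different stimulus groups. Doublets within a group pass this filter, and no further cells were removed as doublets. UMI counts were scaled to 10000 per cell and transformed to ln(1 + counts per 10000). With 1 library per condition no test across replicates can be made, and all confidence intervals for counts and shares cover counting error only.

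Nfkbia, which encodes IκBα and whose promoter differs between the genotypes, was examined first as a check of the labels. It is listed as ENSMUSG00000021025, a protein-coding gene on the minus strand of chromosome 12 of mm10 (GRCm38) from 55489410 to 55492647. In TNF-stimulated cells, 24763 Nfkbia UMIs were counted in the WT library, or 537 per 1000000 UMIs of the group (CPM; 95% exact Poisson interval 530.4 to 544). The SS library had 1834, or 64.0 CPM (61.1 to 67.0), a log2 ratio of SS over WT of -3.07. Without stimulus, with LPS and with poly(I:C) the log2 ratio was -2.16, -1.99 and -3.19. The alternative that moved the ratio in TNF cells most was thinning every cell to 5000 UMIs, which gave -2.93.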

After normalizing counts to library size and log transforming, we performed principal-component analysis (PCA) on *Z*-scored data and displayed the data on two-dimensional UMAP plots using the top 20 principal components (Figure 5A). 

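The separation of the stimulus groups was quantified among nearest neighbors in the space of the top 20 principal components, computed on the 2000 most variable genes of WT and SS cells together. For each genotype, 795 cells per stimulus were drawn 20 times, and the 20 nearest neighbors of each cell within its genotype were assigned to their stimulus. Among healthy macrophages, 97.8% of the neighbors of unstimulated cells were unstimulated, and 96.5% of the neighbors of LPS-stimulated cells were LPS-stimulated. TNF-stimulated cells had 85.6% of their neighbors in their own group and 10.9% among poly(I:C)-stimulated cells. For poly(I:C)-stimulated cells these shares were 86.5% and, among TNF-stimulated cells, 11.7%. No other pair of WT groups shared more than 2.04% of neighbors.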

In healthy macrophages, expression clusters were readily distinguishable between unstimulated cells and cells stimulated with TNF, LPS, or poly(I:C). However, in SS cells, the distinction between TNF and poly(I:C) was slightly diminished.

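In the SS library, 17.2% of the neighbors of TNF-stimulated cells were poly(I:C)-stimulated, and 18.7% of the neighbors of poly(I:C)-stimulated cells were TNF-stimulated. Averaged over both directions, the share was 17.9% in SS and 11.3% in WT, a difference of 6.57 percentage points. The same number of cells per stimulus entered from both genotypes, and with all cells thinned to the same depth the shares were 18.1% and 11.1%. The difference lay between 5.91 and 7.75 percentage points under the 11 alternatives tried, and was largest when principal components were computed on each genotype alone. SS cells stimulated with LPS had 96.3% of their neighbors in their own group, and unstimulated SS cells 98.4%.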

We asked which genes may be affected in their expression specificity. We performed ANOVA (Figure S5A) and calculated channel capacity (Figure S5B) for each individual gene using the three stimulus conditions to determine genes that lose specificity in SS macrophages versus control. These two calculations provided a reasonably concordant ranking of genes contributing to differences in expression specificity in healthy versus SS macrophages (Figure S5C). 

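One-way ANOVA over the 3 stimuli and the channel capacity were computed for 13126 genes with a UMI in at least 10 stimulated cells of each library. The F statistic was higher in WT for 9303 genes (70.9%) and higher in SS for 3823, and the channel capacity was higher in WT for 7921. F grows with the number of cells, and 4524 stimulated WT cells stood against 3626 SS cells. Over the 8159 genes with a UMI in at least 10% of stimulated cells of both libraries, the median F was 30.4 in WT and 17.5 in SS, with a median ratio of WT over SS per gene of 1.79. With equal numbers of cells per stimulus in both genotypes, F was higher in WT for 60.3% of 12863 genes in a single draw of cells. Over the 8159 genes the ratio then had a median of 1.31 over 20 draws, and lay between 1.26 and 1.36. Over all stimulated cells, the share of variance between stimuli (eta squared) had medians of 0.0133 and 0.00956 and a median ratio of 1.42. The channel capacity over all stimulated cells, which cannot exceed 1.58 bits for 3 stimuli, had medians of 0.0142 and 0.0106 bits and a median ratio of 1.32. With equal numbers of cells per stimulus, the median ratios of eta squared and capacity were 1.25 and 1.29 in a single draw.

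Besides Ccl5, the genes with the largest WT minus SS difference in F were Nos2 (F of 2735 in WT and 1102 in SS), Ifi205 (2131 and 720.0), Isg20 (2146 and 743) and Isg15 (2121 and 779). Nos2 lies on chromosome 11 of mm10 from 78920787 to 78960254, Ifi205 on chromosome 1 from 174011998 to 174031810, Isg20 on chromosome 7 from 78913424 to 78920396 and Isg15 on chromosome 4 from 156199424 to 156200818, and all are annotated as protein-coding. Nos2 was at 800.4 CPM in WT and 403 CPM in SS after LPS, and at 34.9 and 43.4 CPM after TNF. The most negative differences were those of Sh3bp5 (F of 1204 in WT and 1914 in SS), Cpd (506 and 1045), Tnf (592 and 1110), Nfkbia (361 and 861) and Il1a (639 and 1123).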

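The WT minus SS differences of the F statistic and of the channel capacity had a Pearson correlation of 0.831 across the 13126 genes. The coefficient describes these 2 libraries, since genes are not independent replicates. The 2 differences had the same sign for 88.5% of genes, and 68 of the 100 genes ranked highest by the F difference were also among the 100 ranked highest by the capacity difference.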

Leveraging the pathway-target gene mapping of Cheng et al., 2017, we found that NFκB target genes with long mRNA half-lives were especially strongly affected in their stimulus specificity (Figure 5B). 

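Ccl5 (ENSMUSG00000035042) encodes a chemokine and lies on the minus strand of chromosome 11 of mm10 from 83525778 to 83530518. A cell was counted as Ccl5-high at a value of at least 3 on the scale of ln(1 + counts per 10000). Among TNF-stimulated cells, 720 of 2005 WT cells were Ccl5-high, or 35.9% (95% exact binomial interval 33.8 to 38.1%), and 799 of 1009 SS cells, or 79.2% (76.5 to 81.7%). In unstimulated cells, which set the background from free RNA, the shares were 13 of 2415 in WT (0.538%) and 6 of 1074 in SS (0.559%), at median depths somewhat below those of the TNF-stimulated cells. After poly(I:C) the shares were 94.3% in WT and 95.9% in SS, and after LPS 98.0% and 98.1%. Thinned to 5000 UMIs per cell, 694 of 1989 WT and 779 of 1000 SS cells stimulated with TNF were Ccl5-high (34.9% and 77.9%). Of the alternatives, a threshold of 2.5 moved the difference most, with 48.4% in WT and 85.0% in SS. Summed over cells, Ccl5 was at 2194 CPM in WT and 6758 CPM in SS after TNF, and at 10797.5 and 12344 CPM after poly(I:C).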

One example gene ranked highly in loss of stimulus specificity is *Ccl5*, which shows a high degree of heterogeneity in expression in response to TNF, being expressed highly in a minority of cells in healthy macrophages, but in the vast majority of SS macrophages (Figure 5C). Thus, *Ccl5* expression in SS macrophages is less distinguishable in whether it is induced by TNF or poly(I:C).

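In WT, the median Ccl5 value of poly(I:C)-stimulated cells was 2.18 above that of TNF-stimulated cells on the scale of ln(1 + counts per 10000). In SS, the medians were 0.742 apart. The SD between cells was 1.12 in WT and 1.04 in SS after TNF, and 0.835 and 0.761 after poly(I:C). The F statistic of Ccl5 over the 3 stimuli was 2994 in WT and 677 in SS, and its eta squared 0.570 and 0.272. With equal numbers of cells per stimulus, the F statistics were 2123 and 670.0. The channel capacity of Ccl5 was 0.650 bits in WT and 0.422 bits in SS. Of the 13126 genes ranked by the WT minus SS difference, Ccl5 was at rank 1 by F and at rank 8 by channel capacity.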

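For the classification, genes were ranked by the WT minus SS difference of F over all stimulated cells, including those later held out, and the first 100 had differences between 2318 and 390.2. Of these genes, 20 are on a list of interferon-stimulated genes that was not taken from the paper and makes up 0.366% of all ranked genes, and 3 are on a similar list of NFκB targets. The random forest had 500 trees with 10 genes tried at each split and was trained on 3167 WT cells, of which 1404 were stimulated with TNF, 655 with LPS and 1108 with poly(I:C). The remaining 1357 WT cells and all 3626 stimulated SS cells were used for testing. As the number of genes tried at each split was fixed, cross-validation had no parameter to choose and was not repeated.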

To characterize the overall stimulus-response specificity of macrophages, we used the top 100 differentially expressed genes ranked by difference in ANOVA F statistic (Figure S5A) to train a random forest classifier with 10-fold cross-validation using 70% of single cells from the healthy macrophage population. Testing the trained model on the remaining held-out data demonstrated that healthy macrophages distinguish between the three stimuli with >90% sensitivity, but testing the model on SS macrophages revealed that >20% of SS macrophages produced indistinguishable gene expression programs in response to TNF and poly(I:C) (Figure 5D). 

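Of the held-out WT cells stimulated with TNF, 571 of 601 were called TNF, or 95.0% (95% exact binomial interval 93.0 to 96.6%), and the other 30 were called poly(I:C) (4.99%, 3.39 to 7.05%). Of the SS cells stimulated with TNF, 860 of 1009 were called TNF, or 85.2% (82.9 to 87.4%), and 149 were called poly(I:C) (14.8%, 12.6 to 17.1%). The 2 intervals do not overlap. Poly(I:C)-stimulated cells were called poly(I:C) in 443 of 475 WT cells (93.3%, 90.6 to 95.3%) and in 1658 of 1822 SS cells (interval 89.6 to 92.3%), and were called TNF in 6.74% (4.65 to 9.38%) and 8.56% (7.32 to 9.94%). Over 20 divisions of the WT cells into training and test cells, the share of SS TNF-stimulated cells called poly(I:C) lay between 13.8 and 16.3%, and that of WT between 4.16 and 6.66%.

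With equal numbers of cells per stimulus in WT and SS, the share in SS was 26.1% against 7.59% in WT. Cells were matched between genotypes here, not between stimuli. Held-out WT cells then numbered 303 for TNF and 475 for poly(I:C), against 601 and 475 before, so the balance of classes also differed. With equal numbers of training cells for the 3 stimuli the share was 20.4% in SS against 5.66% in WT. A classifier trained on SS cells called 38 of 303 held-out SS TNF-stimulated cells poly(I:C), or 12.5% (9.03 to 16.8%), but it was trained on 706 TNF- and 1275 poly(I:C)-stimulated cells, so that the balance of classes differed as well. The share was higher in SS than in WT in 12 of 13 alternatives. The exception, chosen after the values were seen, moved the difference most: each genotype was classified by a random forest trained on 556 of its own cells per stimulus, and 21 of 303 SS cells (6.93%, 4.34 to 10.4%) and 46 of 601 WT cells (7.65%, 5.66 to 10.1%) were called poly(I:C). This value varied with the cells drawn, and over 20 divisions into training and test cells the SS minus WT difference was between -1.37 and 9.69 percentage points, with a median of 2.50 and values above 0 in 16. With the classifier trained on WT cells, it was between 8.29 and 11.04 over 20 divisions. From the calls of the 2 genotypes, the paper states that healthy macrophages distinguish the stimuli, while part of the SS macrophages express gene programs that are not distinguishable between TNF and poly(I:C).

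**Figure D1:**
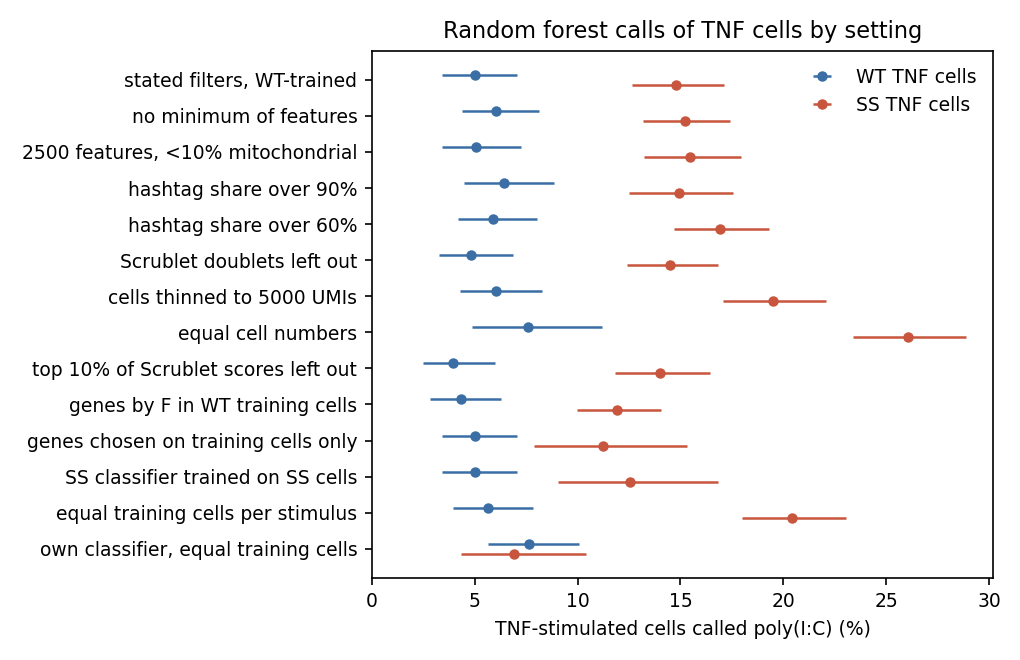
Percentage of TNF-stimulated cells that the random forest called poly(I:C), with 95% exact binomial intervals, for WT (blue) and SS (red) test cells under the stated filters and each alternative processing. The SS point lies above the WT point in each line but the last, in which each genotype has a classifier of its own and the points are at 6.93% in SS and 7.65% in WT.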

Concordant with the machine learning results, top differentially expressed genes in healthy cells showed greater confusion between TNF and poly(I:C) (Figure S5D), with the classification false positive rate for TNF being about five times higher in SS cells than healthy cells (Figure S5E). In contrast, LPS-induced gene expression remained distinguishable, presumably because the LPS-specific MAPKp38 pathway provides for several LPS-specific induced genes regardless of altered NFκB dynamics (Figure 5B). 

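TNF-stimulated cells missed by the classifier were 2.96 times as frequent in SS as in held-out WT cells. The false positive rate in the usual sense, the share of cells with another stimulus that were called TNF, was 36 of 756 in WT (4.76%, 95% exact binomial interval 3.36 to 6.53%) and 180 of 2617 in SS (6.88%, 5.94 to 7.92%), a ratio of 1.44 with overlapping intervals. The false discovery rate, the share of TNF calls that fell on cells with another stimulus, was 36 of 607 in WT (5.93%, 4.19 to 8.12%) and 180 of 1040 in SS (17.3%, 15.1 to 19.7%), a ratio of 2.92. The false discovery rate also reflects the larger number of poly(I:C)-stimulated cells in the SS library. For poly(I:C), the false positive rate was 4.31% in WT and 9.37% in SS. With the classifier trained on SS cells, whose classes were balanced differently, the false positive and false discovery rates for TNF in SS were 4.96% and 12.8%. When each genotype was classified by a random forest of its own with equal training cells, in the first division of the cells the false positive rate for TNF was 3.84% in WT (2.58 to 5.46%) and 7.63% in SS (5.88 to 9.72%), a ratio of 1.99 with intervals that do not overlap, and the ratio of the false discovery rate was 3.53. Missed TNF-stimulated cells were 0.886 times as frequent in SS in that division, which is not typical, since over all divisions the median share of TNF-stimulated cells called poly(I:C) was 9.41% in SS and 6.66% in WT.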

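LPS-stimulated cells were called LPS in 269 of 281 held-out WT cells, or 95.7% (95% exact binomial interval 92.7 to 97.8%), and in 751 of 795 SS cells, or 94.5% (92.6 to 96.0%). The difference of SS minus WT was -1.26 percentage points, with an interval of -3.83 to 2.08 that includes 0. In the alternatives the difference ranged from -4.03 percentage points with equal numbers of cells per stimulus, where the interval of -6.76 to -0.394 excludes 0, to 1.61 with over 90% of hashtag counts from 1 barcode. It was negative in 12 of 13 alternatives. No TNF-stimulated cell was called LPS in either genotype, 0 of 601 in WT and 0 of 1009 in SS, with exact upper limits of 0.612% and 0.365%. Over 20 divisions of the WT cells, this share had a median of 0.166% in WT and reached 0.499%, while in SS it stayed at 0. With equal numbers of cells per stimulus, 6 of 1009 SS cells (0.595%, 0.219 to 1.29%) and 0 of 303 WT cells were called LPS, and without a minimum of features 4 of 1157 SS cells (0.346%) and 4 of 678 WT cells (0.590%).

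The genes with the highest ratio of CPM after LPS over the higher of TNF and poly(I:C) in WT were Il1b, Il1a, Edn1, Saa3 and Socs3. Il1b (chromosome 2, 129364570 to 129371139) was at 349 CPM after LPS in WT and 491 CPM in SS, which was 37.1 and 82.7 times the higher of the other stimuli. Il1a (chromosome 2, 129299610 to 129309972) was at 74.2 and 131 CPM after LPS, with ratios of 34.7 and 43.5. Edn1 (chromosome 13, 42301476 to 42307990) was at 247 and 192 CPM, with ratios of 33.3 and 40.03. For Saa3 (chromosome 7, 46711998 to 46715700), at 8724 and 10193 CPM, the ratio was 18.4 in WT and 11.2 in SS. Socs3 (chromosome 11, 117966079 to 117970047) was at 390.3 and 285 CPM, with ratios of 15.7 and 20.3, and had the highest channel capacity of all single genes in both genotypes, 0.654 bits in WT and 0.713 bits in SS.

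**Figure D2:**
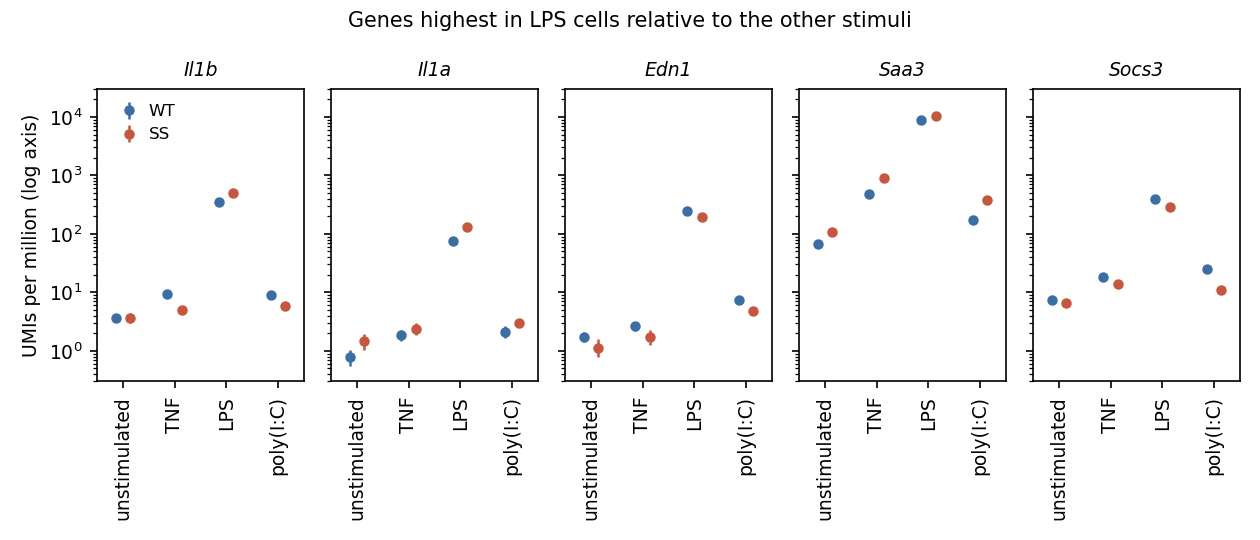
Counts (CPM, log axis) of the LPS genes named above in unstimulated, TNF-, LPS- and poly(I:C)-stimulated WT (blue) and SS (red) cells, summed per group, with 95% exact Poisson intervals, which are mostly smaller than the points. In both genotypes every gene is highest after LPS, at least 11.2 times the higher of TNF and poly(I:C).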

The reduction in channel capacity was robust to subsampling the number of cells for which we had data (Figure S5F). 

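The channel capacity of Ccl5 was recomputed on 300 to 3500 stimulated cells drawn at random from each library, 20 times for each number. The mean over draws stayed between 0.646 and 0.682 bits in WT and between 0.409 and 0.444 bits in SS. At 300 cells the single draws ranged from 0.566 to 0.910 bits in WT and from 0.214 to 0.686 bits in SS, so that they overlapped. At 500 cells the lowest WT draw was 0.574 bits and the highest SS draw 0.568 bits, and the draws of the 2 genotypes did not overlap at any larger number. The spread between draws is that of cells within 1 library. Cells were drawn without replacement from 4524 WT and 3626 SS cells. The largest draws therefore share most of their cells and must lie close together. Thinned to the same depth per cell, the capacity was 0.644 bits in WT and 0.407 bits in SS.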

Interestingly, the confusion was driven by the loss of stimulus-specific information associated with dozens of genes, as SS macrophages performed almost as well as healthy controls when considering just 100 genes (Figure 5E). 

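The channel capacity was computed jointly over the genes with the largest WT minus SS difference in F, added in order of rank. The difference between WT and SS was 0.227 bits with 1 gene, 0.271 bits with 3 genes, 0.209 bits with 10, 0.133 bits with 25 and 0.0621 bits with 100. Genes were ranked by their loss of specificity in these same cells. A large gap with few genes that narrows with more is therefore partly set by the ranking. With 100 genes the capacity was 1.47 bits in WT and 1.41 bits in SS, or 92.7% and 88.8% of the upper limit for 3 stimuli. As the model was fitted and scored on the same cells, the values for many genes can be too high. Fitted on part of the cells and scored on the others, it gave 1.33 and 1.25 bits with 100 genes, a difference of 0.0799 bits, and these values did not rise steadily, with 1.26 and 1.09 bits at 75 genes. With the 100 genes of highest F in WT alone, the capacities were 1.47 and 1.43 bits. The 100 genes differed between alternatives, and 78 of them were shared with the list from equal numbers of cells per stimulus.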

Examining the genes that are more specific in healthy than in SS macrophages revealed gene ontology terms such as innate immune response (Figure S5G) and IRF binding motifs (Figure S5H) that are enriched in their regulatory regions. This suggests that the confusion of NFκB signaling oscillatory and duration codons diminishes the stimulus specificity of interferon stimulatory genes (ISGs) via the inappropriate expression of type I interferon. 

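Of the list of interferon-stimulated genes, 48 of 50 were measured. Their median F statistic was 527 in WT and 215 in SS, and 46 of them had a higher F in WT. The median WT minus SS difference of the list was 315, against a median of 43.0 in 10000 random lists of the same size matched on mean expression, all of which lay below it (percentile 100). This describes these libraries, as genes are not independent replicates. Ifi205 had the largest difference of the list, 1411. With eta squared in place of F the list was also above all random lists. After TNF, the list had a median of 250.0 CPM in WT and 341 CPM in SS, and the median log2 ratio of SS over WT was 0.36 (percentile 100), from -0.01 for Irf9 to 1.18 for Ifi44. After poly(I:C) and without stimulus the median log2 ratio was 0.09 and 0.12 (percentiles 99.03 and 99.08), and after LPS it was -0.10 (percentile 0).

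Among type I interferon genes, Ifnb1 (ENSMUSG00000048806, chromosome 4, 88522025 to 88522774) was counted with 65 UMIs in TNF-stimulated WT cells, 1.41 CPM (95% exact Poisson interval 1.09 to 1.80), and with 73 UMIs in SS cells, 2.55 CPM (2.00 to 3.20), a ratio of SS over WT of 1.81 (1.28 to 2.57). In unstimulated cells 13 and 14 UMIs were counted (0.240 and 0.482 CPM), and the ratio there was 2.01 with a wide interval of 0.876 to 4.64. After poly(I:C), Ifnb1 was at 31.0 CPM in WT and 24.2 CPM in SS. The other 17 type I interferon genes had 19 UMIs in both libraries together, 12 of them from Ifna2.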

Type I interferon has long been associated with Sjögren’s pathologies (Marketos et al., 2019; Muskardin and Niewold, 2018).

### Molecular circuits that produce signaling codons

Having identified essential dynamical features of NFκB activity for encoding ligand identity and dose, we sought to understand the molecular mechanisms that provide for the diversity of stimulus-specific dynamics. The known topology of the NFκB network is that signals emanating from receptor-associated signaling modules converge to activate canonical IKK, which functions as the input to the IκB-NFκB signaling module whose most prominent regulator is IκBα (Figures 6A and S6A). A prominent signaling codon that distinguishes the cytokine TNF from PAMPs is the oscillatory content. Using macrophages from an IκBα-deficient mouse (interbred with the mVenus-RelA reporter, see STAR Methods), we found at the single-cell level that oscillatory dynamics are dependent on IκBα negative feedback (Figure 6B), in agreement with prior population level experiments (Fagerlund et al., 2015; Hoffmann et al., 2002).

Then, we asked whether the IκBα feedback loop may also mediate non-oscillatory responses characteristic of PAMPs or whether other IκB isoforms may be required. After adapting the mathematical model of the negative-feedback containing IKK-IκBα-NFκB signaling module to the primary macrophage (see STAR Methods), we examined its dynamical properties using Hopf-bifurcation analysis, specifically the propensity for oscillatory responses as a function of the magnitude of IKK activity (Figure 6C). The first bifurcation point defines the threshold between (1) “off” (indistinguishable from baseline activity) and (2) an oscillatory steady-state. As IKK activity increases, oscillation troughs rise in amplitude (3) though the period changes little. The second bifurcation point occurs as the system shifts to highly damped oscillations (4). Our analysis thus led to the prediction that non-oscillatory NFκB responses of LPS are not mediated by other IκB isoforms (IκBβ and IκBε), as previously hypothesized (Kearns et al., 2006; Thompson et al., 1995), but that the NFκB-IκBα feedback circuit alone could sustain such non-oscillatory behavior. To test this hypothesis, we bred our RelA-mVenus reporter into *IkBb*^−*/*−^*IkBe*^−*/*−^ mice and measured single-cell responses to TNF and LPS (Figure 6D). In this genotype, TNF induced an even higher fraction of oscillatory cells (95% versus 75% in wild-type, Figure 1G), while LPS responses were, as before, largely non-oscillatory. We conclude that both oscillatory and non-oscillatory NFκB dynamics may be generated by the IκBα-NFκB signaling module; the deployment of the oscillatory signaling codon is determined merely by controlling the amount of IKK activity over time.

To build a full, multi-stimulus model capable of generating proper IKK activity time courses in response to any of the ligands and doses used in this study, we carefully examined the regulatory mechanisms associated with each ligand receptor (Figure S6A) and drafted ordinary differential equations to describe them. Parameter values were based on prior literature (Table S7) and adjusted to produce model simulations of NFκB that qualitatively matched trajectories of median-responding cells in each tested condition (Figures 6E–6I). For TNF and LPS, available literature datasets on receptor and IKK dynamics were fit (Figures S6B and S6C). Within the core IKK-IκB-NFκB module, multi-parameter sampling confirmed that the oscillatory-non-oscillatory distinction based on the magnitude of IKK activity was a robust feature (Figure S6D). This conclusion was further supported by the observation that when macrophages are costimulated with oscillation-producing TNF and the non-oscillatory dynamics producing CpG, the resulting NFκB trajectories are non-oscillatory (Figure S7A). Quantitative analysis of these data revealed that the distributions of the “oscillatory,” “duration,” “speed,” and “early versus late” codons are nearly indistinguishable in response to CpG + TNF and CpG alone, though they are distinguishable in response to TNF alone (Figure S7B). In addition, model-simulated IKK trajectories (Figures 6E–6I) were tested at key time points using immunoblotting of the active, phosphorylated IKK species (Figures S7C–S7G) and revealed a general concordance in this semiquantitative comparison. While this increases our confidence in the insights derived from the model, we cannot rule out alternative models or mechanisms.

Signaling within each signaling module is governed largely by the kinetic properties of a few constituents such as ligand half-life, receptor downregulation and replenishment, and the dose response properties of the receptor-associated signaling adaptor. For example, in the case of TNF, rapid receptor downregulation and short ligand half-life (Cheong et al., 2006; Werner et al., 2008) diminish IKK activity into a regime that allows for deployment of the “oscillatory” codon and the dose-dependent deployment of the “duration” codon, respectively (Figure 6E). For Pam3CSK4 and CpG (Figures 6F and 6G), the signaling characteristics of cooperative adaptor interactions lead to digital dose response behavior (Cheng et al., 2015) and low values for the “oscillatory” (due to high IKK activity) and “duration” codons at high doses. In the case of LPS-TLR4 (Figure 6H), the combination of ultrasensitive and linear dose response behavior of MyD88 and TRIF adaptors (Cheng et al., 2015; Kellogg et al., 2015), aided by CD14-mediated TLR4 internalization (Zanoni et al., 2011), provide for dose-dependent deployment of the “oscillatory” and “total activity” signaling codons. In contrast, endosomal availability of TLR3 and poly(I:C) (O’Mahony et al., 2008) limit the “response speed” codon but allow for long duration (Figure 6I). Overall, the comparison of five signaling modules revealed shared molecular circuit design principles whose pathway-specific parameter values yield diverse ligand- and dose-specific deployment of NFκB signaling codons.

### Oscillatory NFκB dynamics are a hallmark of paracrine TNF signaling

Overall, model simulations qualitatively matched measured trajectories at the respective doses. However, we identified a notable discrepancy in the responses of the MyD88-dependent pathway downstream of TLR9 at low doses (33 nM CpG, Figure 6G). Simulations in this condition did not show substantial NFκB activation, but the measured trajectories showed oscillatory responses.

To address this discrepancy, we noticed that within the population of diverse responses to CpG, oscillatory trajectories were generally slightly delayed compared to transient and non-oscillatory trajectories (Figure 7A). We therefore wondered whether cytokine feedback, especially by TNF (Caldwell et al., 2014), not represented in the simple mathematical models might be responsible for this discrepancy between model simulations and experimental observations. Indeed, we found that a small but statistically significant amount of TNF was detectable in the cell culture medium at the early 5-min time point of CpG stimulation (Figure 7B). Furthermore, flow cytometry for the TNF receptor revealed a rapid internalization of TNFR1 not only in response to TNF but also CpG, which was also TNF-dependent (Figure 7C). To test whether paracrine TNF signaling was in fact responsible for oscillatory NFκB responses, we measured single-cell dynamic responses to CpG in the presence or absence of saturating levels of recombinant soluble TNFR2 (Figure 7D). We noted a substantial decrease in oscillatory trajectories, and the fraction of non-responding cells increased in the TNF blocking condition (Figures 7D and 7E). Similar observations were made with LPS (Figures S7H and S7I). Our data suggest that TNF produces oscillatory NFκB activity within cell populations exposed to low levels of CpG. We imagine that cells, which are unresponsive to CpG due to, for example, low TLR9 levels, may still respond to TNF produced by cells in the population that are responsive to CpG, possibly because of higher levels of TLR9 (Figure 7F). Thus, in the context of MyD88-mediated PAMPs, oscillatory NFκB may be an indicator of paracrine signaling by host factor TNF.

## DISCUSSION

In this work, we report the identification of six dynamical features that characterize complex, stimulus-specific time-course trajectories of NFκB activities in single primary macrophage cells. Using information-theoretic and machine learning approaches, we show that these function as codewords (termed “signaling codons”) to convey information about the extracellular environment to nuclear target genes. In an inflammatory disease mouse model, diminished ligand-specific deployment of two signaling codons—“oscillation” and “duration”—results in greater confusion of ligand sensing and diminished stimulus specificity in gene expression that may contribute to the pathology. Our investigation of the molecular mechanisms underlying the stimulus-specific generation of NFκB signaling codons revealed simple circuit motifs responsible for each; and it revealed that NFκB oscillations observed in macrophages are in fact often a hallmark of paracrine TNF.

These findings were made possible by our development of experimental and computational tools that provided an unprecedented quantity and quality of experimental data of NFκB in primary cells responding to diverse immune threats. As cell lines show reduced responsiveness (Cheng et al., 2015), and ectopic expression of reporters can lead to artifactual oscillatory dynamics (Barken et al., 2005), we generated the NFκB RelA^V/V^ mouse strain allowing us to image primary macrophages, the cell type that functions as the sentinels of the immune system. We were able to study the specificity of NFκB responses to many stimulus conditions encompassing multiple doses of pathogen-derived and host-derived ligands to which these primary macrophages respond vigorously. A robust automated image analysis pipeline, and described information-theoretic analysis and machine learning classification workflows, enabled a rigorous, quantitative analysis of over 4.9 million single-cell data points derived from 44 distinct time-course conditions, not including biological replicates.

To identify signaling codons, i.e., informative dynamical features, we employed an information theoretic framework. Previous applications of an information theoretic framework related the timeseries of nuclear NFκB abundance at either one or several time points to different doses of stimulus (Cheong et al., 2011; Selimkhanov et al., 2014). While it was shown that time course measurements can provide more information about ligand and dose than a single time point (Selimkhanov et al., 2014), it remained unclear which dynamical features are important in conveying this information. Prior studies sought to characterize temporal NFκB trajectories in terms of *ad hoc*-defined dynamical features such as duration (Hoffmann et al., 2002; Werner et al., 2005) or “inter-peak time/frequency” (Hughey et al., 2015). However, these features were not tested for information content, though some appear to correlate with gene expression responses (Lane et al., 2017; Martin et al., 2020). Our datasets and analytical workflow allowed for an unbiased evaluation of hundreds of potential features and yielded six that essentially define stimulus-specific NFκB dynamics for the five ligands at multiple doses tested here. As these dynamic signaling features optimally provide the nucleus with information about the extracellular environment, they are codewords of a signaling code. We showed that signaling codons identified by the information-theoretic approach are sufficient for a machine to learn to correctly classify NFκB trajectories in terms of stimulus and dose. Interestingly, inter-peak time or “period” were not represented (i.e., frequency is not stimulus specific), but instead, the presence or absence of oscillatory content emerged as an important signaling codon—it is key to distinguishing PAMP-responsive and cytokine TNF-responsive NFκB dynamics. It will be of interest if additional datasets from macrophages or other cell types will yield additional codewords of the NFκB signaling code.

We have begun to characterize the key mechanisms that encode the six signaling codons of the NFκB signaling code. Building upon prior mathematical models that have investigated NFκB dynamics in response to a single ligand in immortalized cell lines (Basak et al., 2012), the model presented here recapitulates both oscillatory and non-oscillatory trajectories in primary macrophages in response to five ligands at several different doses and provides insights into the molecular mechanisms. As the IκB-NFκB signaling module is common to all stimulus-response pathways, and the IκBα negative feedback loop indeed supports both oscillatory and non-oscillatory activities (our finding), stimulus-specific deployment of the six signaling codons depends on the biochemical characteristics of components in the receptor-associated signaling modules. Key characteristics are (1) the ligand half-life, as short half-lives (e.g., TNF) render the duration of the response dependent on stimulus concentration (Barken et al., 2005; Cheong et al., 2006); (2) the receptor translocation and replenishment rates that may either allow for post-stimulation shutdown or second phase signaling (Becker et al., 2010); (3) the dose response of the adaptor (TRAFs, MyD88, TRIF), as, for example, oligomerized MyD88 tends to digitize responses, but TRIF does not (Cheng et al., 2015); and (4) the deactivation kinetics of adaptors and ubiquitin chain networks that are likely key determinants of the termination of signaling but require further biochemical characterization. While the present model qualitatively recapitulates representative NFκB trajectories for each stimulus, developing a model that quantitatively recapitulates the heterogenous population response will require innovations in parameter fitting such a large model and in developing an objective function that captures biological meaningful information of each stimulus response.

It is well established that the temporal trajectories of NFκB activity are correlated with gene expression (Gutschow et al., 2019; Hoffmann et al., 2002). Prior work has described molecular mechanisms that particular target genes employ to “decode” specific NFκB signaling codons. “Peak amplitude/fold change” for example, was described to be sensed effectively by an incoherent feedforward loop involving the NFκB-responsive generation of p50 homodimers (Lee et al., 2014a). Stimulus-specific duration was found to be differentiated by two mechanisms; whereas stimulus-specific expression of core regulators of the inflammatory response was mediated by an mRNA half-life of a few hours, pro-inflammatory initiators tend to employ a chromatin-based mechanism that involves the movement of a nucleosome (Sen et al., 2020). However, the oscillatory/non-oscillatory codon does not seem to control the stimulus-specific expression of NFκB primary response target genes (Barken et al., 2005). Our scRNA-seq data indicate that the stimulus-specific deployment of the oscillatory codon is critical to ensuring the stimulus-specific activation of the IRF/IFN pathway. This is an important insight that may explain the connection between inflammatory dysregulation of NFκB and the interferon dysregulation associated with autoimmune disease (Marketos et al., 2019; Muskardin and Niewold, 2018). However, the mechanism by which the “oscillatory” codon is decoded by immune response genes requires further study. Because immune response genes are regulated by multiple transcription factors, the misregulation of one may not result in misregulated immune response gene expression.

A hallmark of all single-cell datasets is the heterogeneity within an isogenic, identically stimulated population. Hence, it is not surprising that the stimulus specificity of the dynamical features identified here is by no means perfect, and that a machine learning classifier applied to all features or the six most informative signaling codons revealed some confusion, particularly among the NFκB responses to three bacterial PAMPs. Confusion here means, for example, that some (but not all) cells stimulated with CpG produce NFκB responses that are indistinguishable from some (but not all) cells stimulated with Pam3CSK4. We suggest that the capacity (or lack thereof; i.e., confusion) for mounting specific responses is a fundamental, functional characteristic of macrophages as immune sentinel cells. Furthermore, given a macrophage’s functional plasticity, we expect that this capacity for stimulus discrimination be similarly tuned—determined by the context of microen-vironmental cytokines and exposure histories. In this study, macrophages derived from a mouse model of the systemic inflammatory disease, Sjögren’s syndrome, showed increased levels of ligand confusion. This particular model involves genetic variants in the IκBα promoter, but the impact on NFκB signaling dynamics at the single-cell level was unknown. While cells are capable of responding to diverse immune threats, the reduction in specificity adds to our understanding of this systemic autoimmune disease and may contribute to its etiology. Future studies will address whether other autoimmune or inflammatory diseases may in fact be triggered by a diminished response specificity or increased confusion to diverse immune stimuli.

### Limitations of study

The present study identifies six informative dynamical features (signaling codons) within diverse temporal NFκB activation dynamics in macrophages. It is likely that in other stimulus conditions or cell types, or when studying other signal transducers, other dynamical features may be identified that are critical for accurate classification of immune threats. Thus, signaling codes are not as universal and uniformly precise as the genetic code, but context dependent, evolving, and subject to imprecision, as oral language. While we show that the stimulus-specific deployment of two signaling codons is defective in macrophages derived from a Sjögren’s mouse model, we have not shown whether or how that defect causally relates to the reported loss in stimulus-specific gene expression. Furthermore, whether or how those molecular-level observations causally relate to the pathology of Sjögren’s syndrome in humans requires further study—the current work merely motivates the articulation of a hypothesis: that the etiology of some inflammatory diseases may be signal confusion based on defective signaling codon deployment.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Alexander Hoffmann ()

#### Materials availability

Mouse lines generated in this study are available upon request.

#### Data and code availability

All data are available at https://data.mendeley.com/datasets/6wksmvh5p4/draft?a=832656ba-2bde-40a4-8bbc-4cecb1d9543d. Software for image processing available at https://github.com/brookstaylorjr/MACKtrack. Software for computational simulations of NFκB dynamics is available at https://github.com/Adewunmi91/nfkb_model.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Mouse models

The mVenus-RelA (RelA^V/V^) endogenously-tagged mouse line was generated by Ingenious Targeting Laboratory. A donor sequence encoding the monomeric variant of the Venus fluorescent protein (Koushik et al., 2006) joined by a short flexible linker sequence directly upstream of the start codon of the murine *Rela* locus was used to generate, via homologous recombination, a tagged embryonic stem cell line, that was implanted to yield heterozygous mice. These mice were then bred with a mouse line constitutively expressing the *Flp* recombinase to remove the *Neo* resistance marker included in the homologous donor sequence. We then back-crossed the resultant mice with wild-type C57BL/6J mice to remove the *Flp* background and generate homozygously tagged mice (RelA^V/V^). mVenus-RelA mice were crossed into a IκBα^−/−^TNF^−/+^cRel^+/−^ line (TNF and cRel heterozygosity are required to rescue embryonic lethality of the IκBα^−/−^ genotype) (Shih et al., 2009), as well as into an IκBβ^−/−^ IκBε^−/−^ line (Hoffmann et al., 2002). For the Sjӧgren’s syndrome mouse model, we crossed mVenus-RelA mice into a strain that harbors mutated κB sites in the IκBα promoter (Peng et al., 2010).

#### Macrophage cell culture

Bone marrow-derived macrophages (BMDMs) were prepared by culturing bone marrow monocytes from femurs of 8–12 week old mice in CMG 14-12-conditioned medium using standard methods (Cheng et al., 2015; Takeshita et al., 2000). BMDMs were re-plated in experimental dishes on day 4, then were stimulated on day 7. BMDMs were stimulated with indicated concentrations of lipopolysaccharide (LPS, Sigma Aldrich), murine TNF (R&D), a TLR1/2 agonist, the synthetic triacylated lipoprotein Pam3CSK4 (PAM), a TLR3 agonist, low molecular weight polyinosine-polycytidylic acid (poly(I:C) (PIC)), a TLR9 agonist, the synthetic CpG ODN 1668 (CpG).

### METHOD DETAILS

#### Biochemical assays

For immunoblots of whole cell lysates, bone-marrow derived macrophages were replated on day 4 at 20,000/cm^2^ in 6-cm dishes or 6-well plates. After stimulation on day 7, sample buffer was added directly after washing cells with PBS. Immunoblots followed standard procedure with anti-RelA (sc-372, Santa Cruz Biotechnology), anti-pIKK (CST2697), and anti-IKK2 (CST2678). Western blot band intensities were quantified using ImageJ. Nuclear extract preparation and electrophoretic mobility shift assays followed published procedures (Caldwell et al., 2014).

#### Live-cell imaging

Bone-marrow macrophages were replated on day 4 at 20,000 or 15,000/cm^2^ in an 8-well ibidi SlideTek chamber, for imaging at an appropriate density (approx. 60,000/cm^2^) on day 6 or day 7. 2 h prior to stimulation, cells were incubated for 5 min at room temperature in a solution of 2.5 ng/mL Hoechst 33342 in PBS, then BMDM culture media was replaced. This staining condition was optimized to ensure no loss of cell viability and no aberrant morphological changes over a 24 h period of imaging in the conditions described below. Cells were imaged at 5-min intervals on a Zeiss Axio Observer platform with live-cell incubation, using epifluorescent excitation from a Sutter Lambda XL light source. Images were recorded on a Hamamatsu Orca Flash 2.0 CCD camera. After the start of imaging, additional culture media containing stimulus (TNF, LPS, poly(I:C), CpG, or Pam3CSK4) was injected into the chamber *in situ*. We have documented the reliability of the imaging workflow by establishing that distinct biological replicates give reproducible data (Figure S1D) and that distinct imaging frames of the same well provide reproducible data (Figure S1E). All data are available at https://data.mendeley.com/datasets/6wksmvh5p4/draft?a=832656ba-2bde-40a4-8bbc-4cecb1d9543d.

#### Measurement of TNF secretion and surface TNF receptor expression

To measure TNF secretion, bone-marrow macrophages were replated on day 4 at 25,000/cm^2^ in a 96-well format. On day 6, media was refreshed with 80 μL media containing indicated treatment (TNF, LPS, or CpG). Supernatants were collected from wells, in triplicate, at indicated time points, using procedures from the murine TNF alpha ELISA Ready-SET-Go! kit (eBioscience #88-7324-88). To optimize assay sensitivity, measurement was performed in a half-area 96-well plate (Corning #3690), and sample incubation was performed overnight at 4°C. Fluorescence measurements were performed using a standard spectrophotometer.

To measure surface receptor expression, bone-marrow-derived macrophages were replated on day 4 at 20,000/cm^2^ in 6-cm dishes. On day 6, media was refreshed with 3 mL media containing indicated treatment (TNF, LPS, or CpG). At indicated time point, media was rinsed out with cold PBS. Cells were incubated with fluorophore-conjugated antibodies for TNFR1, CD11b, and F4/80 (Bio-Legend #113005, eBioscience #11-0112-82, eBioscience #12-4801-82) and analyzed, in triplicate by flow cytometry. Antibody concentration and staining conditions were performed according to manufacturer recommendations. Stained cells were measured using an Accuri C6 Flow Cytometer (BD Biosystems). Fluorescence compensation and live/dead cell filtering was performed in FlowJo v10.

#### Measurement of single cell RNA-seq expression

BMDMs were generated from 12-week-old WT and Sjögren’s Syndrome mice, re-plated in experimental dishes on day 5 of differentiation, and stimulated on day 7 for 8 h with 100 ng/mL lipopolysaccharide (LPS, Sigma Aldrich), 10 ng/mL murine TNF (R&D), and 50 μg/mL low molecular weight polyinosine-polycytidylic acid (poly(I:C)), or media only (Untreated control). Cells were then lifted into suspension by incubating at 37 C for 5 min using Accutase, labeled with TotalSeqB hashtag antibodies (TotalSeq-B0305 – B0308 anti-mouse Hashtag Antibody) and pooled, and captured using the 10x single cell sequencing protocol. Cell viability was ensured to be > 90% at the time of capture. Libraries were prepared with the Chromium Single Cell 3′ GEM Kit, Version 3.1 Chemistry. Hashtag libraries made using the Chromium Single Cell 3′ Feature Barcode Library Kit. Samples were sequenced paired-end 2×50 on an Illumina NovaSeq 6000 instrument.

### QUANTIFICATION AND STATISTICAL ANALYSIS

#### Image analysis

Microscopy time-lapse images were exported for single-cell tracking and measurement in MATLAB R2016a. The tracking routines followed those used in earlier work (Selimkhanov et al., 2014). Briefly, cells were identified using DIC images, then segmented, guided by markers from the Hoechst image. Segmented cells were linked into trajectories across successive images, then nuclear and cytoplasmic boundaries were saved and used to define measurement regions in other fluorescent channels, including mVenus-NFκB. Nuclear NFκB levels were quantified on a per-cell basis, normalized to image background levels, then were baseline-subtracted. Mitotic cells, as well as cells that drifted out of the field of view, were excluded from analysis. The toolboxes used for this analysis are available at https://github.com/brookstaylorjr/MACKtrack.

#### Channel capacity calculation and signaling codon identification

As there are ~9.3 × 10^16^ seven-dimensional combinations of 918 features (Table S3) and each channel capacity calculation takes ~90 s per combination, evaluating channel capacity of all combinations of features would take ~2.3 × 10^15^ h (~2.7 × 10^11^ years) to compute and is therefore is computationally infeasible. To narrow the search space, we utilized a feature selection approach. Since the channel capacities of individual features combine nonlinearly, there is no guarantee a high-ranking feature in low dimensional space will also be a subset of a high-ranking feature vector in high-dimensional space. Consequently, we utilized a forward feature selection approach that balances channel capacity rankings in lower dimensional space and diversity of candidates. Channel capacity calculations are performed on single dimensional features, ranked, and a subset of features above a threshold are selected to maximize diversity. As such 1D candidates are combined to form a set of 2D feature vectors. Channel capacity calculations are calculated on the 2D feature vectors, ranked and selected as in the 1D case. This iterative ranking and selection processes are repeated until additional dimensions offer no gain in channel capacity (Table S4).

Algorithmic detailed: We used Shannon’s information theoretic framework to correlate the stimulus condition to dynamical features extracted from temporal trajectories of NFκB activity.

$$\begin{array}{c} \text{noise}\\ ↓\\ X\to \text{communication channel}\to Y \end{array}$$

X= stimulus condition

Y=NFκB dynamical features

C(Q)=I(Y ; X)

$$I(Y;X)=H_{\text{diff }}(Y)-H_{\text{diff }}(Y|X)$$

$$H_{\text{diff }}(X)=\sum_{i=1}^{m}q_{i}H_{\text{diff }\left(X=x_{i}\right)}=-\sum_{i=1}^{m}q_{i}\sum_{j=1}^{n_{i}}\frac{1}{n_{i}}log2\left(f\left(X=x_{i}\right)\right)$$

$$H_{\text{diff }}(Y)=-\sum_{i=1}^{m}\frac{q_{i}}{n_{i}}\sum_{j=1}^{n_{i}}{\text{log}}_{2}\left(f\left(Y=y_{i_{j}}\right)\right)$$

$$f(Y=y)=\sum_{w=1}^{m}q_{w}f\left(Y=y|X=x_{w}\right)$$

$$H_{\text{diff }}(A)=-\sum_{j=1}^{N_{a}}\delta_{j}{\text{log}}_{2}\left(f\left(a_{j}\right)\right),\text{ where }\delta_{j}=\text{ probability of observing }a_{j}$$

$$f(A)=\frac{k}{N_{a}V_{d}z(A))\frac{d}{k}}$$

$$V_{d}=\frac{\pi^{\frac{2}{\sigma }}}{\Gamma \left(\frac{d}{2}+1\right)}$$

$$H_{\text{diff }}(Y|X)=\text{ conditional entropy}$$

m= number of stimulus conditions

n= number of cells in a condition

$$q_{i}=\text{ probability of observing a stimulus}$$

$$x_{ij}=a\text{ single cell}\prime \text{s response}$$

k= number of neighbors used in kNN estimate of marginal distribution of Y

d= vector dimension

$$\delta_{j}=\text{ probability of observation}$$

##### Controlling for different sample sizes

Jackknife resampling was used to control for different sample sizes by calculating channel capacity for differently-sized subsets and extrapolating to an infinite sample size.

$$n_{c}\text{=24}$$

##### Setting threshold

1. $t\leftarrow {\left(\frac{1}{\sqrt{2}}\right)}^{\left[1:6\right]}-{\left(\frac{1}{2}\right)}^{\left[1:6\right]}$
2. *t*_1_←0.3
3. If *d* > 6 then *t*←[*t*,0.1*1_*d*−6_]

Fori=1…d

1. Compute channel capacity by optimizing over marginal distribution of **X**
  - For *j* = 1…*k*
    - *c*_*j*_←*I*(*x*_*j*_; *Y*)
    - *q*_*j*_←*argmax*_*PX*_*I*(*x*_*j*_; *Y*)
2. Select a subset of feature vectors whose channel capacity values exceeds *t*_*i*_
  - X*←{*x*_*j*_|_*cj*_ > *t*_*i*_}}
  - Q*: = *argmax*_*PX*_*I*(X*; *Y*)
3. Select a subset of feature vectors that maximizes diversity of marginal distributions
  - Select feature vector that yields the maximum channel capacity
    $$\hat{x}\leftarrow \left\{x_{j}^{*}|c_{j}=\text{max}(c)\right\},\text{ equivalently }\hat{x}\leftarrow {\text{argmax}}_{x^{*}}I(X;Y)$$
  - Construct a set of feature vectors containing the $\hat{x}$ and feature vectors whose marginal distributions, *q*_*j*_, are most orthogonal to $\hat{q}\leftarrow {\text{argmax}}_{PX}I(\hat{x};Y)$
  - $x_{1}^{o}\leftarrow \hat{x}$, $q_{1}^{o}\leftarrow \hat{q}$
    - *Form* = 2…*n*_*c*_

1. $Q^{c}:=\left\{q|q\in Q^{*}\;\hat{q}\notin Q^{0}\right\}$
2. $q_{m}^{o}\leftarrow {\text{argmin}}_{Q^{c}}{\left\|Q^{{}^{\circ}}-Q^{c}\right\|}_{2}$
3. $x_{m}^{o}\leftarrow \left\{x_{j}^{*}|q_{j}^{*}\equiv q_{m}^{o}\right\}$

#### Machine learning classification

##### Construction of classification models

We trained an ensemble of 100 decision trees using the *fitcensemble* function from the Statistics and Machine Learning Toolbox from MathWorks. Decision tree models are simple, highly interpretable, and can be displayed graphically (James et al., 2013). Consequently, the decision process of the classifier can be easily interrogated. However, decision tree models have two key disadvantages: (1) mediocre prediction performance (Caruana and Niculescu-Mizil, 2006) and (2) high variance due to overfitting (James et al., 2013). Both disadvantages can be mitigated by aggregating an ensemble of decision trees. Empirical comparison of classification models shows that ensembles of decision trees outperform other classification algorithms across a variety of problem sets (Caruana and Niculescu-Mizil, 2006).

We used a bootstrap aggregation (bag) method for constructing the ensembles. Each tree in the ensemble is trained on a boot-strapped replica of the data—each replica is a random selection of the data with replacement. The predictions from the ensemble model are determined by a majority vote from each individual tree prediction. We trained the ensemble to learn the stimulus labels (TNF, Pam3CSK4, CpG, LPS, and poly(I:C)) from either the entire set of predictors (all 918 metrics, Table S6A) or a subset of predictors termed “signaling codons” (Table S6B).

##### Decision tree parameters

To construct each decision tree, the software considers all possible ways to split the data into two nodes based on the values of every predictor. Then, it chooses the best splitting decision based on constraints imposed by training parameters, such as the minimum number of observations that must be present in a child node (*MinLeafSize*) and a predictor selection criterion. The software recursively splits each child node until a stopping criterion is reached. The stopping criteria include (1) obtaining a pure node that contains only observations from a single class, (2) reaching the minimum number of observations for a parent node (*MinParentSize*), (3) reaching a split that would produce a child node with fewer observations than *MinLeafSize*, and (4) reaching the maximum number of splits (*MaxNumSplits*). We used default values for *MinLeafSize, MinParentSize*, and *MaxNumSplits*: 1, 10, sample size − 1, respectively (MathWorks, 2017). Loadings for classification models are listed in Table S6.

Since the standard prediction selection process at each node may be biased, we used a predictor selection technique, interaction-curvature test, which minimizes predictor selection bias, enhances interpretation of the model, and facilitates inference of predictor importance. The interaction-curvature technique selects a predictor to split at each node based on the *p-value*s of curvature and interaction tests. Whereas the curvature test examines the null hypothesis that the predictor and response variables are unassociated, the interaction test examines the null hypothesis that a pair of predictor variables and the response variable are unassociated. A node with no tests that yield *p-value*s ≤ 0.05 is not split. At each node, the predictor or pair of predictors that yield the minimum significant *p-value* (0.05) is chosen for splitting. To split the node, the software chooses the splitting rule that maximizes the impurity gain—difference in the impurity of the node (calculated using Gini’s diversity index) and the impurity of its children nodes (MathWorks, 2017).

##### Evaluation

We evaluated the performance of the classifiers using 5-fold cross-validation, or out-of-bag (OoB) validation, or an independent testing dataset. The OoB validation is virtually identical to K-fold cross-validation (Hastie et al., 2001) and imposes minimal computation costs. K-fold cross-validation increases the computational time by K fold. OoB is defined for bagged ensembles of decision trees (Hastie et al., 2001); whereas K-fold cross-validation can be used agnostic of the classification algorithm and is ubiquitous. We used OoB validation primarily to evaluate dose prediction models, which can be computationally impractical when the number features get large and K-fold cross-validation is used. We used the following performance metrics: true positive rate (recall), positive predictive value (precision), area under the Receiver Operating Characteristic (ROC) curve, F1 score, Matthews correlation coefficient, markedness, informedness and mean classification margin (Akosa, 2017; Powers, 2007; Vihinen, 2012).

##### Dose binary classification

A series of bagged decision trees were trained to classify no treatment controls and each stimulus (each dose of each ligand). The following hyperparameters were optimized using *fitcensemble* function in MATLAB: *NumLearningCycles*, *MinLeafSize*, *MinParentSize*, and *MaxNumSplits* were 33, 5, 2, and 100 respectively. The models were evaluated using 5-fold cross-validation. The performance metrics for the doses of each ligand were fitted to a polynomial curve using the *fit* function and *poly3* parameter.

##### Feature randomization

Features were selected at random to match the number of component features in codewords feature set (11) using the *randsample* function in MATLAB. The regenerator used was ml*fg6331_64*. The features were sampled 5 times. The performance values were averaged using arithmetic mean.

##### Feature autoencoding

We used a stacked autoencoder design with two autoencoders applied sequentially using *trainAutoencoder* and *encode* functions in MATLAB. The parameters for the first autoencoder are as follows: *MaxEpoch*, 400; *L2WeightRegularization*, 0.004; *SparsityRegularization*, 4; *SparsityProportion*, 0.15; *ScaleData*, false.

The parameters for the second autoencoder are as follows: *MaxEpoch*, 100; *L2WeightRegularization*, 0.002; *SparsityRegularization*, 4; *SparsityProportion*, 0.1; *ScaleData*, false.

#### Analysis of single cell RNA-seq data

Reads were aligned to mm10 using the 10x Cell Ranger software, version 4.0. Data was processed using Cell Ranger count to obtain a counts matrix. Data was filtered by removing cells with fewer than 1500 features. TotalSeqB hashtag labels were assigned to cells when > 75% of the cell’s hashtag reads came from one barcode. The *Seurat* R package (Stuart et al., 2019) was used to normalize the counts. PCA was run on scaled data, and Uniform Manifold Approximation and Projection (UMAP) was run through the *Seurat* R package using the top 20 principal components on WT and SS cells together.

To determine which genes had high stimulus-specificity, ANOVA was performed for each gene for only the three stimulus conditions in WT and SS. Estimation of maximum mutual information was performed using the R package *SLEMI* (Jetka et al., 2019). Machine learning was performed by training a random forest classifier, as implemented in the package *CARET* (Kuhn, 2008), on 70% of the WT data for the three stimulus conditions, using 10-fold cross-validation repeated three times, and with the mtry parameter set to sqrt(# of features). The metric used to evaluate the trained model was Accuracy, since the classes were relatively balanced. Differentially expressed genes displayed in heatmaps were found using Wilcoxon Mann Whitney U tests on each stimulus condition versus others, and the top 20 genes from each condition were merged for display. GSEA was run using the package *fastGSEA* (Korotkevich et al., 2019) on a list of genes ranked by the WT-SS difference in ANOVA F statistic, and motif analysis on the top 1000 ranked genes was done using HOMER (Heinz et al., 2010) against a whole genome background (Heinz et al., 2010; Korotkevich et al., 2019).

#### Mathematical modeling

##### Model structure

Several related models of NFκB activation in response to TNF have been established and iteratively parameterized (Ashall et al., 2009; Hoffmann et al., 2002; Tay et al., 2010), and used as a basis for modeling the NFκB response to LPS and other stimuli in immortalized cell lines with exogenously introduced (and overexpressed) fluorescent RelA (Cheng et al., 2015; Kellogg and Tay, 2015). The model presented here to account for NFκB dynamics in primary macrophages is closely based on these previous studies, inheriting identical model topologies where possible and minimizing any changes to parameter values.

##### Key experimental data constraints

As a first step toward parameterizing our model, we quantified characteristics of oscillatory endogenous BMDM signaling. We observed only slight differences in peak periodicity and amplitude between conditions (roughly a 10-min difference in median period for the lowest dose of TNF which induced robust oscillations, 0.33 ng/mL, and the highest dose tested). We did, however, observe pronounced differences in duration as the dose of TNF is increased (Figure S1F). Median period was determined to generally fall within 90–95 min, in the same range of oscillations measured in other cell types (Ashall et al., 2009; Tay et al., 2010).

The oscillatory frequency appeared to be remarkably stable across an extremely broad range of induction levels. Indeed, the variation observed across single cells in a particular condition (or even within the same cell) is much smaller than any differences in oscillations observed between conditions. Even when other stimuli are considered, the “signature” first harmonic of the oscillatory subpopulation remains consistent. This consistency across a wide range of input conditions agrees, notably, with predictions made using simplified discrete delay model of the NFκB network (Longo et al., 2013). These delays could plausibly arise from IkB mRNA (measured to be some 10–12 min) (Mor et al., 2010) and protein processing.

Biochemical assays indicate that the major difference between TNF and LPS-induced IKK activation is not in the maximum amplitude, but the duration of IKK induction (Shih et al., 2009; Werner et al., 2005). TNF strongly but transiently activates IKK. Peak IKK activity is limited in duration by rapid internalization and degradation of the ligand-bound receptor (Mosselmans et al., 1988; Watanabe et al., 1988; Werner et al., 2008). LPS-bound TLR4 is also rapidly internalized, but continues to strongly activate IKK from the endosome (Zanoni et al., 2011). This difference is reflected in single-cell NFκB activation: while the speed of NFκB activation (roughly proportional to the peak of IKK activity) is similar between TNF and LPS, sustained high levels of IKK activity in response to LPS leads to higher peak activity (Figures S5B and S5C).

##### Model fitting

The model was first fit for TNFR signaling and TLR4 signaling, as prior work established mathematical models that recapitulate population level data (Cheng et al., 2015; Werner et al., 2008). For the IKK-IκB-NFκB core module, model topology and parameters were confined to be near previously established values (Table S7). We performed a multidimensional sweep of transport rates and found a narrow range of parameters that could account for the observed frequency invariance, with high IKK activity diminishing oscillatory behavior (Figure S5D). Subsequent fitting to representative NFκB trajectories (using rmsd as distance metric) allowed us to optimize other parameters, including the induced synthesis rate constant of IκBα and the activation rate constant of IKK. For the receptor-associate modules, we required the model to recapitulate rapid IKK de- and re-activation (Behar et al., 2013), which allowed IKK responses to be both adaptive (in the case of TNF) and long duration (as in TLR4 responses). We employed a screen where repeated, random initialization of parameters (within an iteratively narrower range) was followed by their optimization via gradient descent (fmin function), fitting model simulations to representative NFκB trajectories. This two-stage sweep/fitting process was repeated until parameter values converged and fits to NFκB trajectory data could no longer be improved.

To parameterize the TLR1/2, TLR3, and TLR9 associated signaling modules, we used prior estimates of each receptor’s abundance in monocytes/macrophages (O’Mahony et al., 2008) to estimate synthesis and degradation rates. In many cases, receptor-ligand affinities were also known (Leonard et al., 2008; Nakata et al., 2006; Rutz et al., 2004) and were therefore used to estimate association and dissociation of the receptor. The kinetics of each receptor’s association with a downstream adaptor (TRIF or MyD88) were taken from estimates from our TLR4 model. NFκB responses to TLR9 were observed to be more transient than to either TLR4 or TLR1/2, in agreement with previous data (Caldwell et al., 2014) and the observed self-inactivation of TLR9 (Lee et al., 2014b).

The software to run the model is available at https://github.com/Adewunmi91/nfkb_model.

## Supplementary Material

1

2

3

4

5

6

7

8

9

10

## Figures and Tables

**Figure 1.**
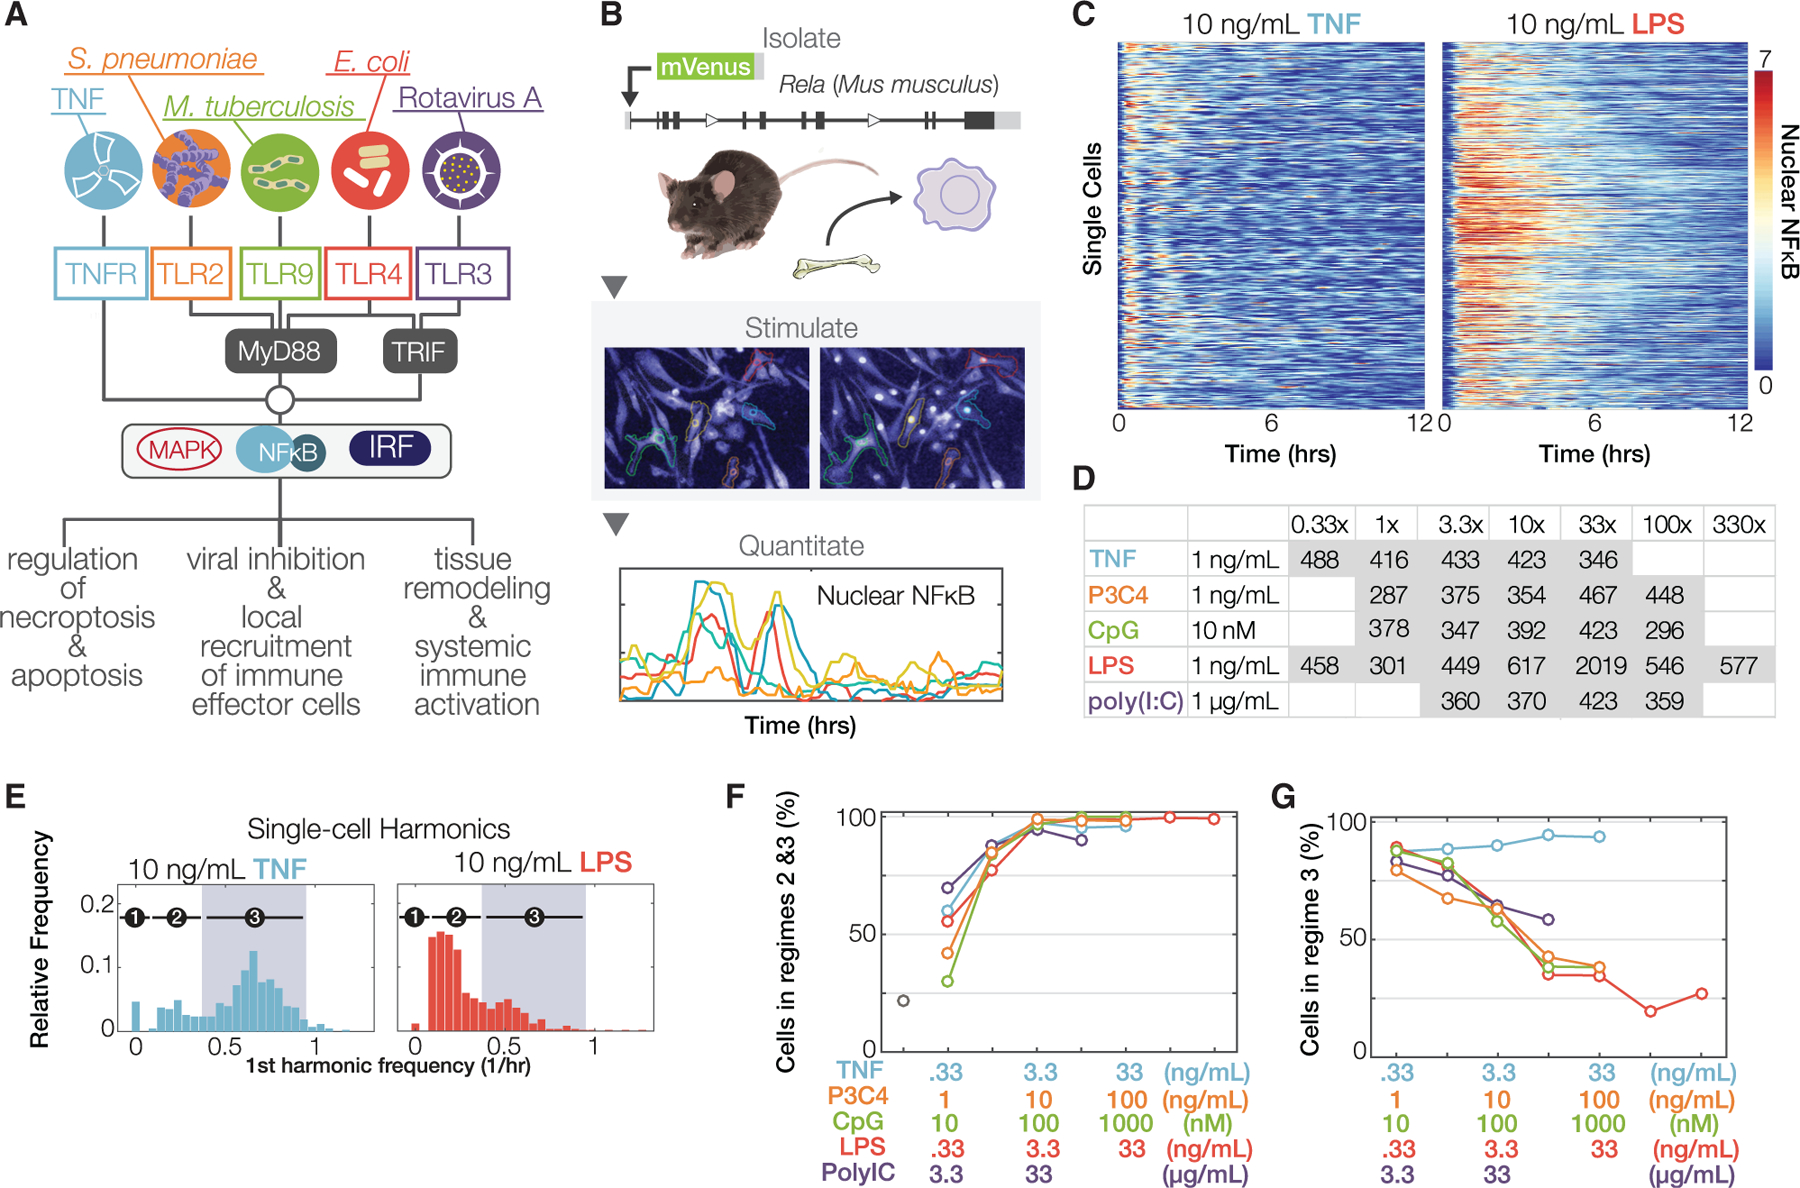
Complex NFκB dynamics induced by diverse immune threats (A) Schematic of the innate immune signaling network activating NFκB. Environmental information is transmitted via ligand-specific signaling pathways that converge on a few key transcription factors, including NFκB, but produce stimulus-specific physiological responses. (B) Workflow diagram: a reporter mouse line expressing mVenus-RelA (RelA^V/V^) was generated. Bone-marrow-derived macrophages (BMDMs) were differentiated, imaged, tracked, and quantified in multiple stimulus conditions. (C) Single-cell heatmaps of fluorescent nuclear NFκB levels over time, in BMDMs expressing endogenously tagged mVenus-RelA, in response to 10 ng/mL TNF or LPS. Each row is one cell’s NFκB trajectory. (D) Table indicating the number of single-cell NFκB trajectories quantified in each indicated experimental condition. This analysis involved 12,203 cell trajectories produced by quantifying more than 3 million cell images. More details in Table S2. All single-cell imaging data were confirmed, here and elsewhere, with at least two independent experiments per condition. (E) First-harmonic distributions for other stimuli. Shaded region corresponds to the period of 1–2.2 h that is characteristic of NFκB oscillations. (F) Fraction of cells in which a response is detected, by stimulus and dose. (G) Fraction of responder cells that show characteristic NFκB oscillations.

**Figure 2.**
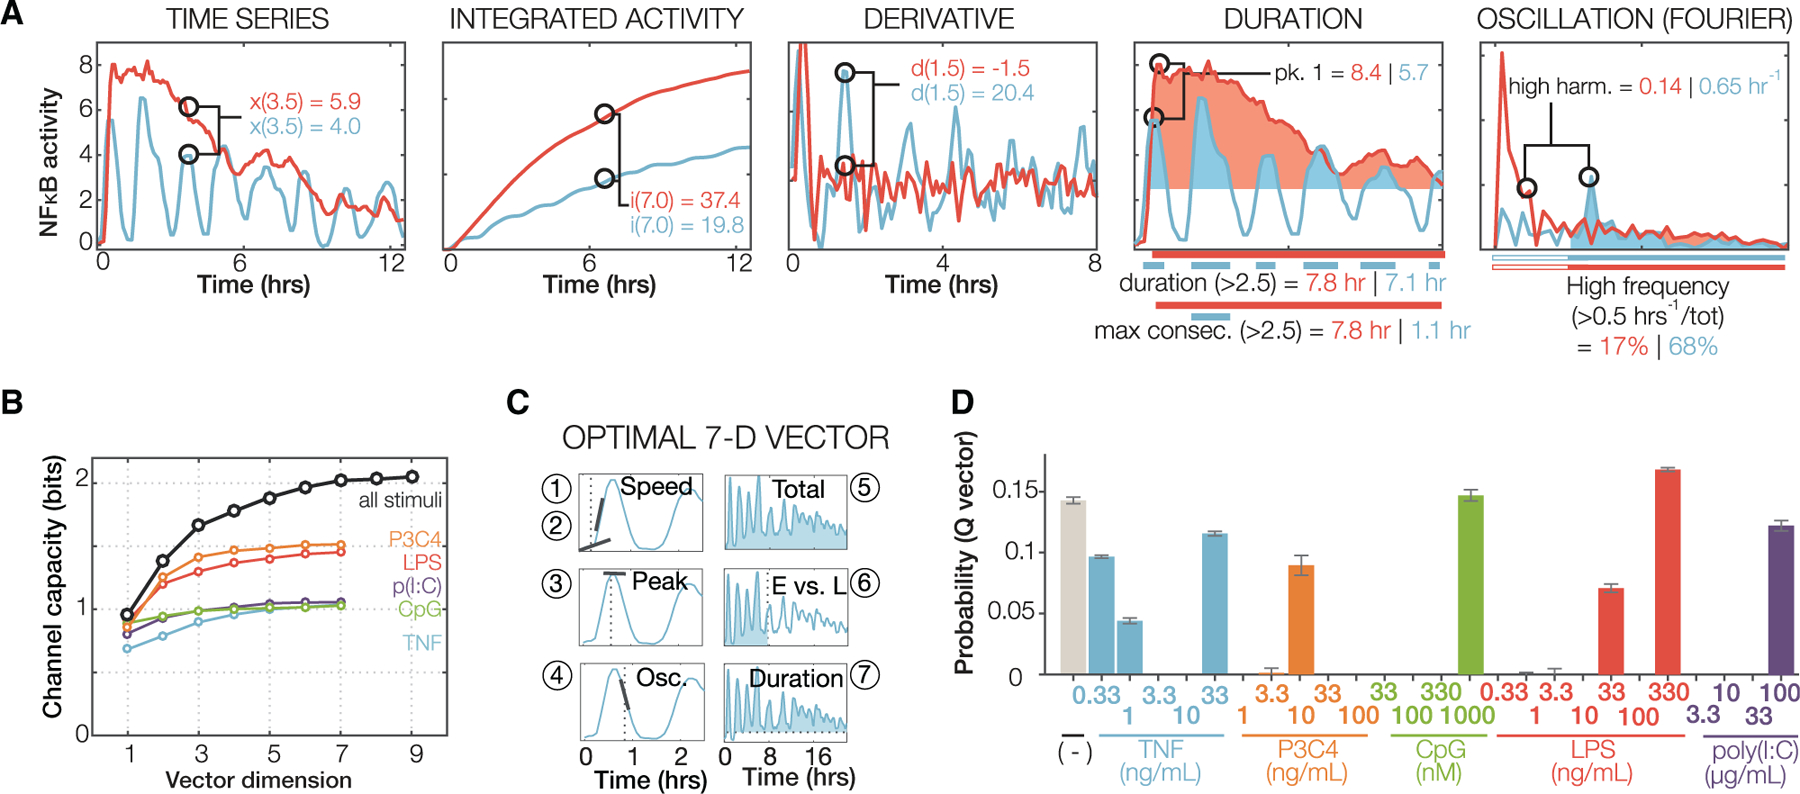
Informative features within complex NFκB dynamics (A) Examples of metrics to be employed in an information theoretic analysis. Two single-cell NFκB responses (to LPS in red, and to TNF in blue) are shown. All NFκB trajectories were characterized using 918 metrics (Table S3). (B) Channel capacity as a function of the number of most informative metrics (Table S4), either using the entire dataset of all ligand types and doses (black line) or using the dose response data for each indicated ligand. Channel capacity is a correlation score based in information theory; it indicates the degree to which a metric of NFκB dynamics or a combination of such metrics are correlated with the stimulus condition, defined by ligand identity and dose. (C) Dynamical features that are informative about ligand and dose, as revealed by the seven metrics selected by the information theoretic analysis. E: early activity; L: late activity. (D) Average probability distribution from the channel capacity calculations using all optimal vectors. Probabilities sum to 1 and indicate the input distribution that leads to a computationally maximized mutual information.

**Figure 3.**
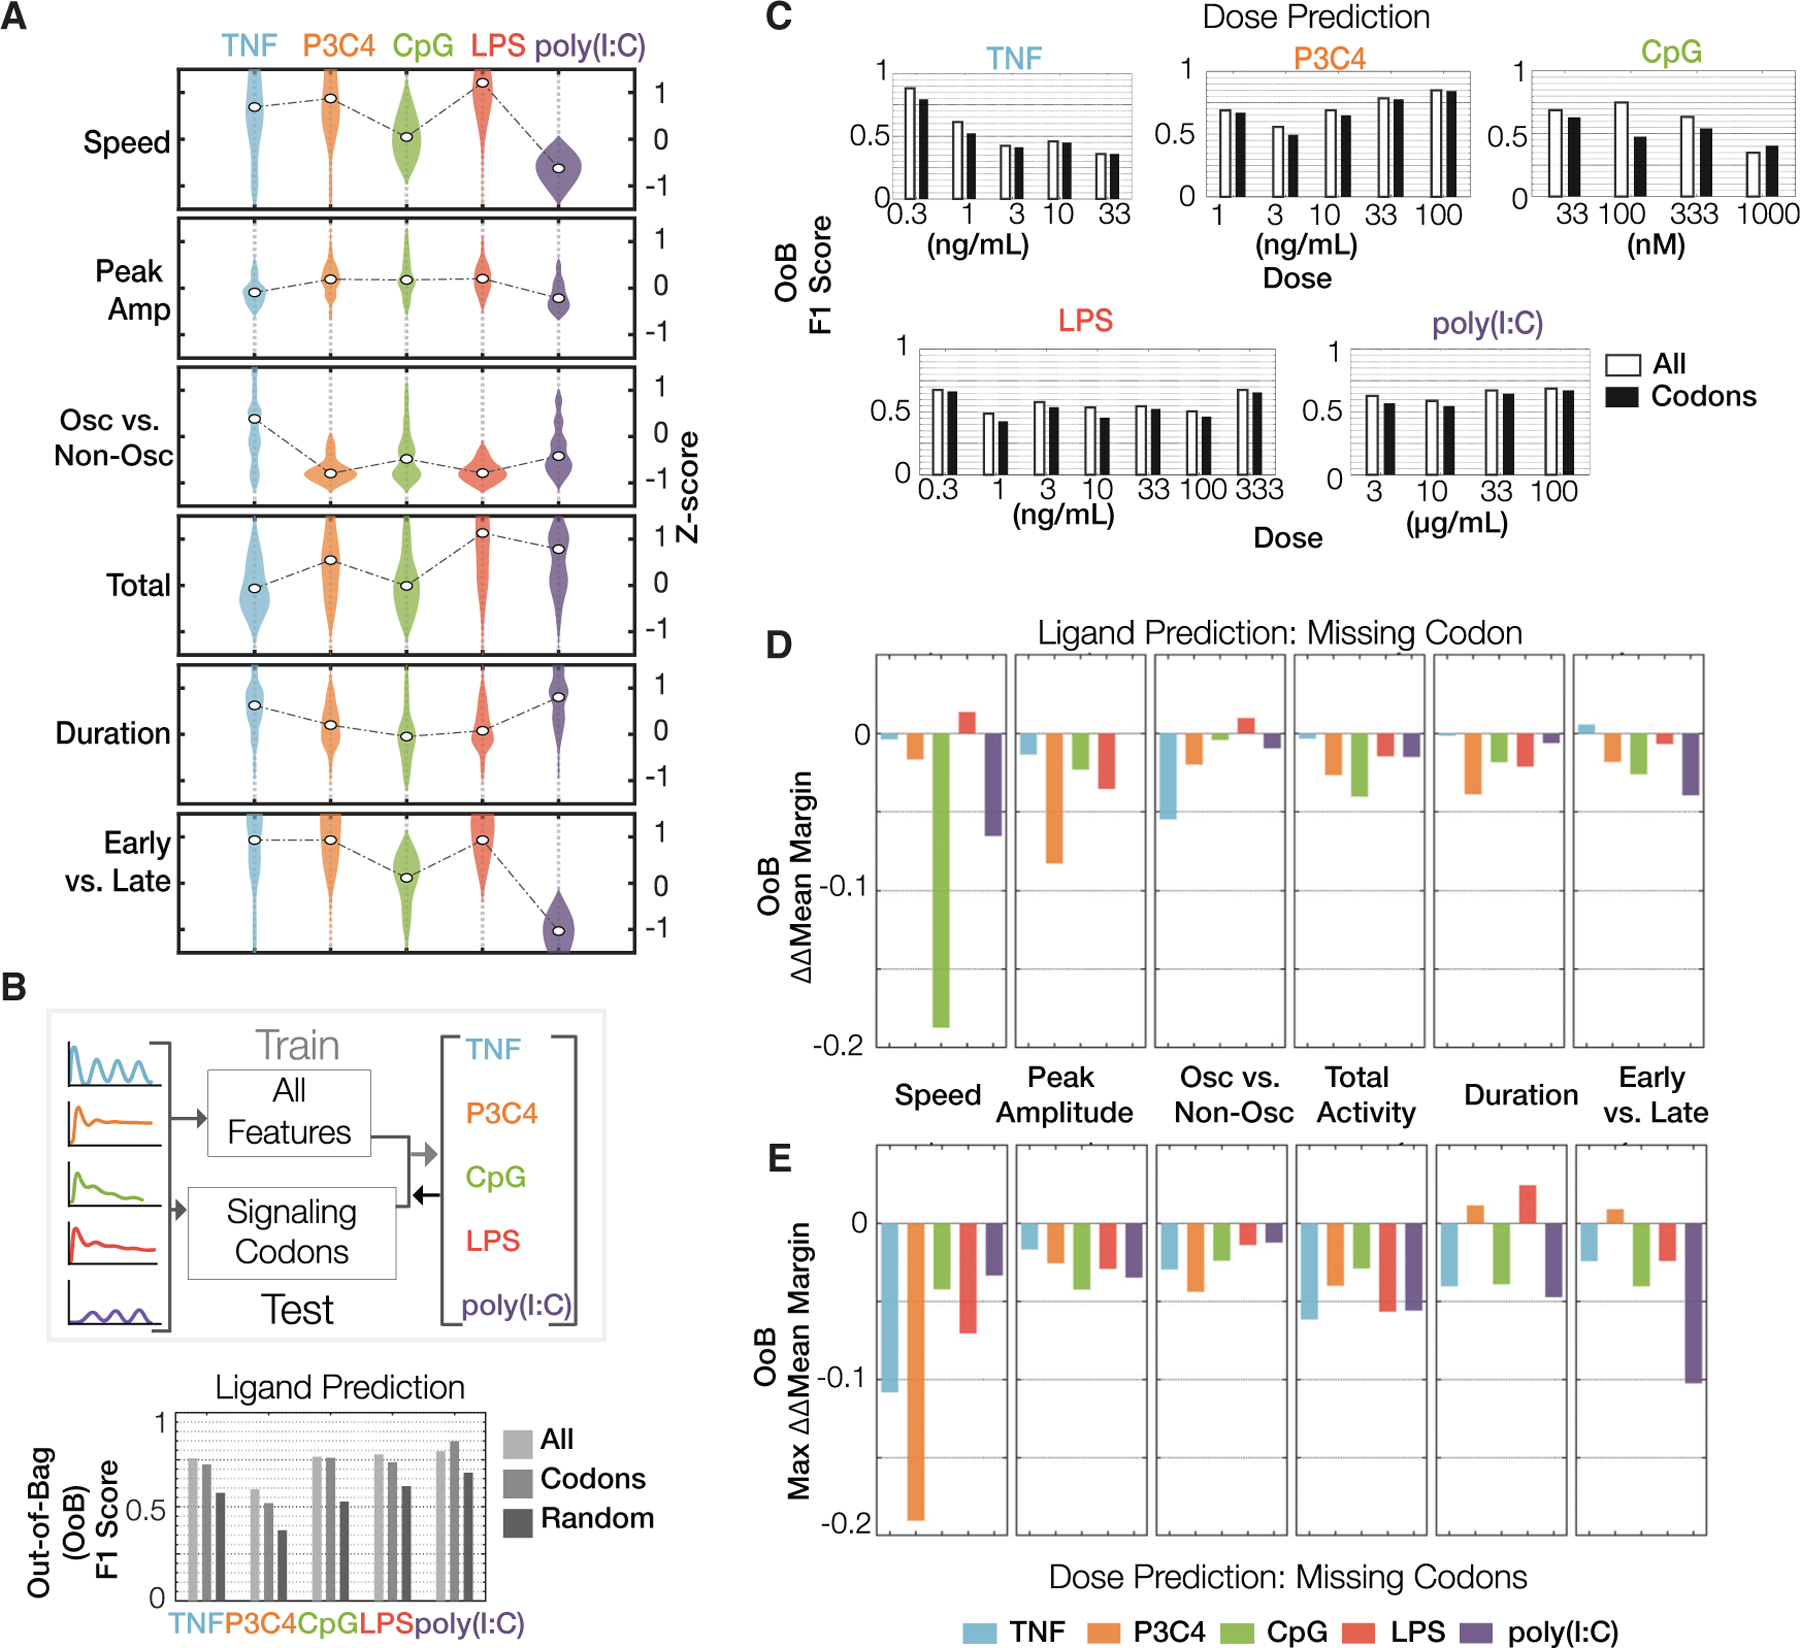
Six NFκB signaling codons are sufficient to classify immune threats (A) Violin plots of dynamical features that optimally encode stimulus-specific NFκB dynamics: activation speed, peak amplitude, oscillatory dynamics, total activity, duration, and ratio of early to late activity. These are termed “signaling codons,” and they are deployed in a stimulus-specific manner, as shown. (B) Top: schematic of supervised machine learning approach to predict ligand identity using NFκB dynamics. Bottom: F1 scores (harmonic mean of precision and recall) of ligand predictions using either all features or signaling codons alone or random. Models are evaluated on out-of-bag observations. (C) F1 score of dose predictions for each indicated ligand using either all features or only six signaling codons. (D) The effect of each signaling codon on the certainty of ligand prediction: the loss in classification confidence when the indicated signaling codon is missing from the set of six (versus all features). Mean classification margin: probability of the correct class minus the highest probability of the incorrect classes; ΔMean Margin: difference in mean classification margin of codon classifier versus all predictors classifier; ΔΔMean Margin: difference in ΔMean Margins when using a classifier with all six signaling codons and with classifiers lacking the indicated signaling codon. (E) The effect of each signaling codon on the certainty of dose prediction for each ligand: the loss in classification confidence when the indicated signaling codon is missing from the set of six (versus all features).

**Figure 4.**
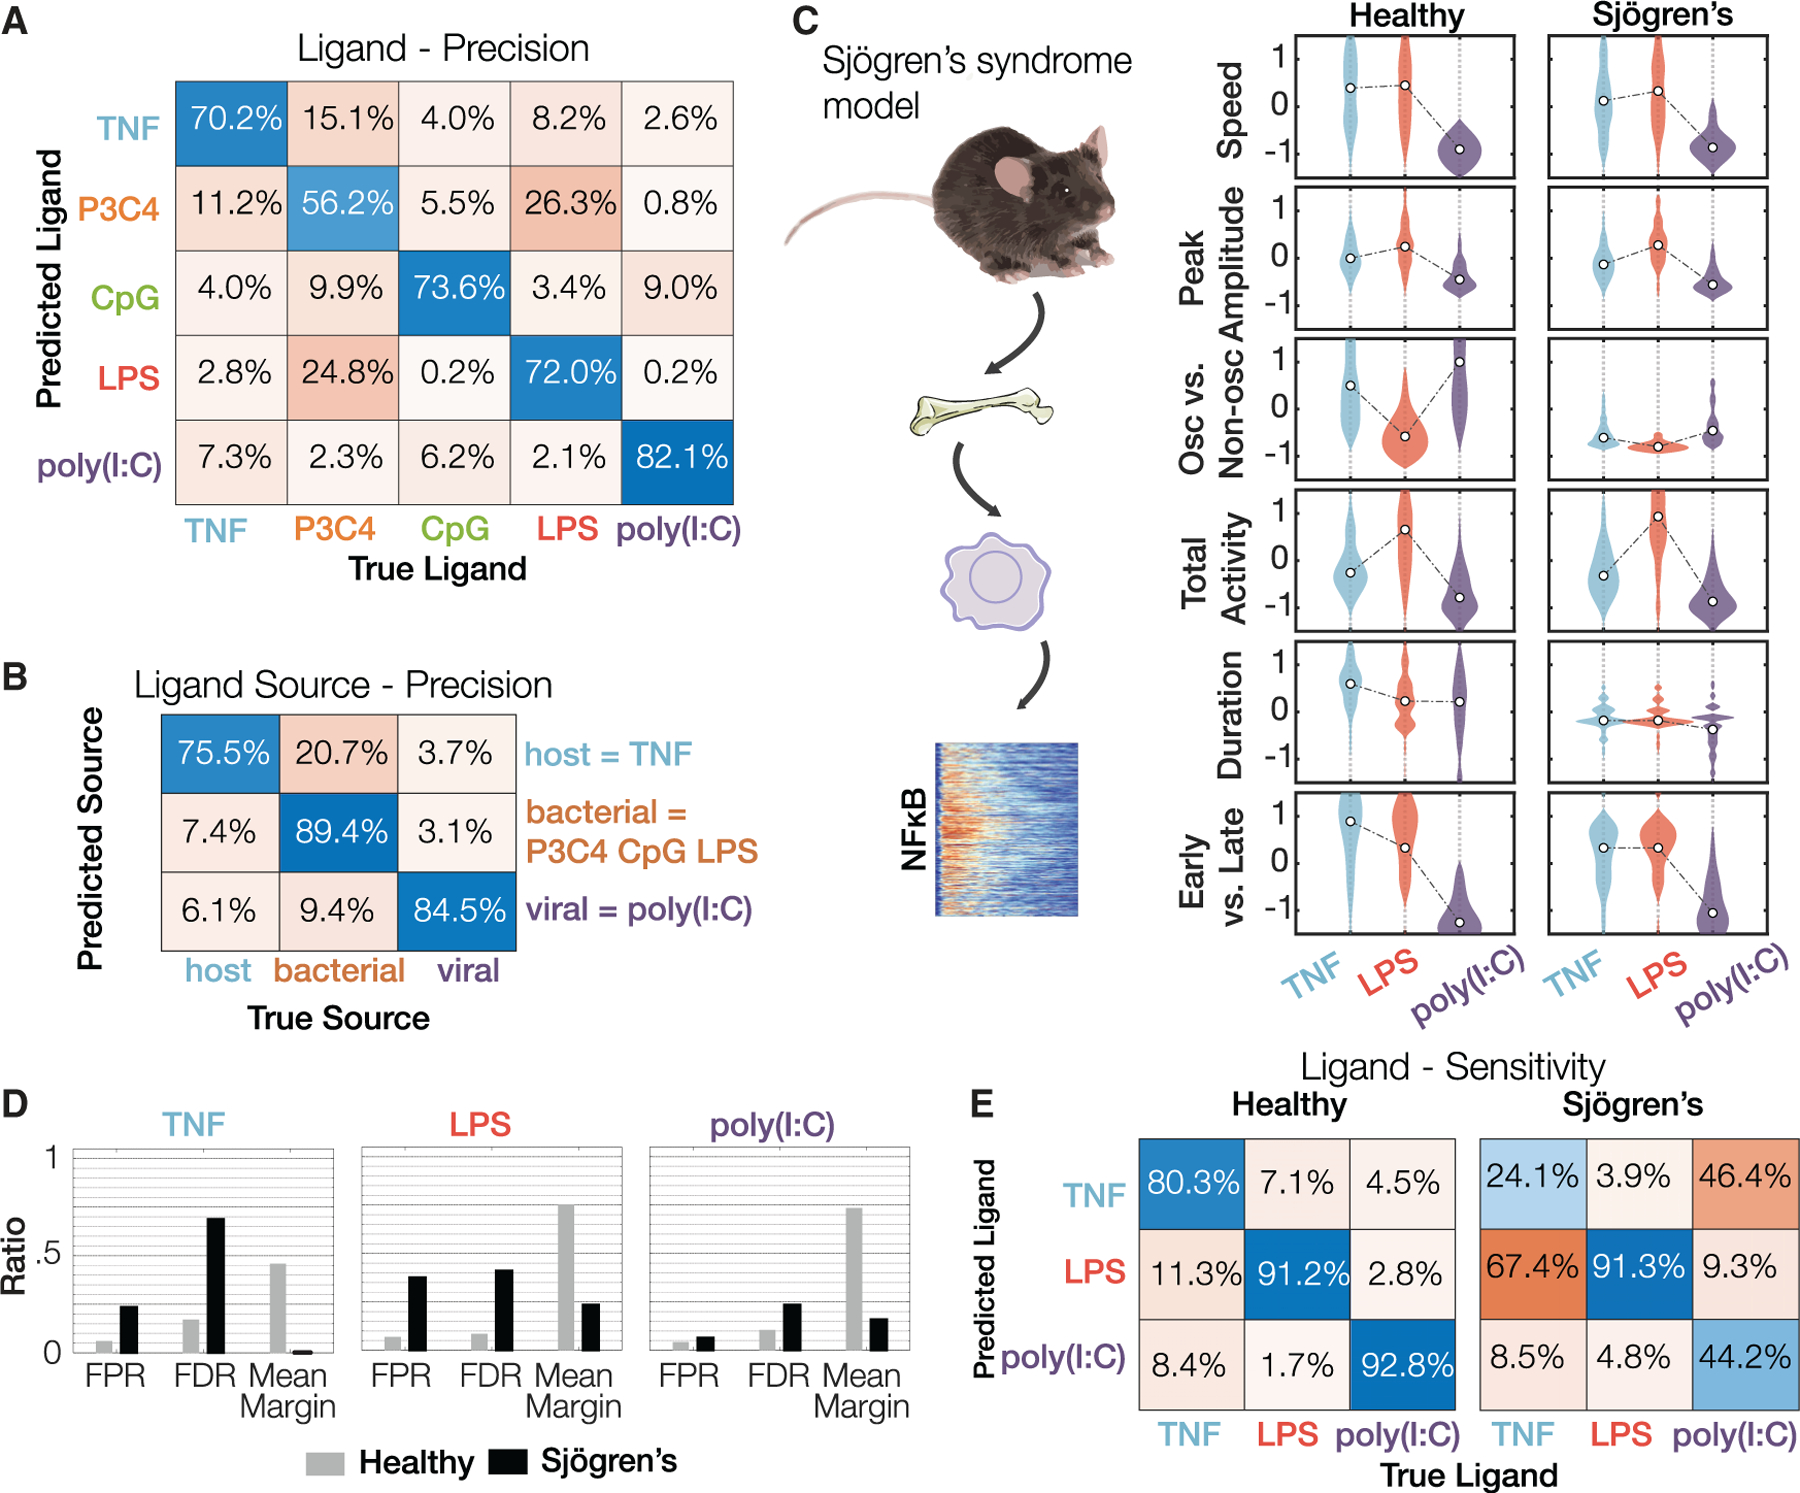
A Sjögren’s syndrome mouse model shows more confusion in classifying immune cytokine TNF and immune threat LPS based on NFκB dynamics (A) Confusion matrices showing classification precision of ligand identity information. The machine learning model correctly identifies the ligand identity given an NFκB trajectory a majority of the time with the primary confusion being between bacterial ligands Pam3CSK4 and LPS most apparent. Evaluated by 5-fold cross-validation. (B) Confusion matrices showing classification precision of ligand source information. Bacterial ligands are generally correctly identified as such. Evaluated by 5-fold cross-validation. (C) Testing ligand confusion in macrophages isolated from a Sjögren’s disease model mouse (Peng et al., 2010). Violin plots depicting the signaling codons deployed by macrophages, derived from healthy or Sjögren’s mice, stimulated with TNF, LPS, or poly(I:C). (D) Classification of ligand identity in healthy and Sjögren mouse model macrophages by a machine learning classifier trained on healthy macrophage data: false positive rate (FPR), false discovery rate (FDR), and mean margin. Evaluated by 5-fold cross-validation and an independent test set (Figure S4). (E) Confusion matrices for sensitivity/recall for the healthy and Sjögren’s macrophage data. Evaluated by 5-fold cross-validation and an independent test set (Figure S4).

**Figure 5.**
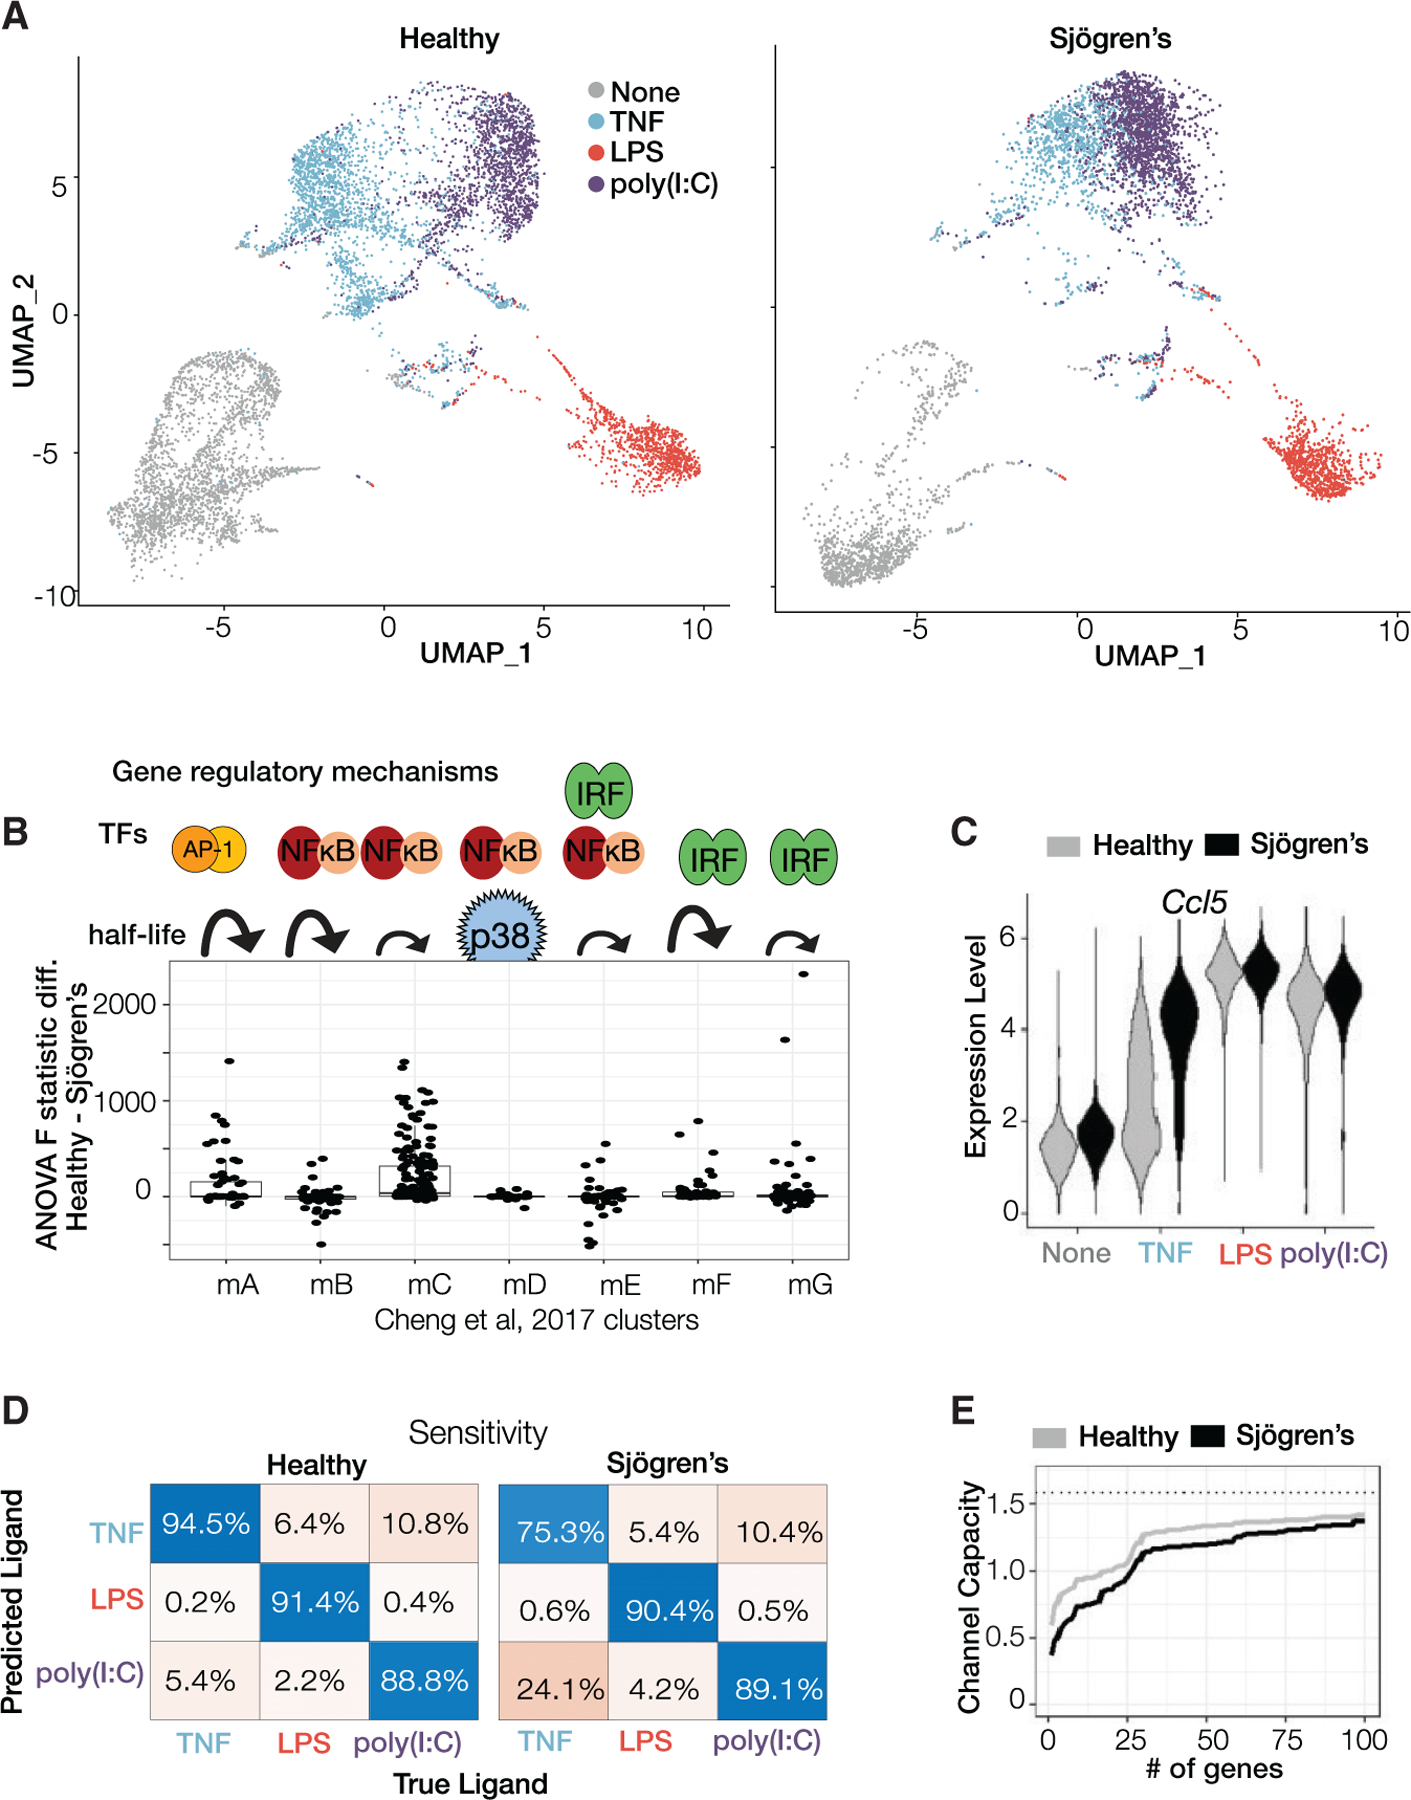
Stimulus specificity of gene expression responses is diminished in macrophages from a Sjögren’s mouse model (A) Single-cell RNA sequencing data of healthy and SS BMDMs collected after 8 h of stimulation with indicated ligands is visualized using the UMAP dimensionality reduction technique. (B) Genes plotted by loss of stimulus specificity (difference of ANOVA F statistic between healthy and SS) in expression, grouped by the indicated gene regulatory clusters identified in Cheng et al., 2017. Positive difference represents greater stimulus specificity in healthy than in SS. (C) Violin plots depicting the expression of *Ccl5* in individual cells stimulated in indicated conditions. (D) Confusion matrices from a random forest classifier comparing the distinguishability (sensitivity/recall, a measure of accuracy) of each ligand between healthy and SS. The classifier was trained on top 100 genes and was evaluated using a 30% holdout set. (E) Comparison of channel capacity (the maximum amount of information about ligand identities that can be abstracted from expression of genes; Mackay, 2003) as a function of the number of genes between Healthy and SS cells. Genes were added by forward selection based on ANOVA F statistic difference ranking. Dotted line represents theoretical maximum for three stimulus conditions.

**Figure 6.**
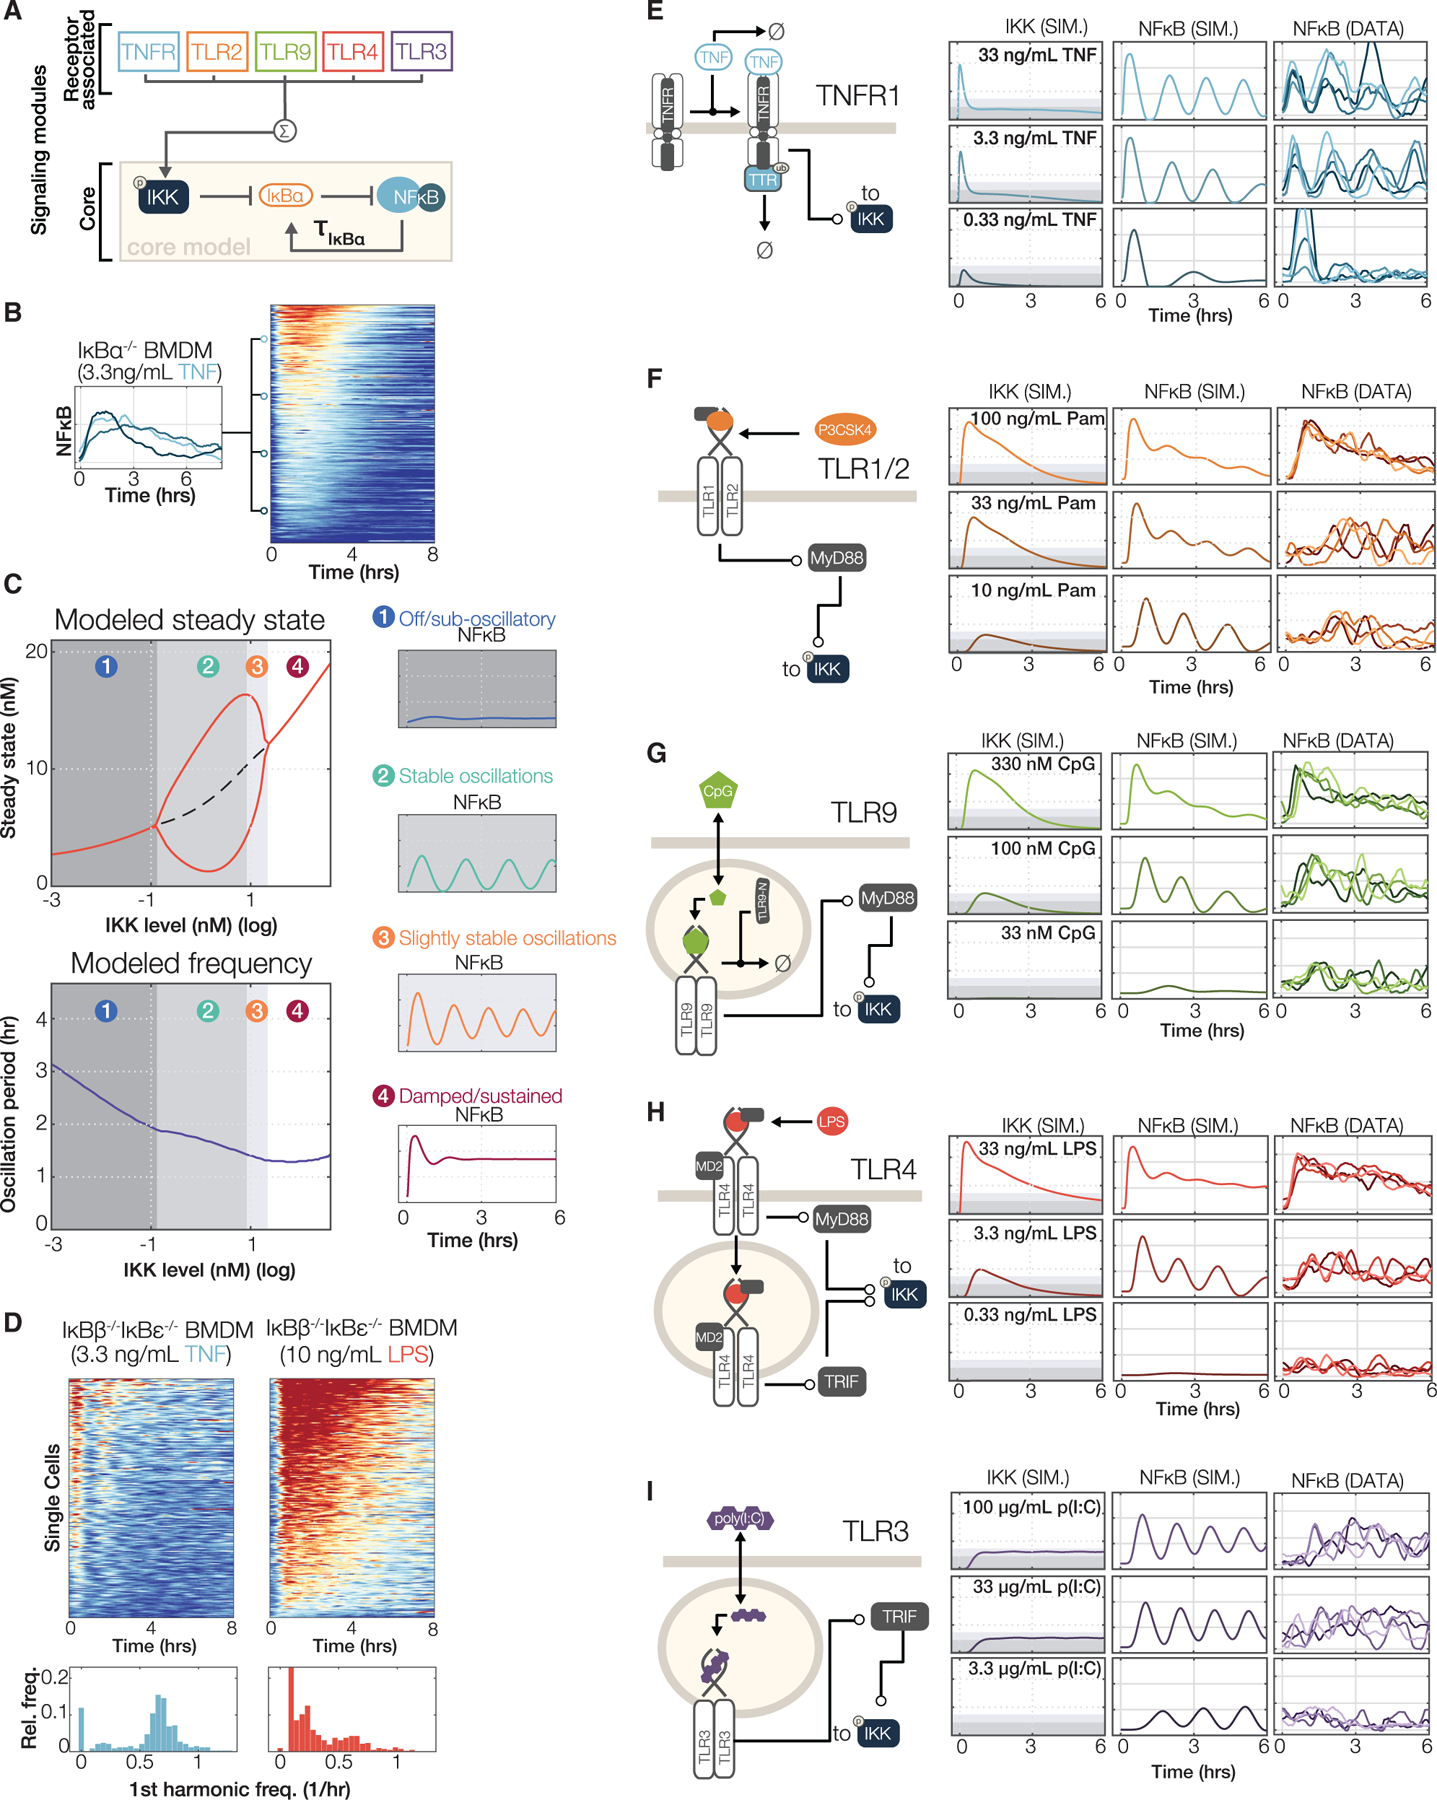
Kinetic models of receptor-associated signaling modules share circuit design principles that generate NFκB signaling codons in a stimulus-specific manner (A) A simple schematic suggesting that NFκB control is mediated by two regulatory networks: the core IκBα-NFκB signaling module is downstream of receptor-associated signaling modules. Receptor-associated signaling modules determine IKK activity over time. Within the core module, IKK activity destabilizes IκBα, freeing NFκB to translocate to the nucleus, where it induces expression of IκBα. (B) The IκBα-feedback is required for generating the oscillatory component of NFκB dynamics characteristic of the response to TNF. Single-cell trajectories and heatmaps of NFκB responses to 3.3 ng/mL TNF in BMDMs derived from RelA^V/V^, IκBα-deficient mouse. (C) A mathematical model predicts bifurcating behavior in NFκB dynamics based on the level of IKK activation. Left: model steady-state values and primary oscillation frequency are shown as a function of sustained IKK level (Hopf bifurcation analysis). Right: single simulated trajectories of IKK and NFκB activation, at each of four regimes identified in the steady-state diagram. (D) The IκBα feedback loop is sufficient to sustain the non-oscillatory characteristic of the NFκB response to LPS. Single-cell heatmaps of NFκB responses to 3.3 ng/mL TNF and 10 ng/mL LPS in BMDMs derived from a RelA^V/V^IκBβ^−/−^IκBε^−/−^ mouse. Below each heatmap, a histogram indicates each cell’s first harmonic showing relative proportions of oscillatory cells (n > 400 individual cells for each experiment, representative of two independent replicates). (E–I) Simplified schematics showing salient features of TNF, TLR1/2, TLR9, TLR4, and TLR3 signaling pathways, and the simulated IKK and NFκB activity (left/middle) and four measured median cell NFκB trajectories (right) at each of three log-spaced (TNF and TLR4) or four half-log-spaced (TLR9, TLR1/2, and TLR3) doses of each receptor’s cognate ligand. The complete reaction sets of the model are described in STAR Methods and Table S7.

**Figure 7.**
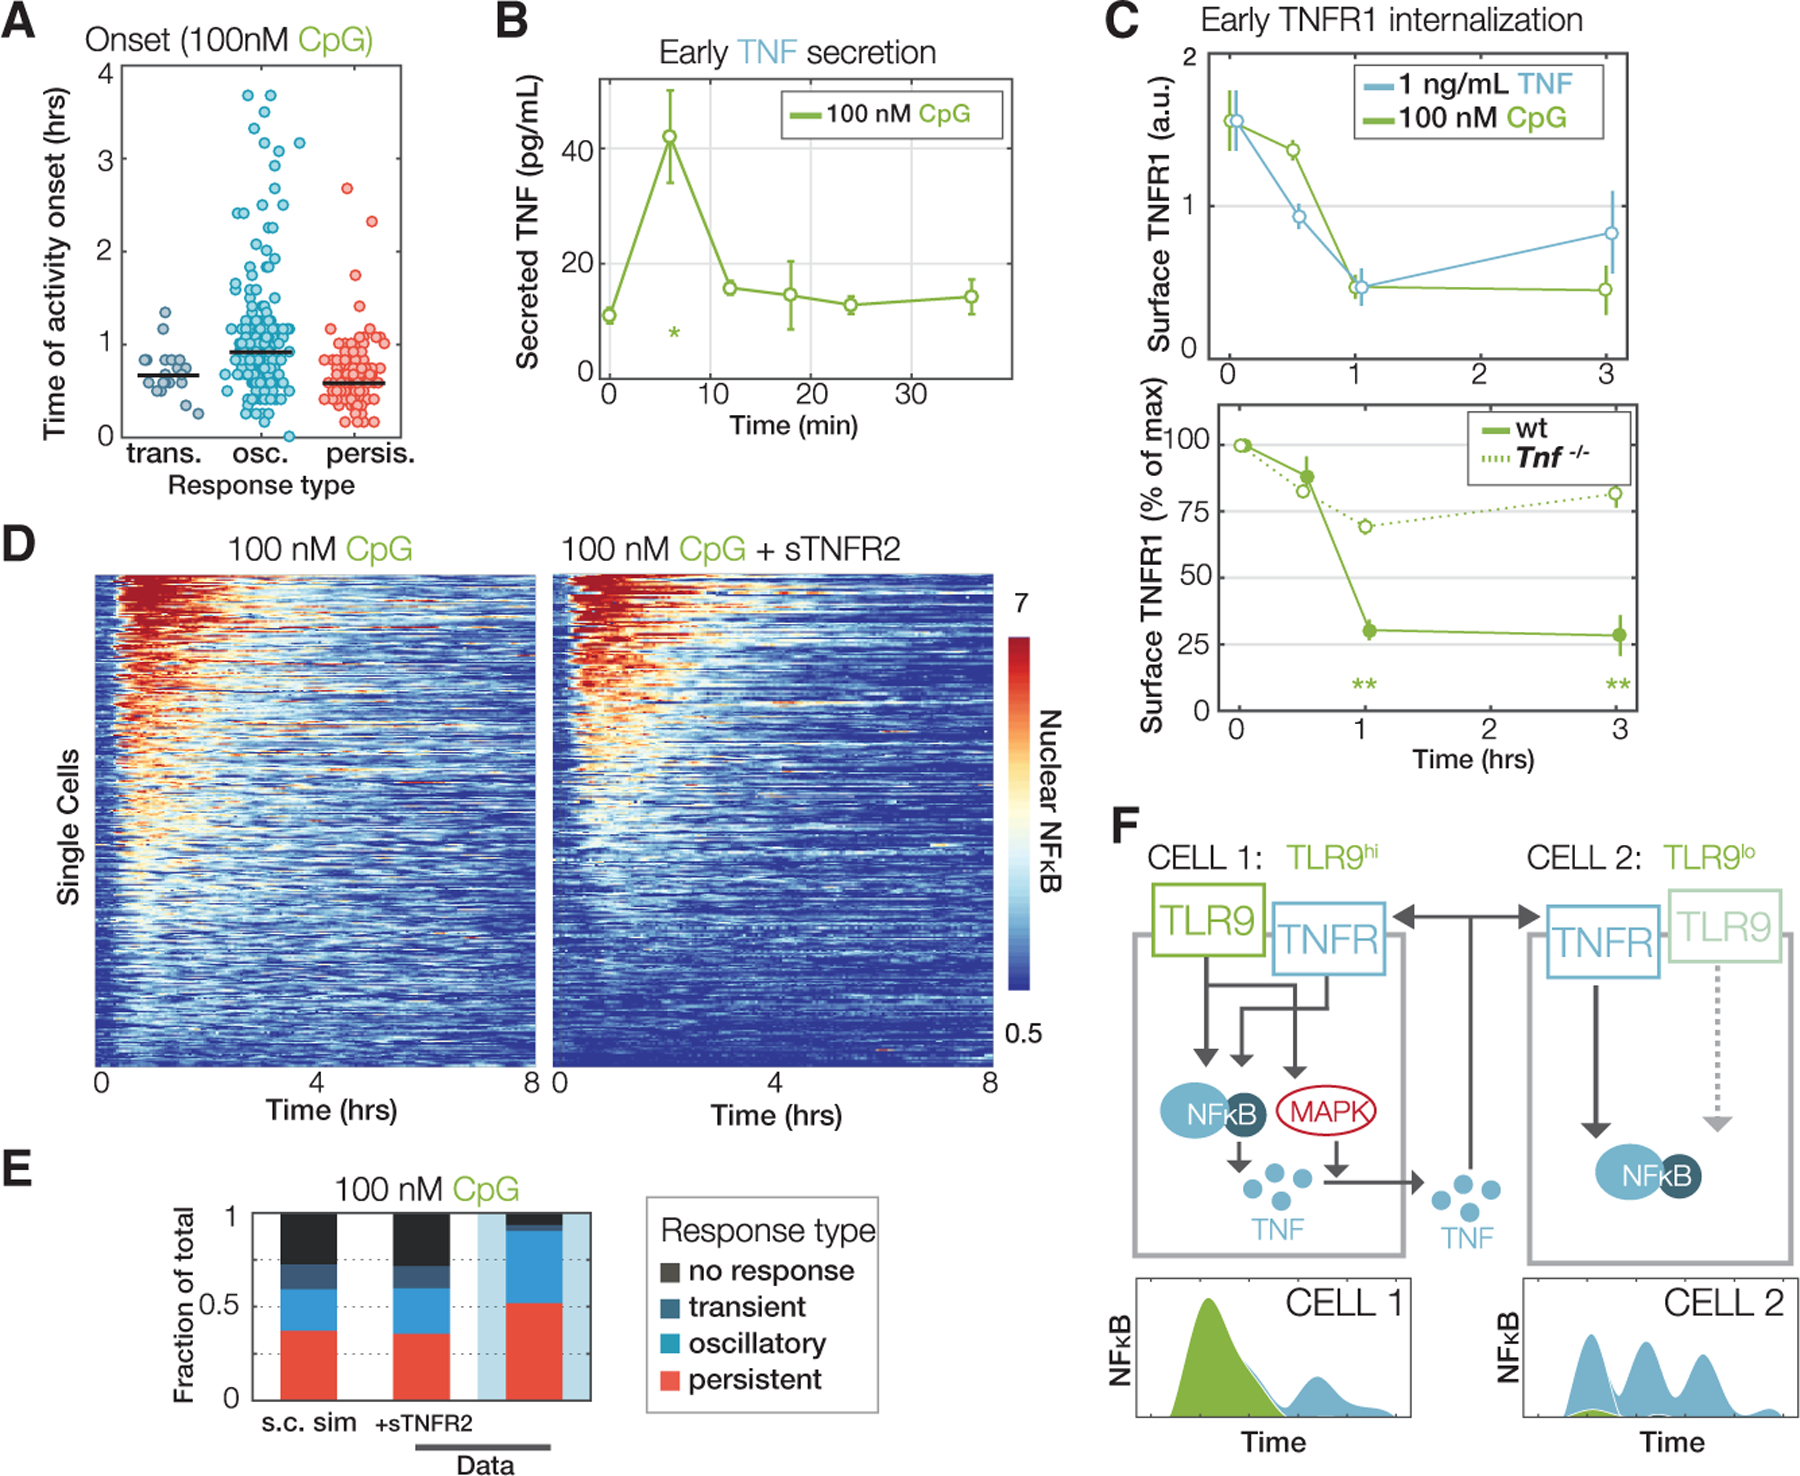
Oscillatory NFκB in response to PAMPs is a hallmark of feedforward TNF (A) Activity onset times in single-cell NFκB responses to 100 nM CpG, grouped by dynamic subtypes of the response (persistent, oscillatory, or transient). (B) Early-phase TNF secretion dynamics from macrophages stimulated with 100 nM CpG, as measured by ELISA. (C) Top: median surface TNFR1 expression over time in BMDMs exposed to 1 ng/mL TNF or 100 nM CpG, monitored by flow cytometry. Bottom: median surface TNFR1 expression over time in wild-type or *Tnf*^−/−^ BMDMs in response to 100 nM CpG (scaled to receptor levels before treatment). Error bars show standard deviations across three independently performed experiments, and double asterisks indicate a p value <0.001 using a Student’s t test comparing wild-type and *Tnf*^−/−^ levels at a particular timepoint. (D) Single-cell heatmaps of NFκB activation in RelA^V/V^ BMDMs in response to 100 nM CpG, with or without feedforward TNF signaling blocked using saturating amounts (5 mg/mL) of soluble TNFR2 co-injected with treatment. (E) Proportions of NFκB dynamic subtypes (off, transient, oscillatory, or persistent) as quantified from the data in (D). (F) Schematic depicting two cells. One cell (left) responds to CpG by activating NFκB and producing TNF that may act upon it in an autocrine manner. Another cell (right) does not respond to CpG (possibly because of low TLR9 expression), but responds to paracrine TNF and hence produces oscillatory NFκB activity.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
PE-conjugated Anti-Mouse F4/80 Antigen	eBioscience	Cat# 12-4801-82; RRID:AB_465923
FITC-conjugated Anti-Mouse CD11b	eBioscience	Cat# 11-0112-82; RRID:AB_464935
APC anti-mouse CD120a (TNF R Type I/p55)	BioLegend	Cat# 113005; RRID:AB_2208780
Anti-RelA Ab	Santa Cruz Biotechnology	Cat# sc-372; RRID:AB_632037
Anti-pIKK	CST	Cat# 2697; RRID:AB_2079382
Anti-IKK2	CST	Cat# 2678; RRID:AB_2122301
Chemicals, peptides, and recombinant proteins		
LPS	Sigma, B5:055	L2880
murine TNF	Roche	11271156001
Pam3CSK4	Invivogen	tlrl-pms
low MW polyinosine-polycytidylic acid (Poly(I:C))	Invivogen	tlrl-picw
synthetic CpG ODN 1668	Invivogen	tlrl-1668
Recombinant Mouse sTNFRII/TNFRSF1B	R & D Systems	426-R2–050
high MW polyinosine-polycytidylic acid (Poly(I:C))	Invivogen	tlrl-picw
Critical commercial assays		
Direct-zol RNA isolation kit	Zymo Research	R2060
TruSeq Stranded mRNA Library Prep Kit	Illumina	RS-122–2101
Mouse TNF alpha ELISA Ready-SET-Go! kit	eBioscience	#88-7324-88
TotalSeq^™^-B 0305 anti-mouse Hashtag Antibody	BioLegend	Cat# 155839; RRID:AB_2814071
TotalSeq^™^-B 0306 anti-mouse Hashtag Antibody	BioLegend	Cat# 155841; RRID:AB_2814072
TotalSeq^™^-B 0307 anti-mouse Hashtag Antibody	BioLegend	Cat# 155843; RRID:AB_2814073
TotalSeq^™^-B 0308 anti-mouse Hashtag Antibody	BioLegend	Cat# 155845; RRID:AB_2814074
Chromium Single Cell 3ʹ; GEM Version 3.1	10x Genomics	PN-1000121
Chromium Single Cell 3ʹ Feature Barcode Library Kit	10x Genomics	PN-1000079
Deposited data		
Single cell NFκB signaling dynamics	This paper	Mendeley Data: https://doi.org/10.17632/6wksmvh5p4.1
10x BMDM scRNaseq	This paper	GSE162992
Experimental models: Organisms/strains		
RelA^mVenus/mVenus^ (C57BL/6)	this paper	mVenus-RelA
mVenus-RelA^+/−^ IkBb^−/−^ IkBe^−/−^ (C57BL/6)	this paper	IkBb^−/−^, IkBe^−/−^
mVenus-RelA^+/−^ IkBa^−/−^ TNF^+/−^ cRel^+/−^ (C57BL/6)	this paper	IkBa^−/−^
mVenus-RelA^+/+^ IkBa ^M/M^ (C57BL/6)	this paper	Sjögren’s, SS
Software and algorithms		
MATLAB R2016a - Image processing, data analysis, and modeling	MathWorks	http://mathworks.com
MACKtrack - Cell tracking and single-cell measurement (MATLAB package)	This paper	https://github.com/brookstaylorjr/MACKtrack
nfkb_dynamics – dynamical feature computation	This paper	https://github.com/Adewunmi91/nfkb_dynamics
nfkb_model – multi-stimulus NFκB model	This paper	https://github.com/Adewunmi91/nfkb_model
Information_theory – channel capacity and mutual information computations	This paper	https://github.com/Adewunmi91/information_theory
FlowJ - Flow cytometry data processing	FlowJo, LLC	https://www.flowjo.com/
R - Statistical analysis	R Foundation	https://www.r-project.org/
Cell Ranger 4.0	10x Genomics	https://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome
CARET	(Kuhn, 2008)	http://caret.r-forge.r-project.org/
HOMER	(Heinz et al., 2010)	http://homer.ucsd.edu/homer/
Seurat	(Stuart et al., 2019)	https://www.rdocumentation.org/packages/Seurat/versions/3.1.4
SLEMI	(Jetka et al., 2019)	https://cran.r-project.org/web/packages/SLEMI/index.html
fastGSEA	(Korotkevich et al., 2019)	http://bioconductor.org/packages/release/bioc/html/fgsea.html

# Supplementary material for: Six distinct NFκB signaling codons convey discrete information to distinguish stimuli and enable appropriate macrophage responses
**Source:** Immunity. Author manuscript; Available in PMC 2021 Jun 7.
**Supplement:** 1

**Supplemental information**

**Six distinct NF $\kappa$ B signaling codons convey  
discrete information to distinguish stimuli  
and enable appropriate macrophage responses**

**Adewunmi Adelaja, Brooks Taylor, Katherine M. Sheu, Yi Liu, Stefanie Luecke, and Alexander Hoffmann**

**This PDF file includes:**

**Figures S1 to S7. Related to Figures 1 to 7, respectively.**

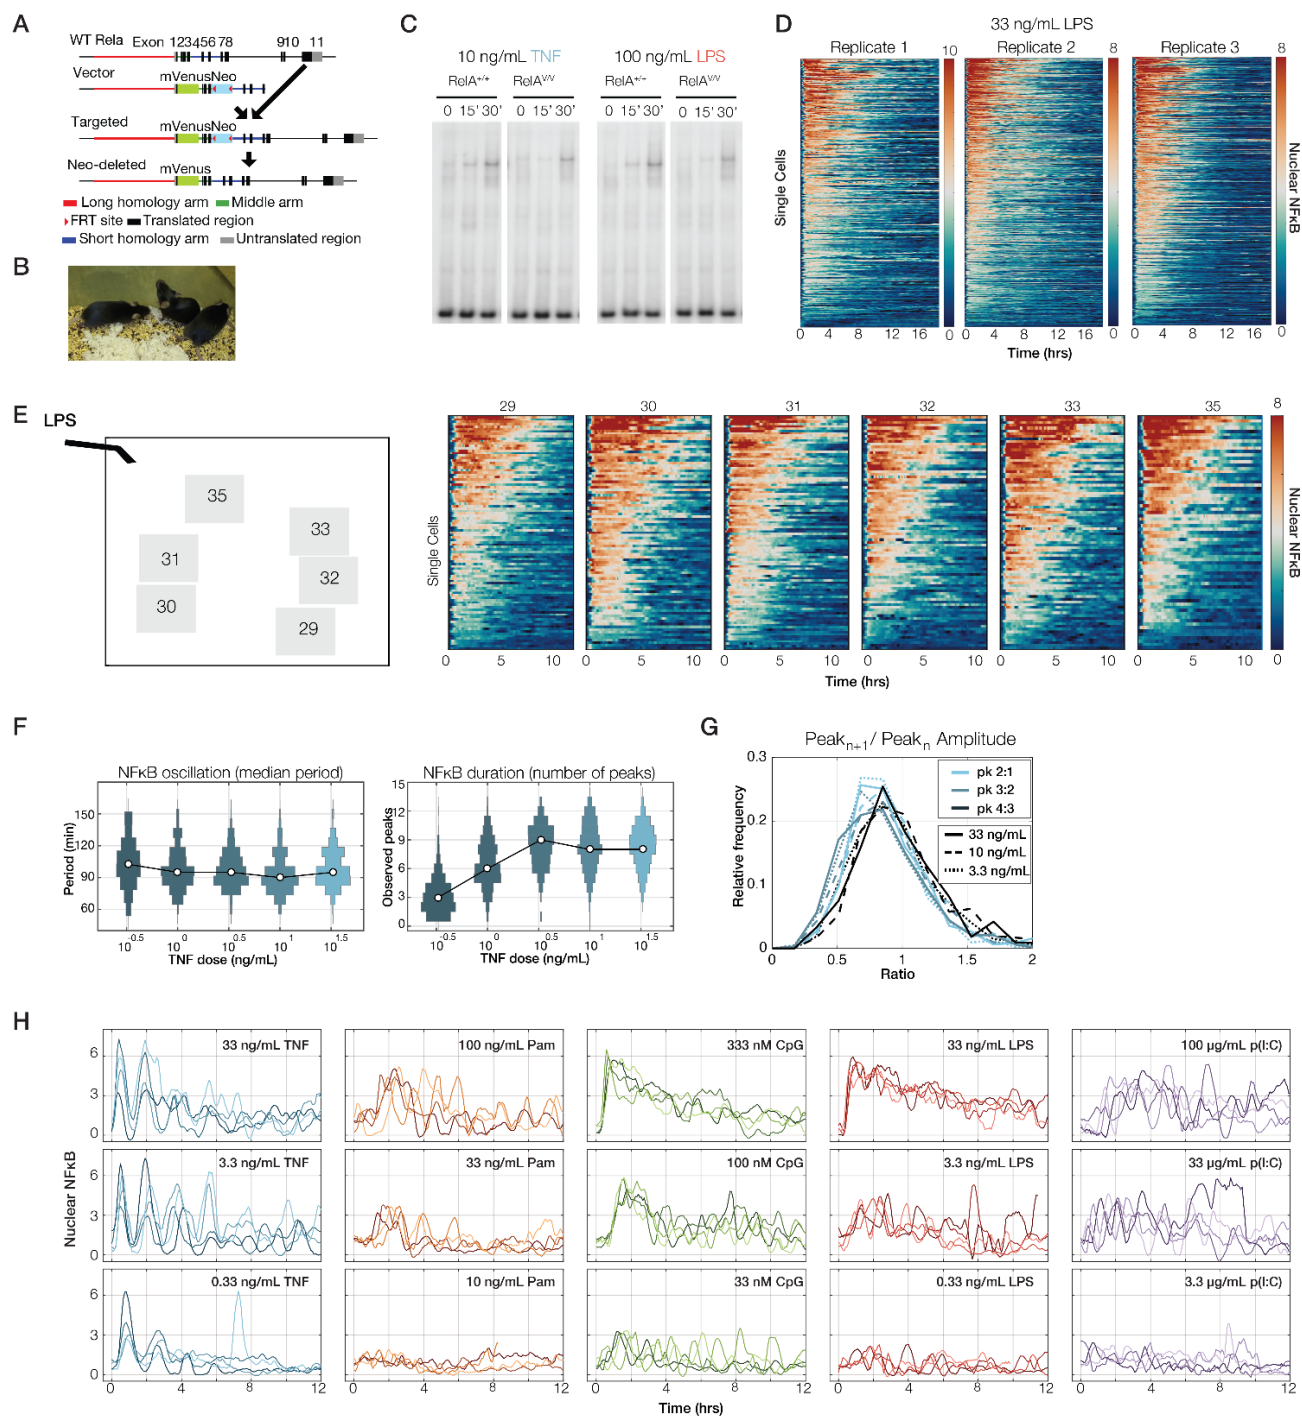

**Figure S1. An experimental model and imaging workflow allows for reliable tracking NFκB RelA dynamics in primary macrophages at single cell level, Related to Figure 1.**

(A) Schematic of the homologous recombination strategy for generating the mVenus-RelA allele in embryonic stem cells. These were injected into blastocysts for RelA<sup>v/v</sup> mouse generation.

(B) Image of homozygous RelA<sup>v/v</sup> mice shows that they are overtly healthy.

(C) mVenus-RelA macrophages show normal levels of NFκB DNA binding activity. NFκB EMSA of nuclear extracts made from mVenus-RelA and wild-type control BMDMs stimulated for 0, 15', and 30' with 10 ng/mL TNF and 100 ng/mL LPS.

(D) Experimental live cell imaging workflow and automated image analysis is robust as documented by biological replicates produced months apart from different mice.

(E) Microscopy workflow shows no location bias. Fields of view used in replicate 2 of 33 ng/mL LPS condition (left). Heatmaps of NFκB responses of cells in different fields of view (right).

(F) TNF dose does not regulate oscillation period but duration. Violin plots showing distributions of single-cell oscillation period (median peak-to-peak time) and duration (number of peaks measured in 18 hrs) across a range of TNF stimulus levels.

(G) TNF oscillations do not have a primary first peak, but rather steadily diminishing peaks. Histograms of oscillatory peak ratios (i.e. between amplitudes of subsequent peaks in the same cell) in response to multiple doses of TNF.

(H) Representative trajectories of nuclear mVenus-RelA localization in response to three doses of each ligand.

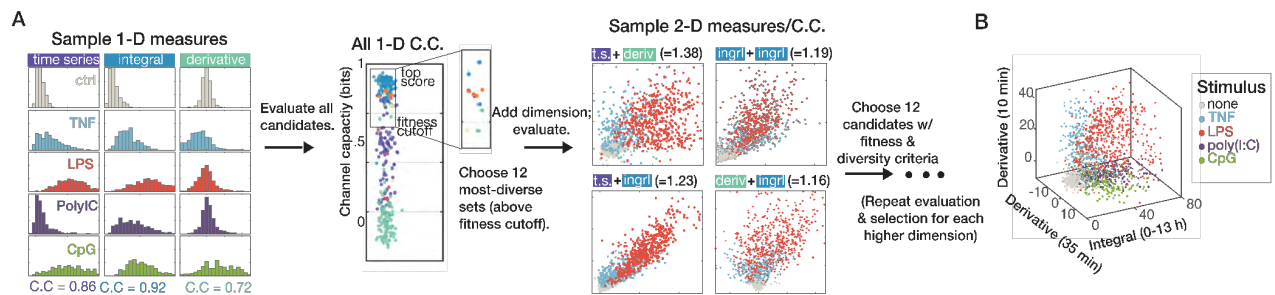

**Figure S2. Design of an algorithm to identify information-maximizing combinations of dynamic features, Related to Figure 2.**

(A) Procedure: single-dimension measurements (shown as histograms of cell population for each input condition) are evaluated across all input conditions. The output channel capacities are ranked: a subset of the candidates above a minimum "fitness" threshold are then selected to maximize diversity. These candidates are then re-evaluated in conjunction with a second dimension. This ranking/selection process is repeated until the final dimension is reached and a multidimensional vector is assembled.

(B) A sample representation of an optimal three-dimensional vector capturing single-cell measurements of NFκB responses. Using a three-dimensional vector, NFκB responses are quantified and each cell responding to the indicated ligand is depicted in a three-dimensional graph.

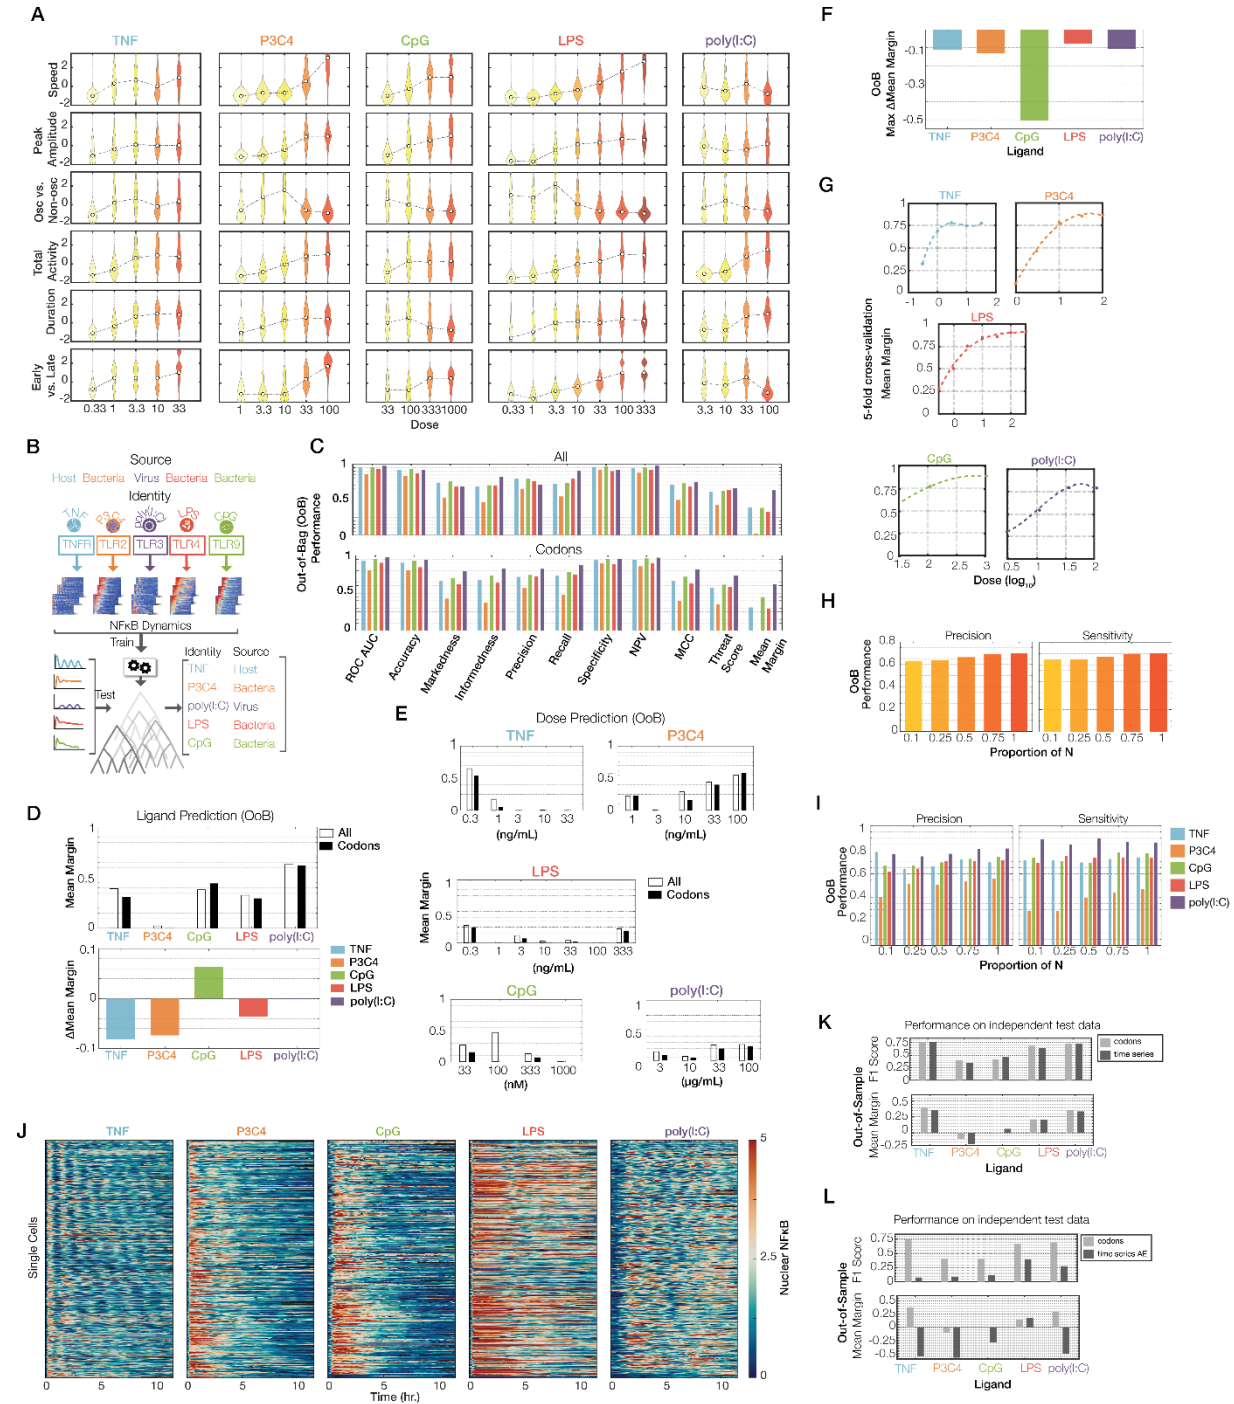

**Figure S3. Evaluating the sufficiency and necessity of signaling codons, Related to Figure 4.**

(A) Dose-dependent deployment of signaling codons. Violin plots of the relative presence of indicated signaling codons (z-score) in the trajectories of individual cells.

(B) Machine learning classification procedure: Predictors/features of NFκB signaling dynamics in response to TNF, Pam3CKS4, poly(I:C), LPS, and CpG were used to train an ensemble (using bootstrap aggregation) of 100 decision tree models to predict ligand identity and ligand source.

(C) Six signaling codons perform as well as all 918 dynamical features. A variety of metrics to ascertain ligand classification performance using all features (top) and using only signaling codons (bottom).

(D) Comparison of ligand classification margin (probability of the correct class minus the highest probability of the incorrect classes) of models trained using all predictors versus signaling codons: (top) mean classification margins across all ligands; (bottom) difference of mean classification margin of signaling codon classifier and all predictors classifier. Models validated using out-of-bag (OoB) observations.

(E) Comparison of dose classification margins of classifiers trained on all predictors versus signaling codons: mean classification margins across all doses for each ligand. Models validated using out-of-bag (OoB) observations.

(F) Maximum of the differences in mean classification margins between signaling codons classifiers and all predictor classifiers. Models validated using out-of-bag (OoB) observations.

(G) Dose dependence of ligand identification: mean margin of binary decision tree classifiers that distinguish no treatment controls from each ligand at the indicated dose. Models validated using 5-fold cross-validation.

(H) Classification performance as a function of training sample size averaged over ligands: steady increase in precision (left) and sensitivity (right) of classification as the number of training sample increases.

(I) Classification performance as a function of training sample size grouped by ligand: dependence of classification precision (left) and sensitivity (right) varies by ligand.

(J) Heatmaps of independent test data set.

(K) Comparison of classification performance using signaling codons versus time series using independent test (out-of-sample) data. F1 score (top) and mean margin (bottom) show similar performance.

(L) Comparison of classification performance using signaling codons versus autoencoder-transformed time series using independent test (out-of-sample) data. F1 score (top) and mean margin (bottom) show that ligand classification using autoencoder-transformed time series performance significantly worse on independent test data.

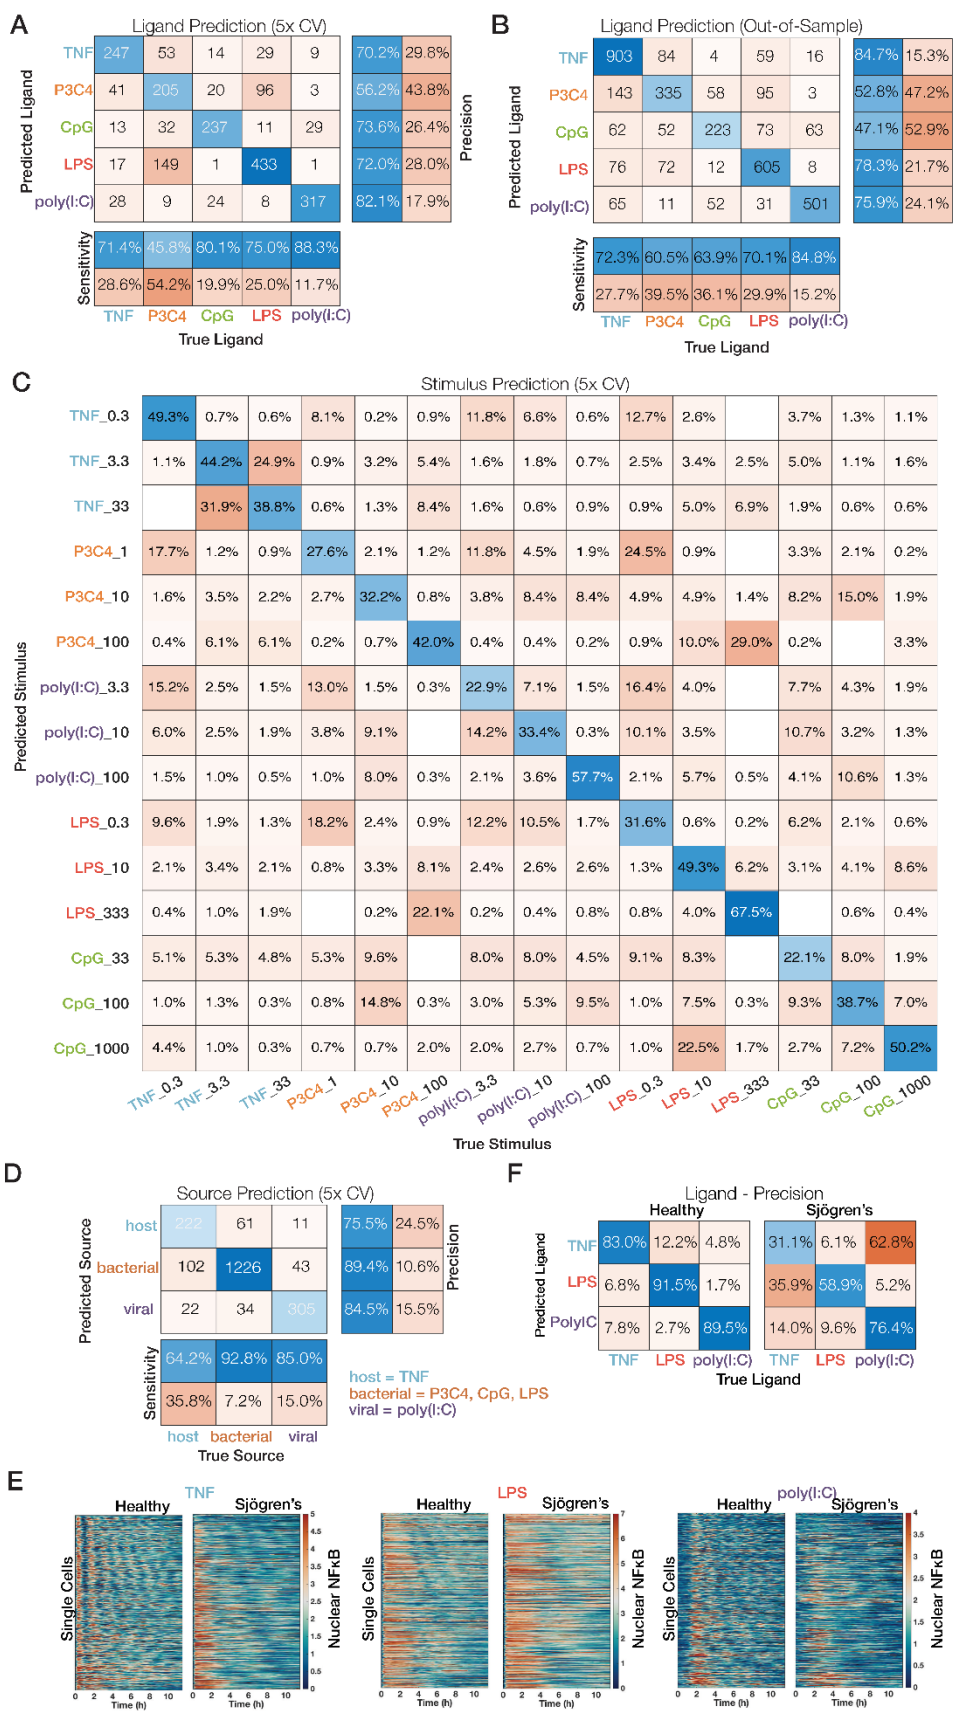

**Figure S4. Analyzing stimulus confusion in macrophages from healthy and diseased mice, Related to Figure 4.**

- (A) Confusion matrix of ligand predictions using 5-fold cross-validation: diagonal values show correct predictions and off-diagonals values show incorrect predictions; (right) percentage of correct predictions (precision; in blue) and incorrect predictions (false discovery rate; in orange); (bottom) percentage of ligands correctly identified (sensitivity/recall; in blue) and not identified (miss rate/false negative rate; in orange).
- (B) Same as (A) but using an independent test set.
- (C) Precision confusion matrix of stimulus (3 doses per ligand) predictions using 5-fold cross-validation. TNF, LPS, and Pam3CSK4 doses in ng/mL; poly(I:C) doses in  $\mu\text{g/mL}$ ; CpG doses in nM.
- (D) Confusion matrix of ligand source predictions using 5-fold cross-validation.
- (E) Heatmaps of nuclear NF $\kappa$ B in macrophages from healthy mice compared to Sjögren Syndrome mice in response to 10 ng/mL TNF, 100 ng/mL LPS, and 50  $\mu\text{g/mL}$  poly(I:C).
- (F) Confusion matrices for precision for the healthy and Sjögren Syndrome macrophage data (from Figure 4). Evaluated by 5-fold cross-validation and an independent test set.

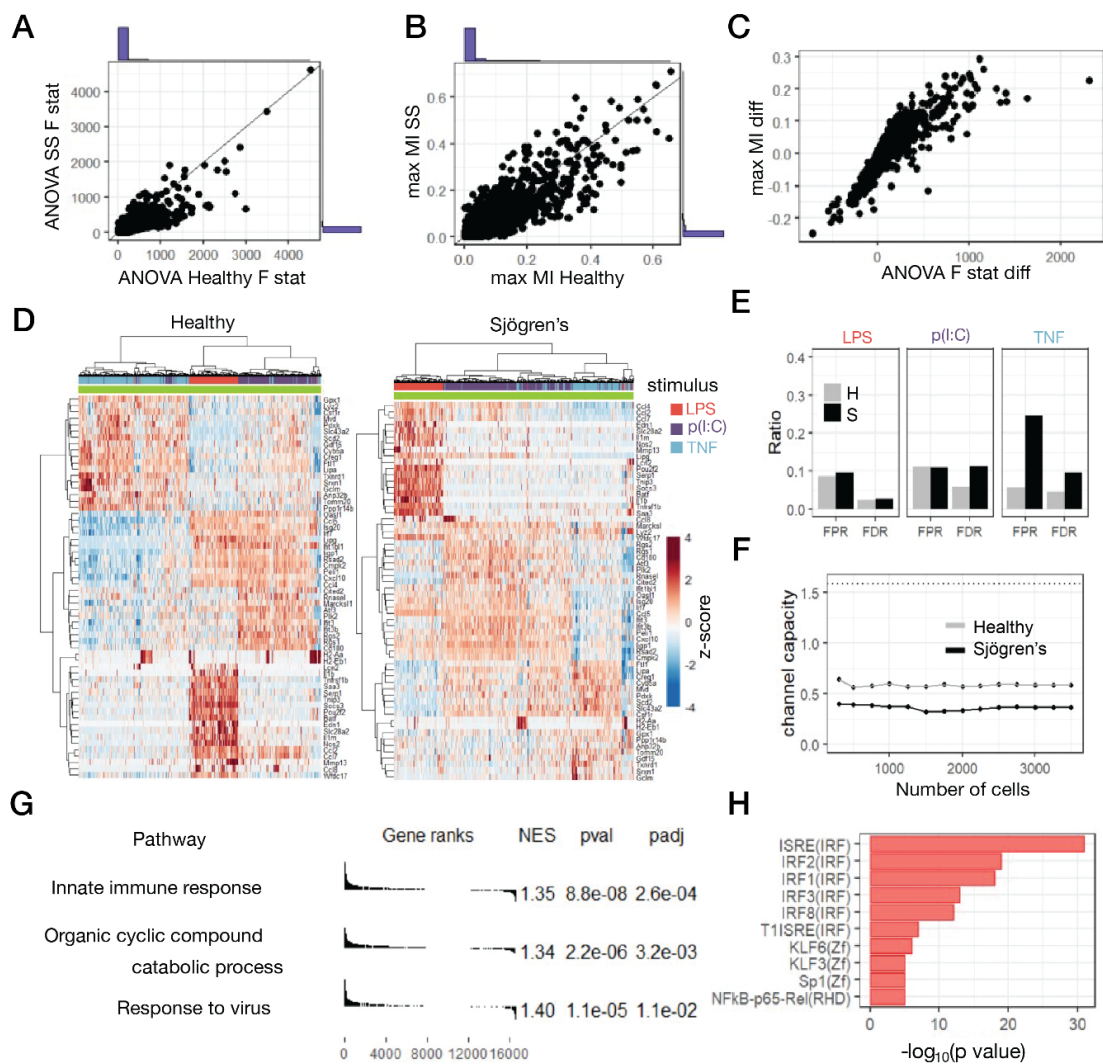

**Figure S5. Single-cell gene expression in macrophages from healthy and Sjögren's Syndrome (SS) mice, Related to Figure 5.**

(A) ANOVA F statistic comparing LPS, TNF, p(I:C) distributions for each gene in Healthy vs SS BMDMs.

(B) Maximum mutual information comparing LPS, TNF, p(I:C) distributions for each gene in Healthy vs SS BMDMs.

(C) Rankings from ANOVA F statistic difference and maximum MI difference between Healthy and SS are similar (Pearson's  $r = 0.83$ ,  $p < 2.2e-16$ ; Spearman's  $\rho = 0.89$ ,  $p < 2.2e-16$ ).

(D) Heatmap of z-scored gene expression of all stimulated cells in Healthy and SS mice, using top differentially expressed genes across the three stimulus conditions in Healthy.

(E) Dependence on cell numbers of channel capacity estimation for *Ccl5*.

(F) False positive and false discovery rates from random forest classifier for top 100 genes. (G) Top fGSEA results on mSigDB c5 Biological Processes collection for the full ANOVA ranked (Healthy- SS) gene list.

(H) Motif enrichment in the top 1000 genes ranked by ANOVA F statistic difference.

A

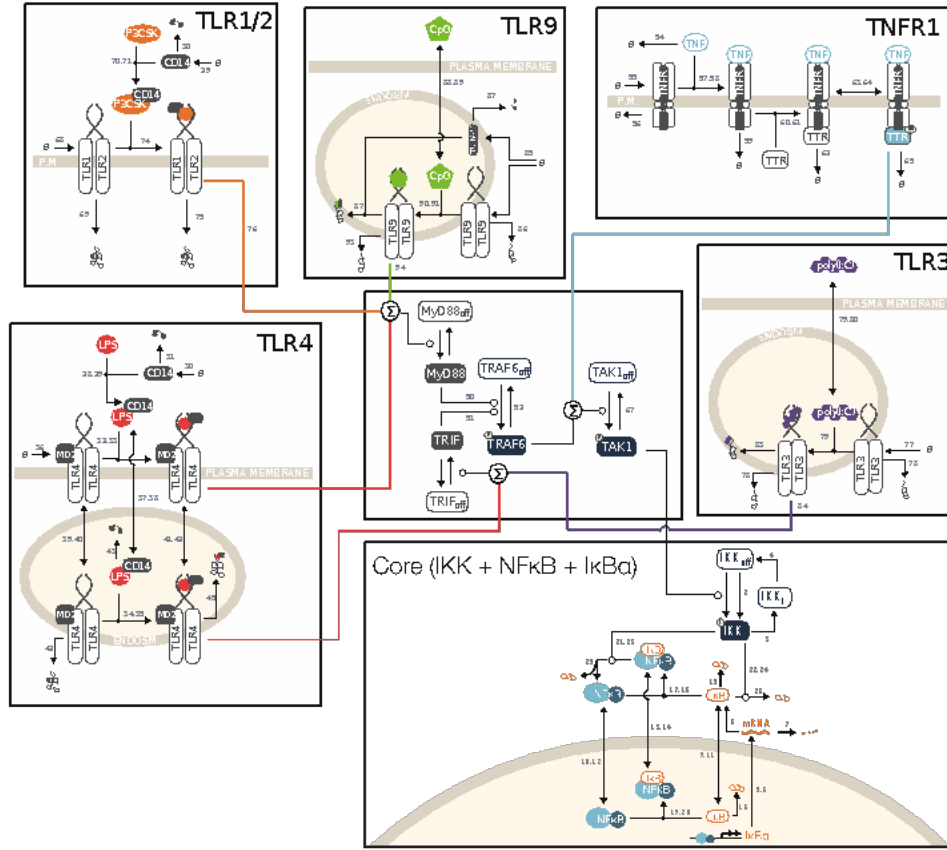

B

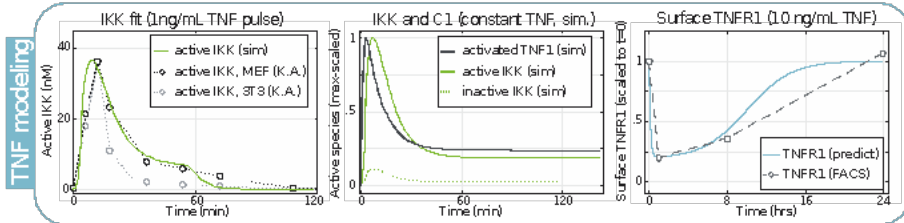

C

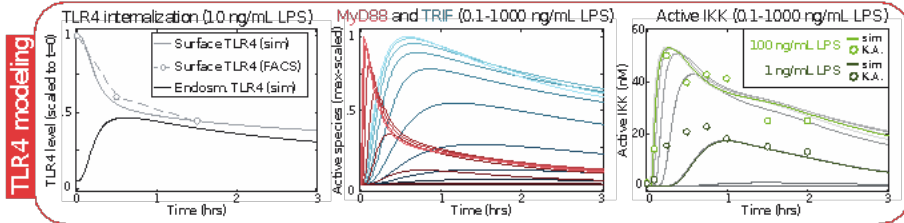

D

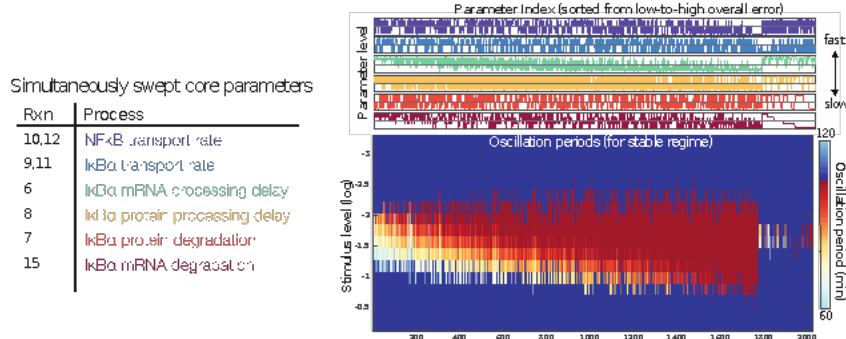

**Figure S6. Constructing and fitting a mathematical model of NF $\kappa$ B activation dynamics in response to multiple stimuli, Related to Figure 6.**

(A) Reaction schema for the multi-stimulus model of NF $\kappa$ B activation. Each box represents a regulatory module, with receptor-associated modules connecting into common core modules. All reactions are shown with numbers representing kinetic rate constants identified in Table S7.

(B) TNFR-associated module: Left: IKK activation in response to a 45 min pulse of TNF activation were fit using a screen where repeated, random initialization was followed by optimization: the best fit model of 1024 trials is shown. Middle: dynamics of TNFR1 and IKK activation. The transience of IKK activation is likely to be driven by rapid receptor internalization, not IKK inactivation, as has been previously hypothesized. Right: predicted levels of TNFR1 internalization in response to 10 ng/mL TNF, and measured surface TNFR1 levels as measured by FACS.

(C) TLR4-associated module: Left: dynamics of TLR4 internalization. TLR4 is also rapidly internalized in response to binding of LPS but stays active in the early endosome. Middle: dynamics of MyD88 and TRIF activation in response to 0.1 (dark curves) to 1000 (bright curves) ng/mL LPS. Right: fitted levels of IKK activation (note that peak activation is only app. 25% greater than activity induced by TNF) in response to 0.1 (dark curves) to 1000 (bright curves) ng/mL LPS. Simulated and measured (by kinase assay) dynamics at 1 ng/mL and 100 ng/mL LPS are highlighted in green.

(D) Results of a simultaneous parameter sweep in the "core" NF $\kappa$ B model (IKK, NF $\kappa$ B, and I $\kappa$ B $\alpha$ ). Swept parameters are indicated in table on left. 1728 out of 2000 parameter combinations showed activation in response to a range of IKK values. The full dose response was measured and ranked along the oscillatory characteristics to ensure that parameter sets are robust in this key characteristic.

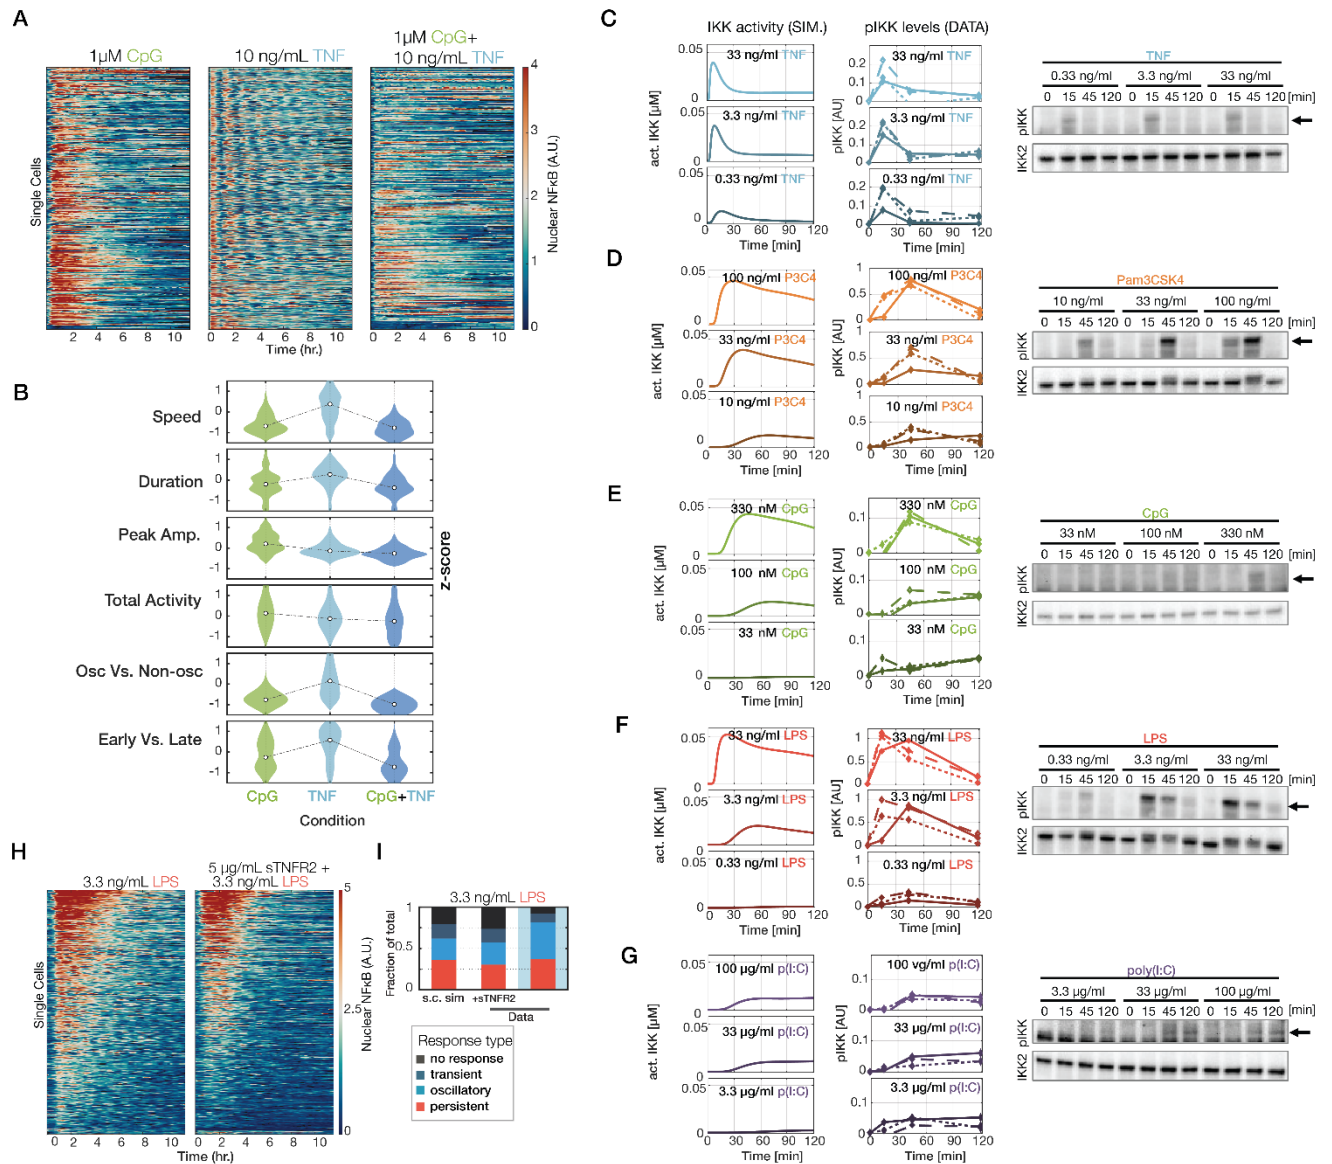

**Figure S7. Distinguishing mixed ligands and IKK activation kinetics in primary macrophages, Related to Figure 7.**

(A) Heatmaps of 1  $\mu$ M CpG, 10 ng/mL TNF, and 1  $\mu$ M CpG + 10 ng/mL TNF stimulation.

(B) Deployment of signaling codons in mixed (CpG+TNF) stimulus compared to individual stimuli. Violin plots of the relative presence of indicated signaling codons (z-score) in the trajectories of individual cells.

(C-G) Levels of IKK activity in response to (C) TNF, (D) Pam3CSK4, (E) CpG, (F) LPS, and (G) poly(I:C) at the indicated doses. Left: Simulated IKK activity at 0 min to 120 min upon stimulation. Right: Western blots of phosphorylated IKK (pIKK) in lysates of BMDMs stimulated with indicated ligands, doses, and for indicated times. For quantification, pIKK band intensities were normalized to total IKK2 levels and scaled between baseline (set to 0) and a positive

control sample (set to 1; 33 ng/ml LPS, 45 min, from replicate 1). Quantifications from three replicates are shown (line styles indicate different replicates).

(H) Single-cell heatmaps of NFκB activation mVenus-RelA BMDMs in response to 3.3ng/ml LPS, with or without feedforward TNF signaling blocked using saturating amounts (5 μg/mL) of soluble TNFRII co-treatment.

(I) Proportions of NFκB dynamic subtypes (off, transient, oscillatory, or persistent) as quantified from the data in (H).

# Supplementary material for: Six distinct NFκB signaling codons convey discrete information to distinguish stimuli and enable appropriate macrophage responses
**Source:** Immunity. Author manuscript; Available in PMC 2021 Jun 7.
**Supplement:** 2

# Immunity

## Six distinct NF $\kappa$ B signaling codons convey discrete information to distinguish stimuli and enable appropriate macrophage responses

### Graphical abstract

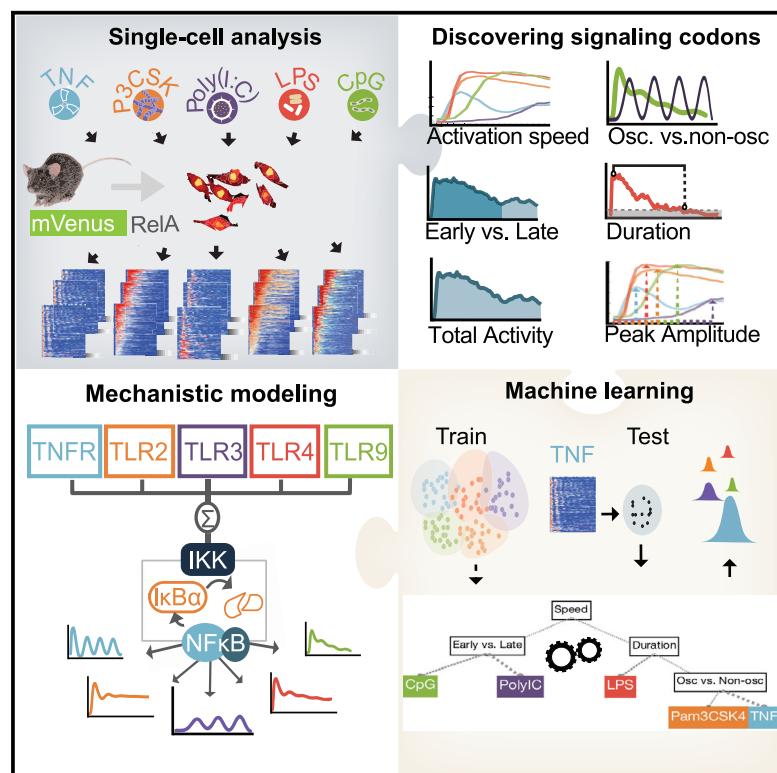

### Authors

Adewunmi Adelaja, Brooks Taylor, Katherine M. Sheu, Yi Liu, Stefanie Luecke, Alexander Hoffmann

### In brief

Adelaja and Taylor et al. use a RelA-mVenus reporter mouse to examine, at single-cell level, the NF $\kappa$ B activation dynamics in primary macrophages responding to different stimuli. Their findings define six dynamical features—signaling codons—that classify immune threats and further suggest that signal “confusion” may contribute to autoimmune pathology.

### Highlights

- Primary macrophages produce ligand- and dose-specific NF $\kappa$ B activation dynamics
- Six dynamical features, i.e., codons, inform the nucleus about the stimulus
- Oscillations inform about host-cytokine TNF, not MyD88-mediated immune threats
- Machine learning reveals substantial codon confusion in Sjögren's macrophages

Article

# Six distinct NF $\kappa$ B signaling codons convey discrete information to distinguish stimuli and enable appropriate macrophage responses

Adewunmi Adelaja,<sup>1,2</sup> Brooks Taylor,<sup>1,2</sup> Katherine M. Sheu,<sup>1</sup> Yi Liu,<sup>1</sup> Stefanie Luecke,<sup>1</sup> and Alexander Hoffmann<sup>1,3,\*</sup>

<sup>2</sup>These authors contributed equally

<https://doi.org/10.1016/j.immuni.2021.04.011>

## SUMMARY

Macrophages initiate inflammatory responses via the transcription factor NF $\kappa$ B. The temporal pattern of NF $\kappa$ B activity determines which genes are expressed and thus, the type of response that ensues. Here, we examined how information about the stimulus is encoded in the dynamics of NF $\kappa$ B activity. We generated an mVenus-RelA reporter mouse line to enable high-throughput live-cell analysis of primary macrophages responding to host- and pathogen-derived stimuli. An information-theoretic workflow identified six dynamical features—termed signaling codons—that convey stimulus information to the nucleus. In particular, oscillatory trajectories were a hallmark of responses to cytokine but not pathogen-derived stimuli. Single-cell imaging and RNA sequencing of macrophages from a mouse model of Sjögren’s syndrome revealed inappropriate responses to stimuli, suggestive of confusion of two NF $\kappa$ B signaling codons. Thus, the dynamics of NF $\kappa$ B signaling classify immune threats through six signaling codons, and signal confusion based on defective codon deployment may underlie the etiology of some inflammatory diseases.

## INTRODUCTION

Autoimmune pathologies are characterized by the presence of auto-antibodies and immune attack of specific tissues, but the etiology is not uniform (Marshak-Rothstein, 2006). One cause may be found in errors in the negative selection of auto-reactive B cell or T cell clones in secondary lymphoid organs; another contributor may be inappropriate immune activation by immune sentinel cells (Marshak-Rothstein, 2006). Sjögren’s syndrome (SS) is a systemic autoimmune disorder that is characterized by progressive destruction of tissues exposed to the environment, such as eye, mouth and throat, and skin rashes (Marshak-Rothstein, 2006). Interestingly, genome-wide association studies do not point to salivary or lacrimal components (Burbelo et al., 2014), but rather to genes within the inflammatory pathways and immune cells (Taylor et al., 2017). Indeed, several genetic variants in regulators of the transcription factor NF $\kappa$ B are associated with SS patients (Lisi et al., 2012; Nordmark et al., 2013; Ou et al., 2008; Sisto et al., 2013), and a mouse strain containing similar variants recapitulates some of the SS pathogenic characteristics (Peng et al., 2010). However, it remains unknown how these alleles affect NF $\kappa$ B dynamics.

Macrophages may function as immune sentinel cells that respond to pathogen invasion and tissue injury by initiating and coordinating both local and system-wide immunity (Wynn

et al., 2013). These cells are ubiquitously distributed in tissues (Bauer et al., 2001) and can sensitively detect inflammatory cytokines and pathogen-associated molecular patterns (PAMPs), which indicate viral, bacterial, or fungal invasion (Medzhitov and Horng, 2009). Immune activation must be appropriate to each stimulus: the functional response to the cytokine TNF must be distinct from the response to a pathogen; further, the needs of a macrophage responding to bacterial or viral invasion are distinct.

The temporal coding hypothesis posits that information about the extracellular stimulus is represented in the time domain; i.e., the temporal pattern of a signaling activity (Behar and Hoffmann, 2010; Hoffmann and Baltimore, 2006; Purvis and Lahav, 2013). Biochemical studies in primary fibroblasts showed that the temporal pattern of NF $\kappa$ B RelA activity is stimulus specific at the cell population level (Covert et al., 2005; Werner et al., 2005), and that it controls the expression of immune response genes (Hoffmann et al., 2002; Tay et al., 2010). Although pioneering single-cell microscopy studies confirmed complex temporal patterns (Ashall et al., 2009; Nelson et al., 2004; Tay et al., 2010), they relied upon fluorescent-protein-NF $\kappa$ B RelA fusion proteins ectopically expressed in immortalized cell lines. Potential artifacts arising from ectopic expression of a reporter-effector protein have been reported (Barken et al., 2005; Cheong et al., 2011; Mothes et al., 2015), and prolonged cell culture adaptation of immortalized cell

lines diminishes their responsiveness to immune threats (Cheng et al., 2015). These limitations have not allowed previous studies to explore the biological significance of temporal coding in primary immune cells and whether it is a useful concept for understanding immune pathology. Reasons for why no studies of single-cell NF $\kappa$ B trajectories in primary macrophages have been reported thus far include challenges associated with imaging proteins engineered to express fluorescent reporter constructs that are not overexpressed and reliable high-throughput image analysis of morphologically heterogeneous cells.

Here, we investigated the NF $\kappa$ B temporal code in single, primary macrophages using an mVenus-RelA mouse strain (RelA<sup>mVenus</sup>) and a high-throughput imaging and analysis. An information-theoretic approach identified six dynamical features of the NF $\kappa$ B trajectories that convey information about the extracellular stimulus to the nucleus, which we term signaling codons. Teaching these to a machine demonstrated their sufficiency and requirement for ligand and dose identification. Indeed, examination of an SS mouse model revealed confusion of specific signaling codons and suggested that such confusion may contribute to the etiology of systemic autoimmune diseases. Finally, mathematical modeling allowed us to identify the molecular circuit design principles that enable encoding of these signaling codons and confirmed that “oscillations” are a hallmark of responses to the host cytokine TNF, in contrast to PAMPs transduced by the signaling adaptor MyD88.

## RESULTS

### Primary macrophages show immune threat ligand- and dose-specific NF $\kappa$ B dynamics

To extend pioneering research of NF $\kappa$ B dynamics in established cell lines (Table S1), we sought to study temporal patterns of nuclear NF $\kappa$ B in primary macrophages in response to prototypical immune threats (Figure 1A) at single-cell resolution. We generated the RelA<sup>mVenus</sup> mouse strain, which expresses a mVenus-RelA fusion protein (Figures S1A and S1B), similar to a previous GFP-RelA design (De Lorenzi et al., 2009) whose low fluorescence limited experimental studies (Sung et al., 2009). Macrophages, differentiated from primary bone-marrow cells derived from homozygous RelA<sup>mVenus</sup> mice, showed normal levels of nuclear NF $\kappa$ B binding activity (Figure S1C). Upon stimulation with a variety of different ligands and doses, and time-lapse imaging over 21 h (Figure 1B), the amount of nuclear NF $\kappa$ B fluorescence was quantitated in single cells using a fully automated image-processing pipeline that enabled tracking of live cells using minimal levels of a nuclear marker (Selimkhanov et al., 2014; Zambrano et al., 2016) and label-free identification and segmentation of cell cytoplasm. The live-cell imaging and image processing proved robustly reproducible in biological replicates (Figure S1D) and independent of image frame location (Figure S1E).

We noted differences in the NF $\kappa$ B dynamics induced by prototypical PAMP (LPS) and cytokine (TNF) stimuli, apparent at the single-cell level (Figure 1C). TNF induced oscillatory translocations between cytoplasm and nucleus that rapidly became desynchronized, matching biochemical data (Hoffmann et al., 2002). By contrast, LPS induced more than 4 h of sustained nuclear localization that also matched biochemical data from primary fibroblasts (Covert et al., 2005; Werner et al., 2005).

With an experimental workflow established, we recorded NF $\kappa$ B translocation dynamics in response to a large number of stimulation conditions, encompassing TNF and four different PAMPs, associated with diverse bacterial and viral pathogen classes (the TLR ligands CpG [TLR9], Pam3CSK4 [TLR1/2, referred to as P3C4], LPS [TLR4], and poly(I:C) [TLR3]) each tested at four to seven concentrations covering a  $10^2$  to  $10^3$ -fold range. In each condition, 300–600 cells were examined with at least two preparations of BMDMs, thus constituting a total dataset of 12,203 single-cell trajectories captured with more than 3 million cell images and associated NF $\kappa$ B activity datapoints (Figure 1D; Table S2).

Given the NF $\kappa$ B trajectory, each cell was classified based on its first harmonic frequency profile generated by Fourier analysis (Figure 1E) as either unresponsive (regime 1), responsive but non-oscillatory (regime 2), or oscillatory (regime 3) with a period of 1.1–2.2 h characteristic of NF $\kappa$ B oscillations (Hughey et al., 2015). Analysis of the data indicated that the lowest stimulus concentration activated about half the cells but that a  $\log_{10}$  increase activated almost all (Figure 1F). Plotting the percentage of cells classified as oscillators in responders, we found that the host factor TNF elicited oscillatory dynamics regardless of dose (Figure 1G). While the number of peaks increased with increasing doses of TNF, the period remained constant (Figure S1F). In contrast, PAMPs produced largely non-oscillatory responses at high ligand concentrations (Figure 1G). Unlike experimental systems with ectopically expressed RelA, which produced a first peak of NF $\kappa$ B activity that is much higher than later peaks (Ashall et al., 2009; Hughey et al., 2015; Tay et al., 2010), the response of primary macrophages to TNF showed a constant, gradual fall-off in amplitude (Figure S1G). Representative trajectories from various stimulus conditions indicate that NF $\kappa$ B dynamics are ligand and dose specific (Figure S1H).

### Informative dynamical features are identifiable

Oscillations are just one dynamical feature by which complex time course trajectories can be characterized. We developed a method for identifying dynamical features that are associated with stimulus- and dose-specific NF $\kappa$ B trajectories. We constructed a multivariate information-theoretic algorithm, based on an estimate of channel capacity (Cheong et al., 2011; Selimkhanov et al., 2014). In conjunction with the primary timeseries data, we considered 918 derived metrics (Table S3) such as integrals, derivatives, peak activities, durations, or frequencies (Figure 2A). Our algorithm searched this library for combinations of metrics that maximized channel capacity (Figure S2A), iteratively expanding the number of metrics within each combination from two up to ten.

First, we considered the available dose response dataset for each ligand separately. Combinations of five metrics were sufficient to capture the mutual information of dose responses, with TNF, CpG, and poly(I:C) achieving about 1 bit and LPS and Pam3CSK4 about 1.5 bits (Figure 2B), in agreement with previous reports for TNF and LPS (Cheong et al., 2011; Selimkhanov et al., 2014). When considering all ligands tested (26 dose-ligand conditions), the calculated channel capacity was markedly higher (>2 bits) and required a seven-dimensional vector to yield  $\geq 95\%$  of the maximum measured information content (Table S4).

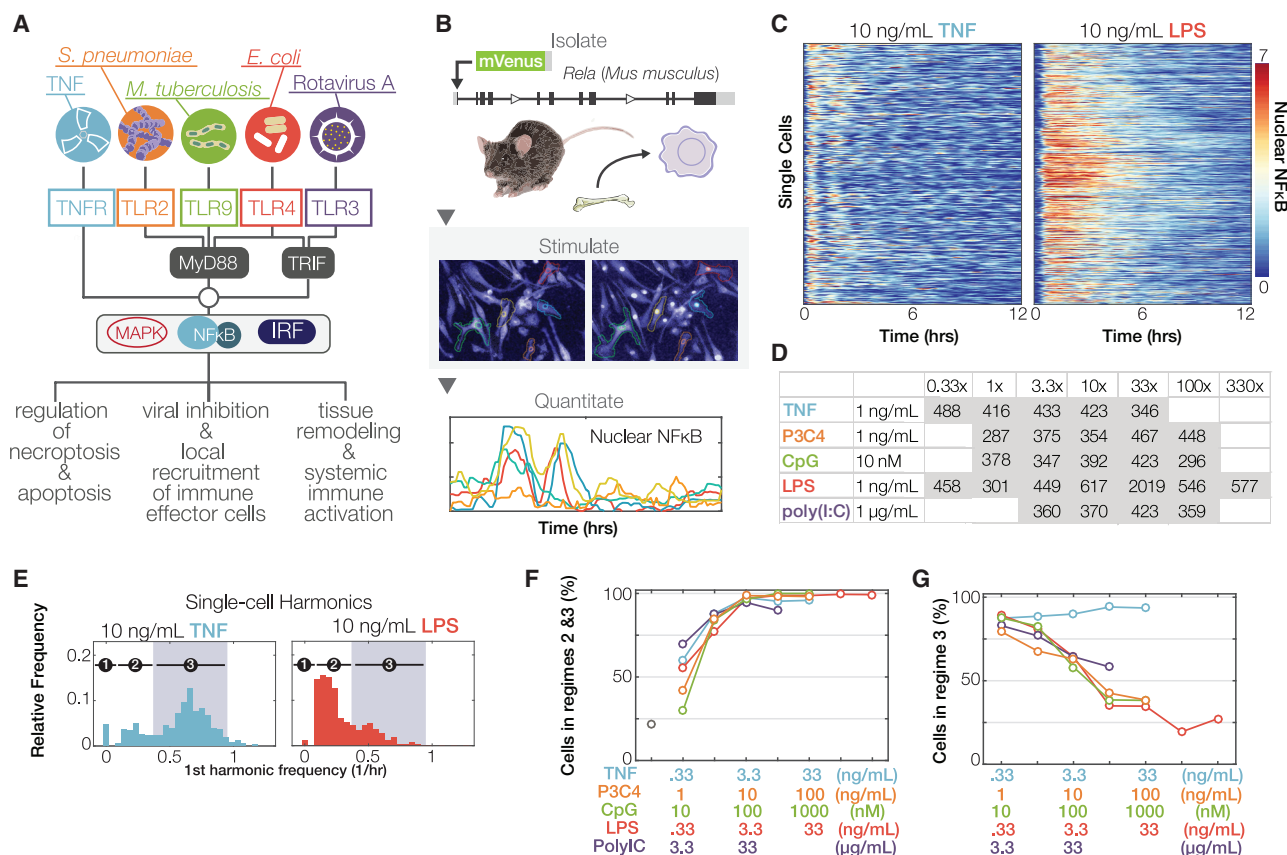

**Figure 1. Complex NFκB dynamics induced by diverse immune threats**

(A) Schematic of the innate immune signaling network activating NFκB. Environmental information is transmitted via ligand-specific signaling pathways that converge on a few key transcription factors, including NFκB, but produce stimulus-specific physiological responses.

(B) Workflow diagram: a reporter mouse line expressing mVenus-RelA (RelA<sup>Venus</sup>) was generated. Bone-marrow-derived macrophages (BMDMs) were differentiated, imaged, tracked, and quantified in multiple stimulus conditions.

(C) Single-cell heatmaps of fluorescent nuclear NFκB levels over time, in BMDMs expressing endogenously tagged mVenus-RelA, in response to 10 ng/mL TNF or LPS. Each row is one cell's NFκB trajectory.

(D) Table indicating the number of single-cell NFκB trajectories quantified in each indicated experimental condition. This analysis involved 12,203 cell trajectories produced by quantifying more than 3 million cell images. More details in Table S2. All single-cell imaging data were confirmed, here and elsewhere, with at least two independent experiments per condition.

(E) First-harmonic distributions for other stimuli. Shaded region corresponds to the period of 1–2.2 h that is characteristic of NFκB oscillations.

(F) Fraction of cells in which a response is detected, by stimulus and dose.

(G) Fraction of responder cells that show characteristic NFκB oscillations.

Of these most informative metrics identified across the full dataset (Figure 2C), two defined the activation speed (1), one defined the peak amplitude (2), another defined the post-induction repression, a distinguishing feature of oscillatory versus non-oscillatory trajectories (3), one defined the accumulated activity (integral) at a late time (4), one was a measure of the degree to which NFκB activity is “front loaded” (5), and one defined the total duration of NFκB activity above a low threshold (6). Thus, the information-theoretic analysis identifies six NFκB dynamical features that are informative about the stimulus ligand and dose. Plotting three features allowed for only incomplete separation of ligands (Figure S2B).

Further analysis of the channel capacity calculations indicated that the highest dose generally provided the most ligand-specific information (Figure 2D). Indeed, when we restricted the calculation to only the highest dose of each of our five ligands, we still

obtained a channel capacity of 1.86 bits. Unlike the dose response profiles of pharmacological agents that tend to show cross-reactivity at high doses, ligand-specific signaling dynamics occur at highest doses, indicating that there are true differences in the signal processing characteristics of receptor-associated signaling pathways.

### Machine learning of NFκB codons distinguishes stimuli

The six NFκB dynamical features, identified as conveying information about the extracellular stimulus to the nucleus, represent potential codewords of the temporal NFκB signaling code and are referred to as NFκB signaling codons. Visualizing signaling codon deployment for the five ligands at high doses (Figure 3A; Table S5), the speed of activation is generally high for Pam3CSK4 and LPS-triggered signaling, but low for CpG and poly(I:C) and intermediate for TNF; peak amplitude is high for Pam3CSK4, CpG,

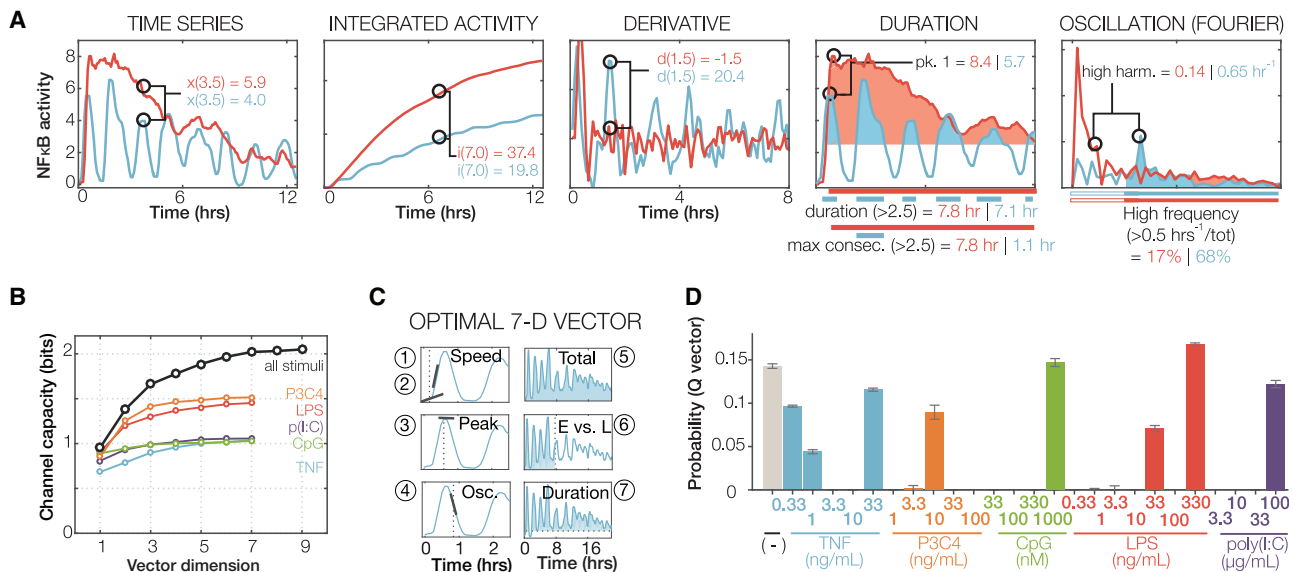

**Figure 2. Informative features within complex NFκB dynamics**

(A) Examples of metrics to be employed in an information theoretic analysis. Two single-cell NFκB responses (to LPS in red, and to TNF in blue) are shown. All NFκB trajectories were characterized using 918 metrics (Table S3).

(B) Channel capacity as a function of the number of most informative metrics (Table S4), either using the entire dataset of all ligand types and doses (black line) or using the dose response data for each indicated ligand. Channel capacity is a correlation score based in information theory; it indicates the degree to which a metric of NFκB dynamics or a combination of such metrics are correlated with the stimulus condition, defined by ligand identity and dose.

(C) Dynamical features that are informative about ligand and dose, as revealed by the seven metrics selected by the information theoretic analysis. E: early activity; L: late activity.

(D) Average probability distribution from the channel capacity calculations using all optimal vectors. Probabilities sum to 1 and indicate the input distribution that leads to a computationally maximized mutual information.

and LPS and lower for TNF and poly(I:C); the oscillatory content is highest for TNF compared to any of the PAMPs; the amount of total activity is highest for LPS followed by poly(I:C) and Pam3CSK4, but lower for TNF and CpG; the total duration, in contrast, is high for TNF and poly(I:C) and relatively low for Pam3CSK4, CpG, and LPS; and the fraction of the activity that is early is much higher for TNF, Pam3CSK4, and LPS than poly(I:C), with CpG being intermediate. Similarly, we find that different doses of the same ligand may deploy the signaling codons differentially (Figure 3A). For example, while the peak activity is generally positively correlated with dose (Lee et al., 2014a), the duration of activity increases with increasing doses of TNF or LPS but decreases with increasing doses of CpG.

To determine whether the six NFκB signaling codons suffice to distinguish these ligands, we used supervised machine learning and trained an ensemble-of-decision-trees model either with all 918 metrics or the set of 6 signaling codons (Figure S3B). We chose this classification algorithm because of its performance and interpretability (Alpaydin, 2014; Caruana and Niculescu-Mizil, 2006). Assessing prediction performance, we found that F1 scores (harmonic mean of precision and sensitivity, a measure of specificity and sensitivity of the predictions) were remarkably similar for predictions generated using all metrics or just signaling codons, while the average of randomly sampled features fared substantially worse even when optimally trained (Figure 3B; Table S6A). Other performance measures confirmed this conclusion (Figure S3C), indicating that six signaling codons suffice to distinguish NFκB ligands. Using the same approach,

we examined whether signaling codons suffice to distinguish the doses of each ligand (Figure 3C; Table S6B). The differences in F1 scores of dose predictions generated by classifiers trained using all features versus six signaling codons were minimal.

We quantified the certainty or level of confidence of stimulus classification (classification margin; the probability assigned to the correct class minus the highest probability assigned to any of the incorrect classes) using all features, signaling codons, and subsets of signaling codons (Figure 3D). To examine the necessity of each signaling codon, we computed  $\Delta\Delta$ Mean Margin, which is the difference between the quantities obtained by (1) normalizing the mean classification margin obtained from six signaling codons by subtracting the mean classification margin obtained from all features to compute  $\Delta$ Mean Margin, and (2) normalizing the mean classification margins from all combinations of five signaling codons (all subsets where only one codon is missing). We used  $\Delta\Delta$ Mean Margin to interrogate the necessity of each signaling codon by computing the normalized difference in mean classification margin in the presence (set of six codons) and absence of each codon (all sets of five codons). This analysis revealed the stimulus-specific dependence of the classification certainty on each signaling codon: speed is important in classifying CpG and poly(I:C), peak amplitude is important for classifying Pam3CSK4, and oscillatory dynamics are important for classifying TNF (Figure 3D).

To examine the necessity of each signaling codon in distinguishing doses, we quantified the  $\Delta\Delta$ Mean Margin across all doses for each ligand (Figures 3E, S3E, and S3F). The maximum

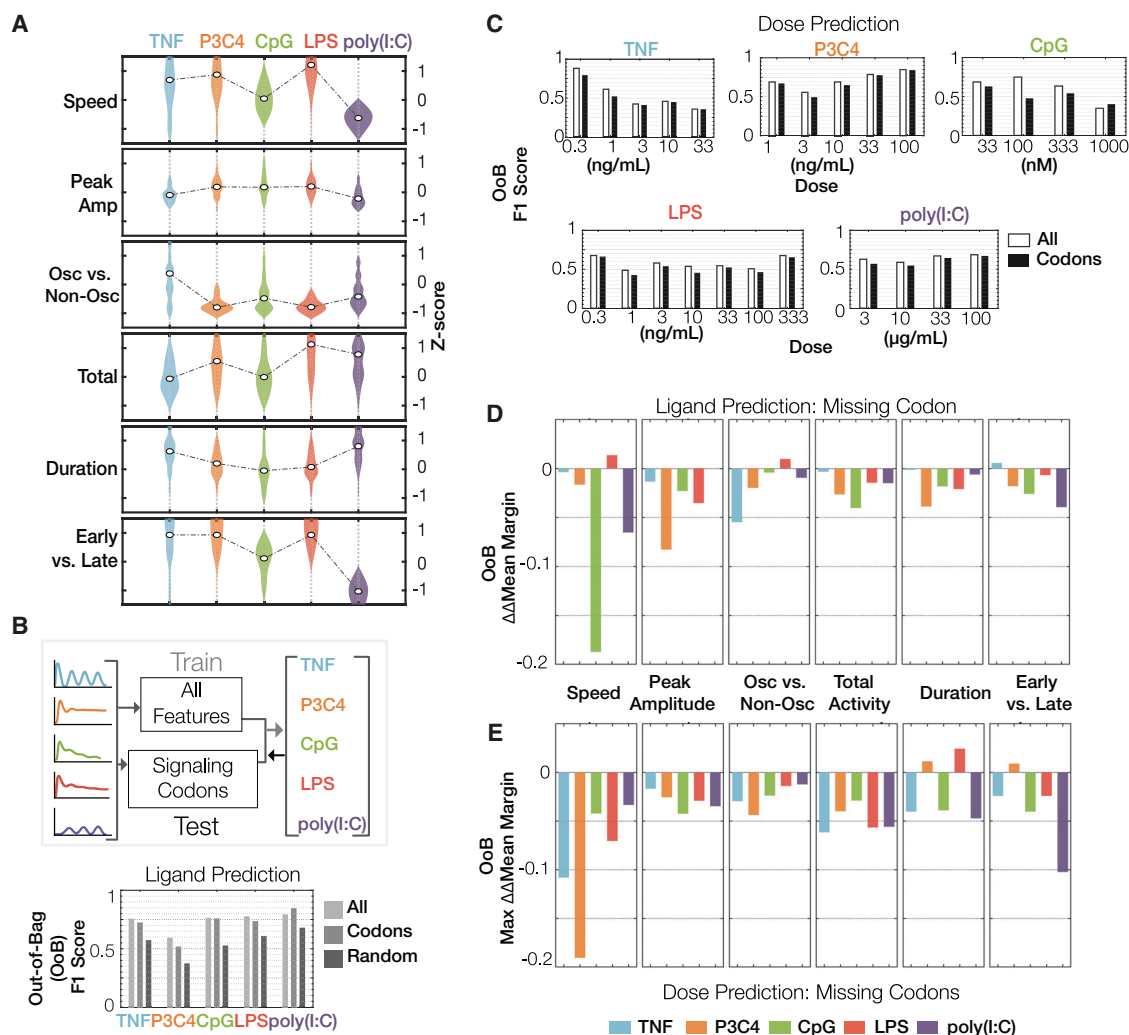

**Figure 3. Six NFκB signaling codons are sufficient to classify immune threats**

(A) Violin plots of dynamical features that optimally encode stimulus-specific NFκB dynamics: activation speed, peak amplitude, oscillatory dynamics, total activity, duration, and ratio of early to late activity. These are termed “signaling codons,” and they are deployed in a stimulus-specific manner, as shown.

(B) Top: schematic of supervised machine learning approach to predict ligand identity using NFκB dynamics. Bottom: F1 scores (harmonic mean of precision and recall) of ligand predictions using either all features or signaling codons alone or random. Models are evaluated on out-of-bag observations.

(C) F1 score of dose predictions for each indicated ligand using either all features or only six signaling codons.

(D) The effect of each signaling codon on the certainty of ligand prediction: the loss in classification confidence when the indicated signaling codon is missing from the set of six (versus all features). Mean classification margin: probability of the correct class minus the highest probability of the incorrect classes; ΔMean Margin: difference in mean classification margin of codon classifier versus all predictors classifier; ΔΔMean Margin: difference in ΔMean Margins when using a classifier with all six signaling codons and with classifiers lacking the indicated signaling codon.

(E) The effect of each signaling codon on the certainty of dose prediction for each ligand: the loss in classification confidence when the indicated signaling codon is missing from the set of six (versus all features).

ΔΔMean Margin across all doses of each ligand revealed that speed is important to distinguish doses of TNF, Pam3CSK4, and LPS, and “early versus late” activity is important to distinguish doses of poly(I:C). Furthermore, this analysis suggests that the importance of a signaling codon for classifying a ligand may differ from its importance in distinguishing the doses of that ligand (Figures 3D and 3E). Using binary classification of stimulated condition versus vehicle control indicated that ligand identification increases with the dose of the stimulus (Figure S3G), confirming the results of the information theoretic analysis (Figure 2D).

### Increased signaling codon confusion in an autoimmune disease model

The availability of a validated machine learning classifier allowed us to quantify not only how precise stimulus identification is, but which other stimuli a given stimulus may be confused with. We characterized the points of confusion by quantifying classification accuracy (precision) in the matrix of five ligands, choosing their highest doses as they are most distinguishable (Figures 4A, S4A, and S4B). Correct classification of ligand identities occurred in the majority, but misclassifications (off-diagonal values) were not uniformly distributed. For example, while

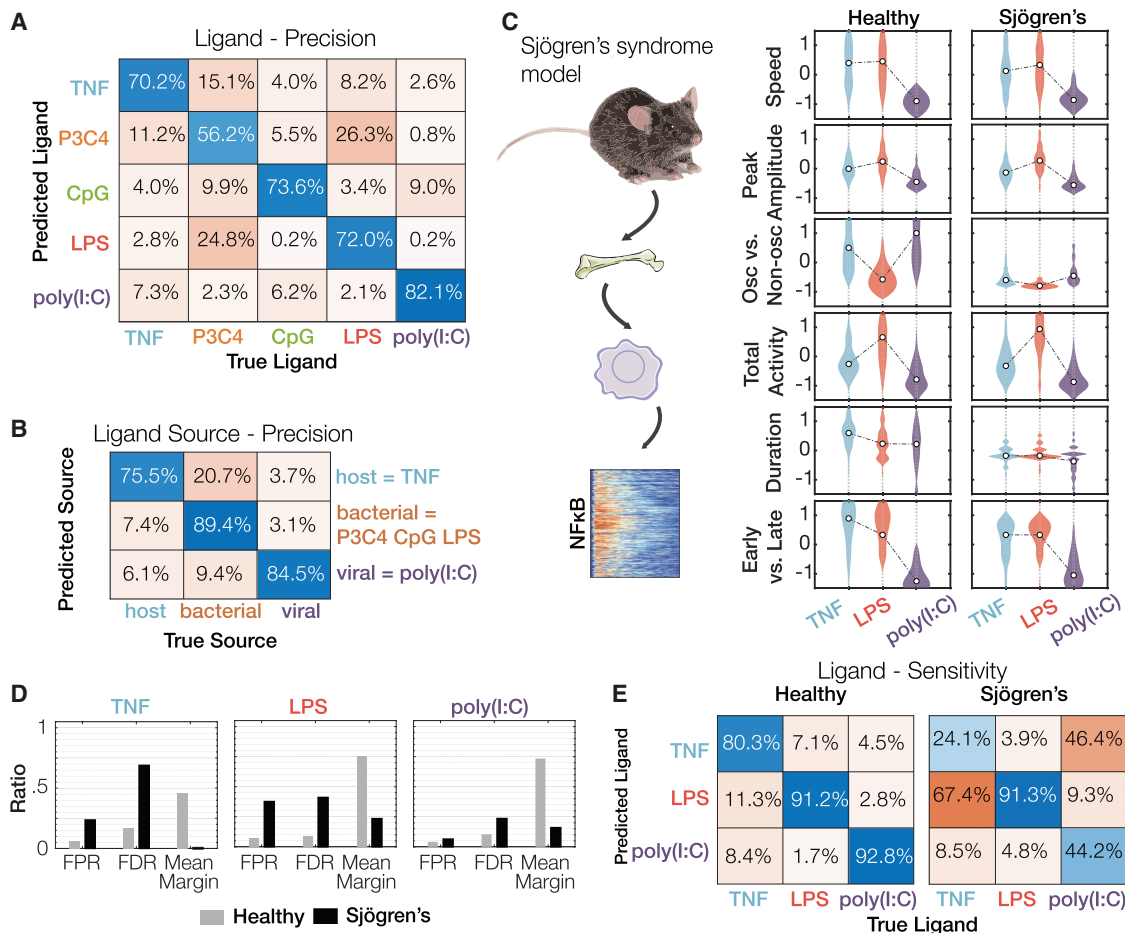

**Figure 4. A Sjögren's syndrome mouse model shows more confusion in classifying immune cytokine TNF and immune threat LPS based on NFκB dynamics**

(A) Confusion matrices showing classification precision of ligand identity information. The machine learning model correctly identifies the ligand identity given an NFκB trajectory a majority of the time with the primary confusion being between bacterial ligands Pam3CSK4 and LPS most apparent. Evaluated by 5-fold cross-validation.

(B) Confusion matrices showing classification precision of ligand source information. Bacterial ligands are generally correctly identified as such. Evaluated by 5-fold cross-validation.

(C) Testing ligand confusion in macrophages isolated from a Sjögren's disease model mouse (Peng et al., 2010). Violin plots depicting the signaling codons deployed by macrophages, derived from healthy or Sjögren's mice, stimulated with TNF, LPS, or poly(I:C).

(D) Classification of ligand identity in healthy and Sjögren mouse model macrophages by a machine learning classifier trained on healthy macrophage data: false positive rate (FPR), false discovery rate (FDR), and mean margin. Evaluated by 5-fold cross-validation and an independent test set (Figure S4).

(E) Confusion matrices for sensitivity/recall for the healthy and Sjögren's macrophage data. Evaluated by 5-fold cross-validation and an independent test set (Figure S4).

confusion of viral PAMP poly(I:C) and bacterial PAMP LPS was rare, it was more common between the bacterial PAMPs, LPS, and Pam3CSK4. Indeed, when we grouped ligands into their source classes such as host (cytokine), bacteria, or virus, we found that bacteria-derived ligands are reliably distinguished and show little confusion with either virus- or host-derived ligands (Figures 4B and S4D). To assess the dependence of classification performance on the number of trajectories, we subsampled the number of trajectories and evaluated the precision and sensitivity of classification (Figures S3H–S3L). This analysis revealed that performance reached saturation with just 50% of the data used in the original model training. Further, we compared the classification performance of

signaling codons to time series data, and time series data transformed by an autoencoder: we found that signaling codons performed as well as time series data (Figure S3K) and fared substantially better than autoencoder-transformed time series data (Figure S3L).

We assessed whether a mouse model of SS (Peng et al., 2010), which mimics genetic variants of the regulatory region of the NFκB regulator IκBα found in human patients (Lisi et al., 2012; Nordmark et al., 2013; Ou et al., 2008; Sisto et al., 2013), may be associated with signaling codon confusion, such that cells exposed to one stimulus might in fact miscommunicate the presence of a different stimulus to nuclear target genes. We bred our mVenus-RelA reporter into this mouse model and

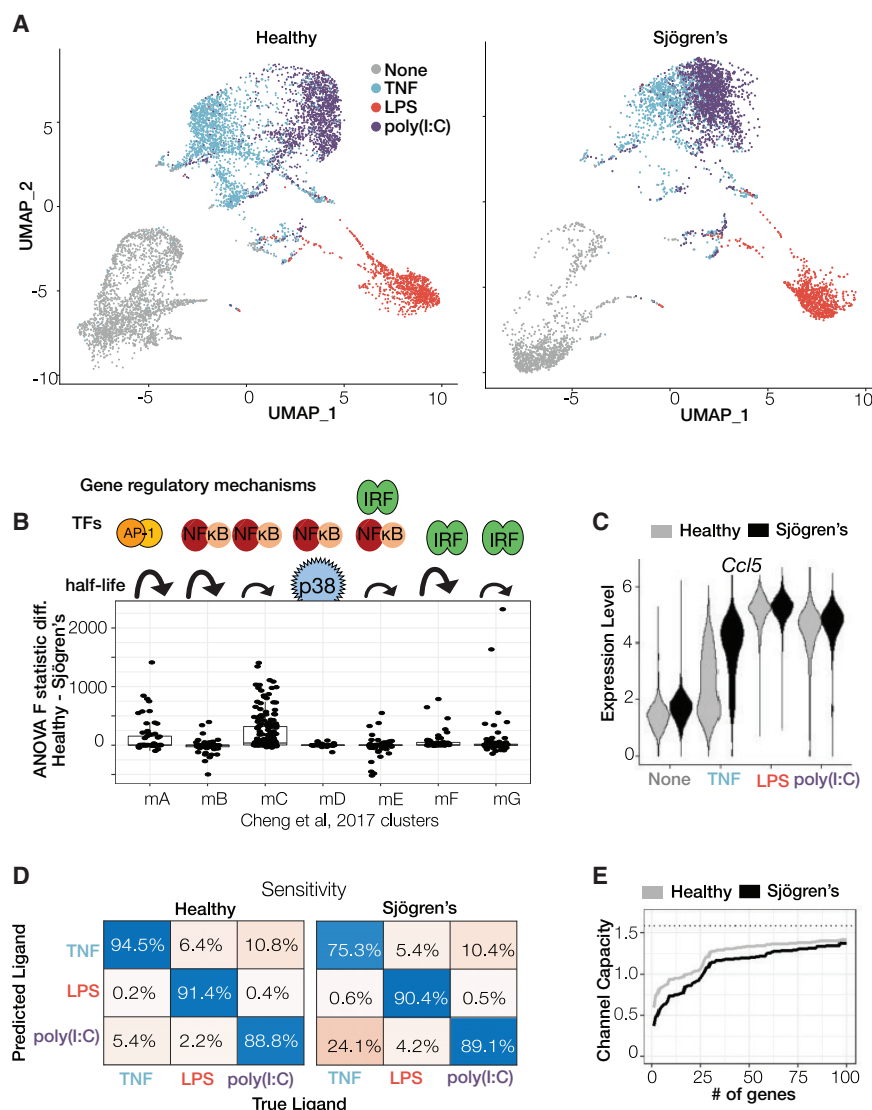

**Figure 5. Stimulus specificity of gene expression responses is diminished in macrophages from a Sjögren's mouse model**

(A) Single-cell RNA sequencing data of healthy and SS BMDMs collected after 8 h of stimulation with indicated ligands is visualized using the UMAP dimensionality reduction technique.

(B) Genes plotted by loss of stimulus specificity (difference of ANOVA F statistic between healthy and SS) in expression, grouped by the indicated gene regulatory clusters identified in Cheng et al., 2017. Positive difference represents greater stimulus specificity in healthy than in SS.

(C) Violin plots depicting the expression of *Ccl5* in individual cells stimulated in indicated conditions.

(D) Confusion matrices from a random forest classifier comparing the distinguishability (sensitivity/recall, a measure of accuracy) of each ligand between healthy and SS. The classifier was trained on top 100 genes and was evaluated using a 30% holdout set.

(E) Comparison of channel capacity (the maximum amount of information about ligand identities that can be abstracted from expression of genes; Mackay, 2003) as a function of the number of genes between Healthy and SS cells. Genes were added by forward selection based on ANOVA F statistic difference ranking. Dotted line represents theoretical maximum for three stimulus conditions.

then derived bone-marrow-derived macrophages for stimulation with the cytokine TNF, the bacterial PAMP LPS, and the viral PAMP poly(I:C) (Figure 4C). Unlike macrophages from healthy mice, these SS macrophages showed non-oscillatory NFκB trajectories in response to all stimuli (Figure S4E). Visualizing the distributions of the six signaling codons revealed that the stimulus-specific deployment of particular NFκB signaling codons was impaired in macrophages from the Sjögren's mouse model (Figure 4C). The stimulus specificity of the “oscillatory” codon was markedly diminished in SS macrophages, and the stimulus specificity of the “duration” and the “early versus late” codon was also affected.

Then, we examined the accuracy of stimulus classification using the ensemble-of-decision-trees algorithm (Table S6C). The mean margin scores of ligand classification were greatly diminished in SS macrophages, concomitant with an elevation in the false positive and false discovery rates for TNF and LPS (Figure 4D). Furthermore, the sensitivity of TNF and poly(I:C) classification in SS macrophages was greatly diminished (24.1%/44.2%, respectively,

signaling codon confusion and mistranslation may play a role in the etiology of sporadic inflammatory diseases.

### NFκB signaling codon confusion diminishes the stimulus specificity of gene expression

We wondered whether the diminished specificity of NFκB activation dynamics affected the stimulus specificity of downstream gene expression. To this end, we stimulated macrophages as before but subjected them to single-cell RNA sequencing (scRNA-seq, using the 10X genomics platform) after 8 h, reasoning that gene expression follows transcription factor activation. After normalizing counts to library size and log transforming, we performed principal-component analysis (PCA) on Z-scored data and displayed the data on two-dimensional UMAP plots using the top 20 principal components (Figure 5A). In healthy macrophages, expression clusters were readily distinguishable between unstimulated cells and cells stimulated with TNF, LPS, or poly(I:C). However, in SS cells, the distinction between TNF and poly(I:C) was slightly diminished.

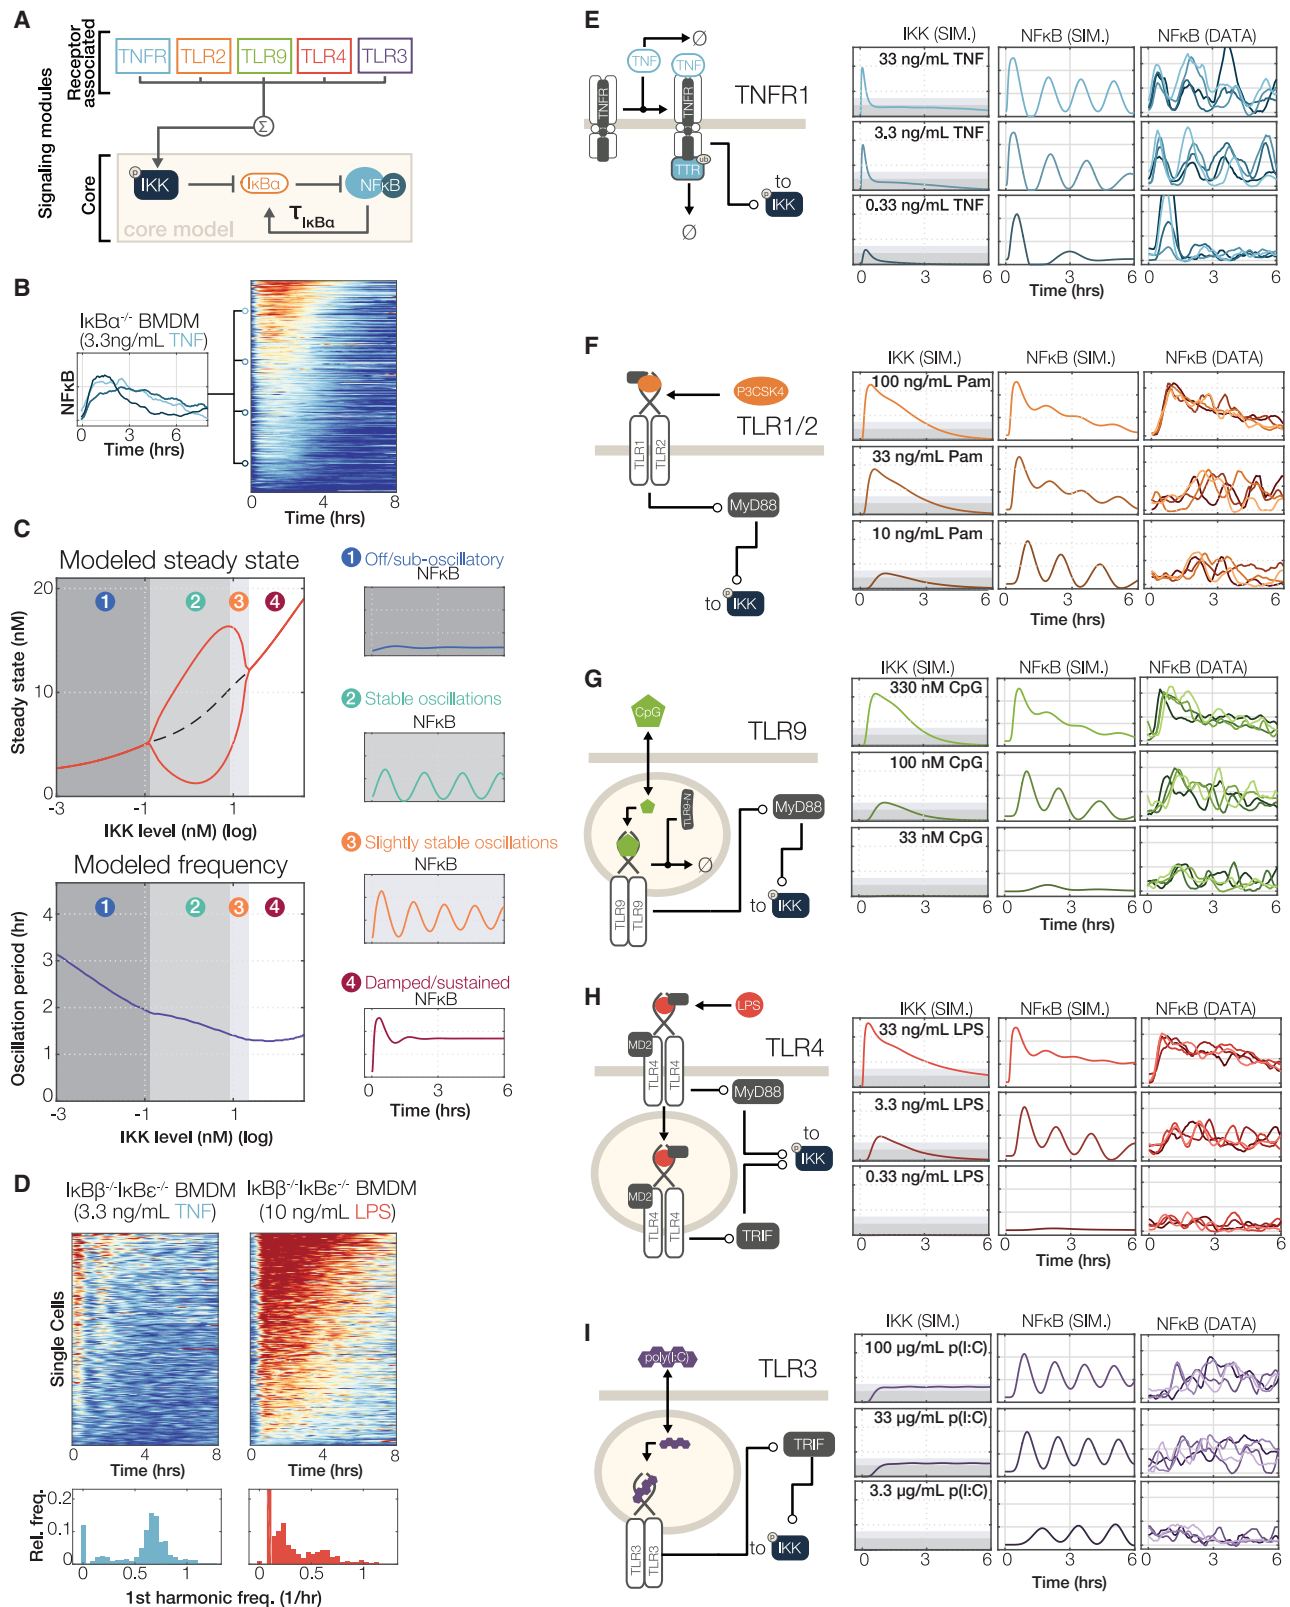

(legend on next page)

We asked which genes may be affected in their expression specificity. We performed ANOVA (Figure S5A) and calculated channel capacity (Figure S5B) for each individual gene using the three stimulus conditions to determine genes that lose specificity in SS macrophages versus control. These two calculations provided a reasonably concordant ranking of genes contributing to differences in expression specificity in healthy versus SS macrophages (Figure S5C). Leveraging the pathway-target gene mapping of Cheng et al., 2017, we found that NF $\kappa$ B target genes with long mRNA half-lives were especially strongly affected in their stimulus specificity (Figure 5B). One example gene ranked highly in loss of stimulus specificity is *Ccl5*, which shows a high degree of heterogeneity in expression in response to TNF, being expressed highly in a minority of cells in healthy macrophages, but in the vast majority of SS macrophages (Figure 5C). Thus, *Ccl5* expression in SS macrophages is less distinguishable in whether it is induced by TNF or poly(I:C).

To characterize the overall stimulus-response specificity of macrophages, we used the top 100 differentially expressed genes ranked by difference in ANOVA F statistic (Figure S5A) to train a random forest classifier with 10-fold cross-validation using 70% of single cells from the healthy macrophage population. Testing the trained model on the remaining held-out data demonstrated that healthy macrophages distinguish between the three stimuli with >90% sensitivity, but testing the model on SS macrophages revealed that >20% of SS macrophages produced indistinguishable gene expression programs in response to TNF and poly(I:C) (Figure 5D). Concordant with the machine learning results, top differentially expressed genes in healthy cells showed greater confusion between TNF and poly(I:C) (Figure S5D), with the classification false positive rate for TNF being about five times higher in SS cells than healthy cells (Figure S5E). In contrast, LPS-induced gene expression remained distinguishable, presumably because the LPS-specific MAPK38 pathway provides for several LPS-specific induced genes regardless of altered NF $\kappa$ B dynamics (Figure 5B). The reduction in channel capacity was robust to subsampling the number of cells for which we had data (Figure S5F). Interestingly, the confusion was driven by the loss of stimulus-specific information associated with dozens of genes, as SS macrophages performed almost as well as healthy controls when considering just 100 genes (Figure 5E). Examining the genes that are more specific in healthy than in SS macrophages revealed gene

ontology terms such as innate immune response (Figure S5G) and IRF binding motifs (Figure S5H) that are enriched in their regulatory regions. This suggests that the confusion of NF $\kappa$ B signaling oscillatory and duration codons diminishes the stimulus specificity of interferon stimulatory genes (ISGs) via the inappropriate expression of type I interferon. Type I interferon has long been associated with Sjögren's pathologies (Marketos et al., 2019; Muskardin and Niewold, 2018).

### Molecular circuits that produce signaling codons

Having identified essential dynamical features of NF $\kappa$ B activity for encoding ligand identity and dose, we sought to understand the molecular mechanisms that provide for the diversity of stimulus-specific dynamics. The known topology of the NF $\kappa$ B network is that signals emanating from receptor-associated signaling modules converge to activate canonical IKK, which functions as the input to the I $\kappa$ B-NF $\kappa$ B signaling module whose most prominent regulator is I $\kappa$ B $\alpha$  (Figures 6A and S6A). A prominent signaling codon that distinguishes the cytokine TNF from PAMPs is the oscillatory content. Using macrophages from an I $\kappa$ B $\alpha$ -deficient mouse (interbred with the mVenus-RelA reporter, see STAR Methods), we found at the single-cell level that oscillatory dynamics are dependent on I $\kappa$ B $\alpha$  negative feedback (Figure 6B), in agreement with prior population level experiments (Fagerlund et al., 2015; Hoffmann et al., 2002).

Then, we asked whether the I $\kappa$ B $\alpha$  feedback loop may also mediate non-oscillatory responses characteristic of PAMPs or whether other I $\kappa$ B isoforms may be required. After adapting the mathematical model of the negative-feedback containing IKK-I $\kappa$ B $\alpha$ -NF $\kappa$ B signaling module to the primary macrophage (see STAR Methods), we examined its dynamical properties using Hopf-bifurcation analysis, specifically the propensity for oscillatory responses as a function of the magnitude of IKK activity (Figure 6C). The first bifurcation point defines the threshold between (1) "off" (indistinguishable from baseline activity) and (2) an oscillatory steady-state. As IKK activity increases, oscillation troughs rise in amplitude (3) though the period changes little. The second bifurcation point occurs as the system shifts to highly damped oscillations (4). Our analysis thus led to the prediction that non-oscillatory NF $\kappa$ B responses of LPS are not mediated by other I $\kappa$ B isoforms (I $\kappa$ B $\beta$  and I $\kappa$ B $\epsilon$ ), as previously hypothesized (Kearns et al., 2006; Thompson et al., 1995), but that the NF $\kappa$ B-I $\kappa$ B $\alpha$  feedback circuit alone could sustain such non-oscillatory behavior. To

**Figure 6. Kinetic models of receptor-associated signaling modules share circuit design principles that generate NF $\kappa$ B signaling codons in a stimulus-specific manner**

(A) A simple schematic suggesting that NF $\kappa$ B control is mediated by two regulatory networks: the core I $\kappa$ B $\alpha$ -NF $\kappa$ B signaling module is downstream of receptor-associated signaling modules. Receptor-associated signaling modules determine IKK activity over time. Within the core module, IKK activity destabilizes I $\kappa$ B $\alpha$ , freeing NF $\kappa$ B to translocate to the nucleus, where it induces expression of I $\kappa$ B $\alpha$ .  
(B) The I $\kappa$ B $\alpha$ -feedback is required for generating the oscillatory component of NF $\kappa$ B dynamics characteristic of the response to TNF. Single-cell trajectories and heatmaps of NF $\kappa$ B responses to 3.3 ng/mL TNF in BMDMs derived from RelA<sup>Venus</sup>, I $\kappa$ B $\alpha$ -deficient mouse.  
(C) A mathematical model predicts bifurcating behavior in NF $\kappa$ B dynamics based on the level of IKK activation. Left: model steady-state values and primary oscillation frequency are shown as a function of sustained IKK level (Hopf bifurcation analysis). Right: single simulated trajectories of IKK and NF $\kappa$ B activation, at each of four regimes identified in the steady-state diagram.  
(D) The I $\kappa$ B $\alpha$  feedback loop is sufficient to sustain the non-oscillatory characteristic of the NF $\kappa$ B response to LPS. Single-cell heatmaps of NF $\kappa$ B responses to 3.3 ng/mL TNF and 10 ng/mL LPS in BMDMs derived from a RelA<sup>Venus</sup>I $\kappa$ B $\beta$ <sup>-/-</sup>I $\kappa$ B $\epsilon$ <sup>-/-</sup> mouse. Below each heatmap, a histogram indicates each cell's first harmonic showing relative proportions of oscillatory cells ( $n > 400$  individual cells for each experiment, representative of two independent replicates).  
(E-I) Simplified schematics showing salient features of TNF, TLR1/2, TLR9, TLR4, and TLR3 signaling pathways, and the simulated IKK and NF $\kappa$ B activity (left/middle) and four measured median cell NF $\kappa$ B trajectories (right) at each of three log-spaced (TNF and TLR4) or four half-log-spaced (TLR9, TLR1/2, and TLR3) doses of each receptor's cognate ligand. The complete reaction sets of the model are described in STAR Methods and Table S7.

test this hypothesis, we bred our RelA-mVenus reporter into *IkBb<sup>-/-</sup>IkBε<sup>-/-</sup>* mice and measured single-cell responses to TNF and LPS (Figure 6D). In this genotype, TNF induced an even higher fraction of oscillatory cells (95% versus 75% in wild-type, Figure 1G), while LPS responses were, as before, largely non-oscillatory. We conclude that both oscillatory and non-oscillatory NFκB dynamics may be generated by the IκBα-NFκB signaling module; the deployment of the oscillatory signaling codon is determined merely by controlling the amount of IKK activity over time.

To build a full, multi-stimulus model capable of generating proper IKK activity time courses in response to any of the ligands and doses used in this study, we carefully examined the regulatory mechanisms associated with each ligand receptor (Figure S6A) and drafted ordinary differential equations to describe them. Parameter values were based on prior literature (Table S7) and adjusted to produce model simulations of NFκB that qualitatively matched trajectories of median-responding cells in each tested condition (Figures 6E–6I). For TNF and LPS, available literature datasets on receptor and IKK dynamics were fit (Figures S6B and S6C). Within the core IKK-IκB-NFκB module, multi-parameter sampling confirmed that the oscillatory-non-oscillatory distinction based on the magnitude of IKK activity was a robust feature (Figure S6D). This conclusion was further supported by the observation that when macrophages are co-stimulated with oscillation-producing TNF and the non-oscillatory dynamics producing CpG, the resulting NFκB trajectories are non-oscillatory (Figure S7A). Quantitative analysis of these data revealed that the distributions of the “oscillatory,” “duration,” “speed,” and “early versus late” codons are nearly indistinguishable in response to CpG + TNF and CpG alone, though they are distinguishable in response to TNF alone (Figure S7B). In addition, model-simulated IKK trajectories (Figures 6E–6I) were tested at key time points using immunoblotting of the active, phosphorylated IKK species (Figures S7C–S7G) and revealed a general concordance in this semiquantitative comparison. While this increases our confidence in the insights derived from the model, we cannot rule out alternative models or mechanisms.

Signaling within each signaling module is governed largely by the kinetic properties of a few constituents such as ligand half-life, receptor downregulation and replenishment, and the dose response properties of the receptor-associated signaling adaptor. For example, in the case of TNF, rapid receptor downregulation and short ligand half-life (Cheong et al., 2006; Werner et al., 2008) diminish IKK activity into a regime that allows for deployment of the “oscillatory” codon and the dose-dependent deployment of the “duration” codon, respectively (Figure 6E). For Pam3CSK4 and CpG (Figures 6F and 6G), the signaling characteristics of cooperative adaptor interactions lead to digital dose response behavior (Cheng et al., 2015) and low values for the “oscillatory” (due to high IKK activity) and “duration” codons at high doses. In the case of LPS-TLR4 (Figure 6H), the combination of ultrasensitive and linear dose response behavior of MyD88 and TRIF adaptors (Cheng et al., 2015; Kellogg et al., 2015), aided by CD14-mediated TLR4 internalization (Zanoni et al., 2011), provide for dose-dependent deployment of the “oscillatory” and “total activity” signaling codons. In contrast, endosomal availability of TLR3 and poly(I:C) (O’Mahony et al., 2008)

limit the “response speed” codon but allow for long duration (Figure 6I). Overall, the comparison of five signaling modules revealed shared molecular circuit design principles whose pathway-specific parameter values yield diverse ligand- and dose-specific deployment of NFκB signaling codons.

### Oscillatory NFκB dynamics are a hallmark of paracrine TNF signaling

Overall, model simulations qualitatively matched measured trajectories at the respective doses. However, we identified a notable discrepancy in the responses of the MyD88-dependent pathway downstream of TLR9 at low doses (33 nM CpG, Figure 6G). Simulations in this condition did not show substantial NFκB activation, but the measured trajectories showed oscillatory responses.

To address this discrepancy, we noticed that within the population of diverse responses to CpG, oscillatory trajectories were generally slightly delayed compared to transient and non-oscillatory trajectories (Figure 7A). We therefore wondered whether cytokine feedback, especially by TNF (Caldwell et al., 2014), not represented in the simple mathematical models might be responsible for this discrepancy between model simulations and experimental observations. Indeed, we found that a small but statistically significant amount of TNF was detectable in the cell culture medium at the early 5-min time point of CpG stimulation (Figure 7B). Furthermore, flow cytometry for the TNF receptor revealed a rapid internalization of TNFR1 not only in response to TNF but also CpG, which was also TNF-dependent (Figure 7C). To test whether paracrine TNF signaling was in fact responsible for oscillatory NFκB responses, we measured single-cell dynamic responses to CpG in the presence or absence of saturating levels of recombinant soluble TNFR2 (Figure 7D). We noted a substantial decrease in oscillatory trajectories, and the fraction of non-responding cells increased in the TNF blocking condition (Figures 7D and 7E). Similar observations were made with LPS (Figures S7H and S7I). Our data suggest that TNF produces oscillatory NFκB activity within cell populations exposed to low levels of CpG. We imagine that cells, which are unresponsive to CpG due to, for example, low TLR9 levels, may still respond to TNF produced by cells in the population that are responsive to CpG, possibly because of higher levels of TLR9 (Figure 7F). Thus, in the context of MyD88-mediated PAMPs, oscillatory NFκB may be an indicator of paracrine signaling by host factor TNF.

### DISCUSSION

In this work, we report the identification of six dynamical features that characterize complex, stimulus-specific time-course trajectories of NFκB activities in single primary macrophage cells. Using information-theoretic and machine learning approaches, we show that these function as codewords (termed “signaling codons”) to convey information about the extracellular environment to nuclear target genes. In an inflammatory disease mouse model, diminished ligand-specific deployment of two signaling codons—“oscillation” and “duration”—results in greater confusion of ligand sensing and diminished stimulus specificity in gene expression that may contribute to the pathology. Our investigation of the molecular mechanisms underlying

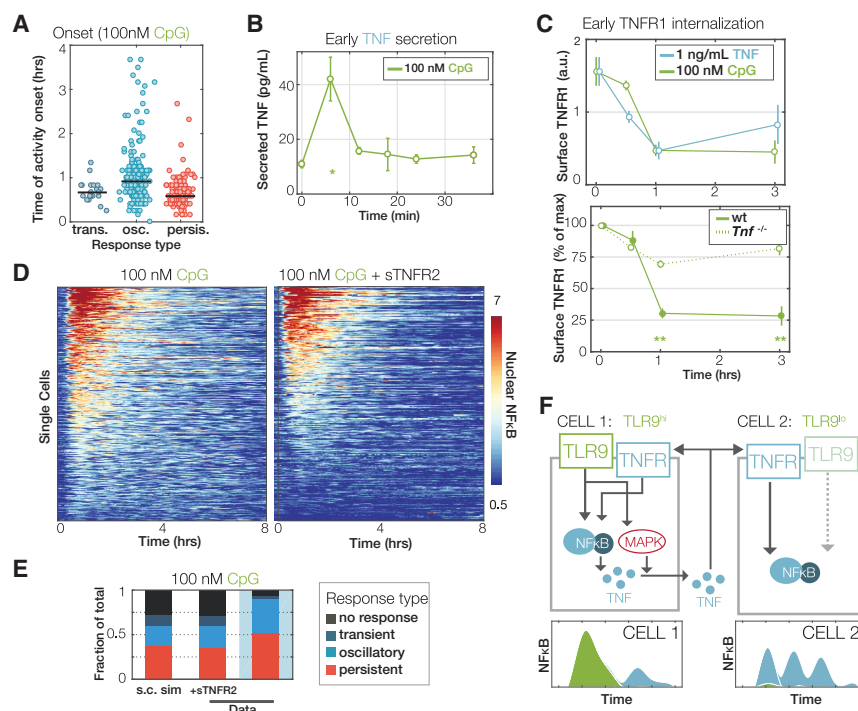

**Figure 7. Oscillatory NFκB in response to PAMPs is a hallmark of feedforward TNF**

(A) Activity onset times in single-cell NFκB responses to 100 nM CpG, grouped by dynamic subtypes of the response (persistent, oscillatory, or transient).

(B) Early-phase TNF secretion dynamics from macrophages stimulated with 100 nM CpG, as measured by ELISA.

(C) Top: median surface TNFR1 expression over time in BMDMs exposed to 1 ng/mL TNF or 100 nM CpG, monitored by flow cytometry. Bottom: median surface TNFR1 expression over time in wild-type or *Tnf*<sup>-/-</sup> BMDMs in response to 100 nM CpG (scaled to receptor levels before treatment). Error bars show standard deviations across three independently performed experiments, and double asterisks indicate a p value <0.001 using a Student's t test comparing wild-type and *Tnf*<sup>-/-</sup> levels at a particular timepoint.

(D) Single-cell heatmaps of NFκB activation in RelA<sup>VV</sup> BMDMs in response to 100 nM CpG, with or without feedforward TNF signaling blocked using saturating amounts (5 mg/mL) of soluble TNFR2 co-injected with treatment.

(E) Proportions of NFκB dynamic subtypes (off, transient, oscillatory, or persistent) as quantified from the data in (D).

(F) Schematic depicting two cells. One cell (left) responds to CpG by activating NFκB and producing TNF that may act upon it in an autocrine manner. Another cell (right) does not respond to CpG (possibly because of low TLR9 expression), but responds to paracrine TNF and hence produces oscillatory NFκB activity.

responds to CpG by activating NFκB and producing TNF that may act upon it in an autocrine manner. Another cell (right) does not respond to CpG (possibly because of low TLR9 expression), but responds to paracrine TNF and hence produces oscillatory NFκB activity.

the stimulus-specific generation of NFκB signaling codons revealed simple circuit motifs responsible for each; and it revealed that NFκB oscillations observed in macrophages are in fact often a hallmark of paracrine TNF.

These findings were made possible by our development of experimental and computational tools that provided an unprecedented quantity and quality of experimental data of NFκB in primary cells responding to diverse immune threats. As cell lines show reduced responsiveness (Cheng et al., 2015), and ectopic expression of reporters can lead to artifactual oscillatory dynamics (Barken et al., 2005), we generated the NFκB RelA<sup>VV</sup> mouse strain allowing us to image primary macrophages, the cell type that functions as the sentinels of the immune system. We were able to study the specificity of NFκB responses to many stimulus conditions encompassing multiple doses of pathogen-derived and host-derived ligands to which these primary macrophages respond vigorously. A robust automated image analysis pipeline, and described information-theoretic analysis and machine learning classification workflows, enabled a rigorous, quantitative analysis of over 4.9 million single-cell data points derived from 44 distinct time-course conditions, not including biological replicates.

To identify signaling codons, i.e., informative dynamical features, we employed an information theoretic framework. Previous applications of an information theoretic framework related the timeseries of nuclear NFκB abundance at either one or several time points to different doses of stimulus (Cheong et al., 2011; Selimkhanov et al., 2014). While it was shown that time course measurements can provide more information about ligand and dose than a single time point (Selimkhanov et al., 2014), it remained unclear which dynamical features are important in conveying this

information. Prior studies sought to characterize temporal NFκB trajectories in terms of *ad hoc*-defined dynamical features such as duration (Hoffmann et al., 2002; Werner et al., 2005) or “inter-peak time/frequency” (Hughey et al., 2015). However, these features were not tested for information content, though some appear to correlate with gene expression responses (Lane et al., 2017; Martin et al., 2020). Our datasets and analytical workflow allowed for an unbiased evaluation of hundreds of potential features and yielded six that essentially define stimulus-specific NFκB dynamics for the five ligands at multiple doses tested here. As these dynamic signaling features optimally provide the nucleus with information about the extracellular environment, they are codewords of a signaling code. We showed that signaling codons identified by the information-theoretic approach are sufficient for a machine to learn to correctly classify NFκB trajectories in terms of stimulus and dose. Interestingly, inter-peak time or “period” were not represented (i.e., frequency is not stimulus specific), but instead, the presence or absence of oscillatory content emerged as an important signaling codon—it is key to distinguishing PAMP-responsive and cytokine TNF-responsive NFκB dynamics. It will be of interest if additional datasets from macrophages or other cell types will yield additional codewords of the NFκB signaling code.

We have begun to characterize the key mechanisms that encode the six signaling codons of the NFκB signaling code. Building upon prior mathematical models that have investigated NFκB dynamics in response to a single ligand in immortalized cell lines (Basak et al., 2012), the model presented here recapitulates both oscillatory and non-oscillatory trajectories in primary macrophages in response to five ligands at several different doses and provides insights into the molecular mechanisms.

As the I $\kappa$ B-NF $\kappa$ B signaling module is common to all stimulus-response pathways, and the I $\kappa$ B $\alpha$  negative feedback loop indeed supports both oscillatory and non-oscillatory activities (our finding), stimulus-specific deployment of the six signaling codons depends on the biochemical characteristics of components in the receptor-associated signaling modules. Key characteristics are (1) the ligand half-life, as short half-lives (e.g., TNF) render the duration of the response dependent on stimulus concentration (Barken et al., 2005; Cheong et al., 2006); (2) the receptor translocation and replenishment rates that may either allow for post-stimulation shutdown or second phase signaling (Becker et al., 2010); (3) the dose response of the adaptor (TRAFs, MyD88, TRIF), as, for example, oligomerized MyD88 tends to digitize responses, but TRIF does not (Cheng et al., 2015); and (4) the deactivation kinetics of adaptors and ubiquitin chain networks that are likely key determinants of the termination of signaling but require further biochemical characterization. While the present model qualitatively recapitulates representative NF $\kappa$ B trajectories for each stimulus, developing a model that quantitatively recapitulates the heterogeneous population response will require innovations in parameter fitting such a large model and in developing an objective function that captures biological meaningful information of each stimulus response.

It is well established that the temporal trajectories of NF $\kappa$ B activity are correlated with gene expression (Gutschow et al., 2019; Hoffmann et al., 2002). Prior work has described molecular mechanisms that particular target genes employ to “decode” specific NF $\kappa$ B signaling codons. “Peak amplitude/fold change” for example, was described to be sensed effectively by an incoherent feedforward loop involving the NF $\kappa$ B-responsive generation of p50 homodimers (Lee et al., 2014a). Stimulus-specific duration was found to be differentiated by two mechanisms; whereas stimulus-specific expression of core regulators of the inflammatory response was mediated by an mRNA half-life of a few hours, pro-inflammatory initiators tend to employ a chromatin-based mechanism that involves the movement of a nucleosome (Sen et al., 2020). However, the oscillatory/non-oscillatory codon does not seem to control the stimulus-specific expression of NF $\kappa$ B primary response target genes (Barken et al., 2005). Our scRNA-seq data indicate that the stimulus-specific deployment of the oscillatory codon is critical to ensuring the stimulus-specific activation of the IRF/IFN pathway. This is an important insight that may explain the connection between inflammatory dysregulation of NF $\kappa$ B and the interferon dysregulation associated with autoimmune disease (Markatos et al., 2019; Muskardin and Niewold, 2018). However, the mechanism by which the “oscillatory” codon is decoded by immune response genes requires further study. Because immune response genes are regulated by multiple transcription factors, the misregulation of one may not result in misregulated immune response gene expression.

A hallmark of all single-cell datasets is the heterogeneity within an isogenic, identically stimulated population. Hence, it is not surprising that the stimulus specificity of the dynamical features identified here is by no means perfect, and that a machine learning classifier applied to all features or the six most informative signaling codons revealed some confusion, particularly among the NF $\kappa$ B responses to three bacterial PAMPs. Confusion here means, for example, that some (but not all) cells

stimulated with CpG produce NF $\kappa$ B responses that are indistinguishable from some (but not all) cells stimulated with Pam3CSK4. We suggest that the capacity (or lack thereof; i.e., confusion) for mounting specific responses is a fundamental, functional characteristic of macrophages as immune sentinel cells. Furthermore, given a macrophage’s functional plasticity, we expect that this capacity for stimulus discrimination be similarly tuned—determined by the context of microenvironmental cytokines and exposure histories. In this study, macrophages derived from a mouse model of the systemic inflammatory disease, Sjögren’s syndrome, showed increased levels of ligand confusion. This particular model involves genetic variants in the I $\kappa$ B $\alpha$  promoter, but the impact on NF $\kappa$ B signaling dynamics at the single-cell level was unknown. While cells are capable of responding to diverse immune threats, the reduction in specificity adds to our understanding of this systemic autoimmune disease and may contribute to its etiology. Future studies will address whether other autoimmune or inflammatory diseases may in fact be triggered by a diminished response specificity or increased confusion to diverse immune stimuli.

### Limitations of study

The present study identifies six informative dynamical features (signaling codons) within diverse temporal NF $\kappa$ B activation dynamics in macrophages. It is likely that in other stimulus conditions or cell types, or when studying other signal transducers, other dynamical features may be identified that are critical for accurate classification of immune threats. Thus, signaling codes are not as universal and uniformly precise as the genetic code, but context dependent, evolving, and subject to imprecision, as oral language. While we show that the stimulus-specific deployment of two signaling codons is defective in macrophages derived from a Sjögren’s mouse model, we have not shown whether or how that defect causally relates to the reported loss in stimulus-specific gene expression. Furthermore, whether or how those molecular-level observations causally relate to the pathology of Sjögren’s syndrome in humans requires further study—the current work merely motivates the articulation of a hypothesis: that the etiology of some inflammatory diseases may be signal confusion based on defective signaling codon deployment.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials availability
  - Data and code availability
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Mouse models
  - Macrophage cell culture
- METHOD DETAILS
  - Biochemical assays
  - Live-cell imaging

- Measurement of TNF secretion and surface TNF receptor expression
- Measurement of single cell RNA-seq expression
- **QUANTIFICATION AND STATISTICAL ANALYSIS**
  - Image analysis
  - Channel capacity calculation and signaling codon identification
  - Machine learning classification
  - Analysis of single cell RNA-seq data
  - Mathematical modeling

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.immuni.2021.04.011>.

## ACKNOWLEDGMENTS

We thank laboratory members, especially Quen Cheng and Ying Tang, as well as Roy Wollman (UCLA) and Eric Deeds (UCLA), for critical discussion and reading of the manuscript. The work was supported by NIH training grants for MSTPs (T32GM008042 to A.A. and K.M.S.), Vascular Biology (T32HL069766 to A.A.), and Systems Biology (T32GM008185 to K.M.S.), an NIH NRSA Predoctoral Fellowship to A.A. (F31AI138450), a postdoctoral fellowship from the Deutsche Forschungsgemeinschaft (DFG, German Research Foundation, 419234150) to S.L., and NIH grants to A.H. (R01GM117134 and R01AI127864).

## AUTHOR CONTRIBUTIONS

B.T. designed the Rel<sup>ΔV</sup> mouse, developed the cell imaging and image analysis workflow to generate a first replicate dataset, and developed the information theoretic workflow and the mathematical model. A.A. developed the machine learning workflow, produced replicate imaging datasets, and performed imaging and analytical work with the Sjögren's mouse model. K.M.S. performed the experimental and analytical work of single-cell RNA sequencing. Y.L. performed the flow cytometry and ELISA experiments. S.L. performed IKK immunoblot analysis. A.A., B.T., and A.H. wrote the paper, and all authors proofed the paper.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

## INCLUSION AND DIVERSITY

One or more of the authors of this paper self-identifies as an underrepresented ethnic minority in science. One or more authors received support from a program designed to increase minority representation in science. While citing references scientifically relevant for this work, we also actively worked to promote gender balance in our reference list.

Received: June 1, 2020

Revised: December 21, 2020

Accepted: April 13, 2021

Published: May 11, 2021

## REFERENCES

- Akosa, J.S. (2017). Predictive Accuracy: A Misleading Performance Measure for Highly Imbalanced Data. *SAS Glob. Forum* 942, 1–12.
- Alpaydin, E. (2014). *Introduction to Machine Learning* (MIT Press).
- Ashall, L., Horton, C.A., Nelson, D.E., Paszek, P., Harper, C.V., Sillitoe, K., Ryan, S., Spiller, D.G., Unitt, J.F., Broomhead, D.S., et al. (2009). Pulsatile stimulation determines timing and specificity of NF- $\kappa$ B-dependent transcription. *Science* 324, 242–246.
- Barken, D., Wang, C.J., Kearns, J., Cheong, R., Hoffmann, A., and Levchenko, A. (2005). Comment on “Oscillations in NF- $\kappa$ B signaling control the dynamics of gene expression”. *Science* 308, 52a.
- Basak, S., Behar, M., and Hoffmann, A. (2012). Lessons from mathematically modeling the NF- $\kappa$ B pathway. *Immunol. Rev.* 246, 221–238.
- Bauer, J., Bahmer, F.A., Wörl, J., Neuhuber, W., Schuler, G., and Fartasch, M. (2001). A strikingly constant ratio exists between Langerhans cells and other epidermal cells in human skin. A stereologic study using the optical disector method and the confocal laser scanning microscope. *J. Invest. Dermatol.* 116, 313–318.
- Becker, V., Schilling, M., Bachmann, J., Baumann, U., Raue, A., Maiwald, T., Timmer, J., and Klingmüller, U. (2010). Covering a broad dynamic range: Information processing at the erythropoietin receptor. *Science* 328, 1404–1408.
- Behar, M., and Hoffmann, A. (2010). Understanding the temporal codes of intra-cellular signals. *Curr. Opin. Genet. Dev.* 20, 684–693.
- Behar, M., Barken, D., Werner, S.L., and Hoffmann, A. (2013). The dynamics of signaling as a pharmacological target. *Cell* 155, 448–461.
- Burbelo, P.D., Ambatipudi, K., and Alevizos, I. (2014). Genome-wide association studies in Sjögren's syndrome: What do the genes tell us about disease pathogenesis? *Autoimmun. Rev.* 13, 756–761.
- Caldwell, A.B., Cheng, Z., Vargas, J.D., Birnbaum, H.A., and Hoffmann, A. (2014). Network dynamics determine the autocrine and paracrine signaling functions of TNF. *Genes Dev.* 28, 2120–2133.
- Caruana, R., and Niculescu-Mizil, A. (2006). An empirical comparison of supervised learning algorithms. *Proc. 23rd Int. Conf. Mach. Learn. C*, 161–168.
- Cheng, Z., Taylor, B., Ourthiague, D.R., and Hoffmann, A. (2015). Distinct single-cell signaling characteristics are conferred by the MyD88 and TRIF pathways during TLR4 activation. *Sci. Signal.* 8, ra69.
- Cheng, C.S., Behar, M.S., Suryawanshi, G.W., Feldman, K.E., Spreafico, R., and Hoffmann, A. (2017). Iterative Modeling Reveals Evidence of Sequential Transcriptional Control Mechanisms. *Cell Syst.* 4, 330–343.e5.
- Cheong, R., Bergmann, A., Werner, S.L., Regal, J., Hoffmann, A., and Levchenko, A. (2006). Transient I $\kappa$ B kinase activity mediates temporal NF- $\kappa$ B dynamics in response to a wide range of tumor necrosis factor- $\alpha$  doses. *J. Biol. Chem.* 281, 2945–2950.
- Cheong, R., Rhee, A., Wang, C.J., Nemenman, I., and Levchenko, A. (2011). Information transduction capacity of noisy biochemical signaling networks. *Science* 334, 354–358.
- Covert, M.W., Leung, T.H., Gaston, J.E., and Baltimore, D. (2005). Achieving stability of lipopolysaccharide-induced NF- $\kappa$ B activation. *Science* 309, 1854–1857.
- De Lorenzi, R., Gareus, R., Fengler, S., and Pasparakis, M. (2009). GFP-p65 knock-in mice as a tool to study NF- $\kappa$ B dynamics in vivo. *Genesis* 47, 323–329.
- Fagerlund, R., Behar, M., Fortmann, K.T., Lin, Y.E., Vargas, J.D., and Hoffmann, A. (2015). Anatomy of a negative feedback loop: the case of I $\kappa$ B $\alpha$ . *J. R. Soc. Interface* 12, 0262.
- Gutschow, M.V., Mason, J.C., Lane, K.M., Maayan, I., Hughey, J.J., Bajar, B.T., Amatya, D.N., Valle, S.D., and Covert, M.W. (2019). Combinatorial processing of bacterial and host-derived innate immune stimuli at the single-cell level. *Mol. Biol. Cell* 30, 282–292.
- Hastie, T., Tibshirani, R., and Friedman, J. (2001). *The Elements of Statistical Learning*. *Mathematical Intelligencer*. 27, 83–85.
- Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y.C., Laslo, P., Cheng, J.X., Murre, C., Singh, H., and Glass, C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol. Cell* 38, 576–589.
- Hoffmann, A., and Baltimore, D. (2006). Circuitry of nuclear factor  $\kappa$ B signaling. *Immunol. Rev.* 210, 171–186.
- Hoffmann, A., Levchenko, A., Scott, M.L., and Baltimore, D. (2002). The I $\kappa$ B-NF- $\kappa$ B signaling module: temporal control and selective gene activation. *Science* 298, 1241–1245.

How the deposited data were processed for this re-analysis (not part of the article)

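The single-cell RNA-seq data consist of 2 libraries, 1 of WT and 1 of SS bone marrow-derived macrophages, each pooled from 4 hashtagged groups (unstimulated, TNF, LPS and poly(I:C)). The imaging, modeling and bulk measurements of the paper were not analysed here. The authors aligned the reads to mm10 with Cell Ranger 4.0 and deposited raw UMI counts for 32285 genes and 4 hashtags per cell barcode, and these counts had not yet been through the filters that the methods state. The deposited counts were filtered as in the methods, with at least 1500 features per cell and over 75% of hashtag counts from 1 barcode, which left 11639 of 14575 barcodes. Barcodes under 1500 features numbered 1089 in WT and 796 in SS. Genes are named as the files list them, and their places were taken from GENCODE M21 for GRCm38, in which 32158 of the gene identifiers were found.

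Counts were scaled to 10000 per cell and transformed to ln(1 + counts per 10000). Sums over the cells of a group were scaled to counts per 1000000 (CPM). Intervals of 95% are exact Poisson intervals for counts, exact binomial (Clopper-Pearson) intervals for shares, Newcombe intervals for differences of shares and exact conditional intervals for ratios of counts. The interval of a difference of CPM was combined from the exact Poisson intervals of its terms. Where a count was 0, the limit given is the upper end of its exact binomial interval. With 1 library per condition, no p-value was computed. The intervals take each cell or UMI as an independent count. They cover counting error within these libraries, not the spread between mice or captures, also where they do not overlap or exclude 0. Depth per cell differed between the libraries, so shares of cells, neighbor shares, calls and capacities were also computed with every cell thinned to 5000 UMIs. This left out 20 unstimulated, 16 TNF-, 8 LPS- and 10 poly(I:C)-stimulated WT cells, and 5, 9, 0 and 11 SS cells.

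Doublets were treated through the hashtags. Scrublet, run in scanpy 1.11.5, marked 3 of 7506 WT cells (0.0400%) and 77 of 5184 SS cells (1.49%), of which 1 and 10 had passed the hashtag filter. At that rate it has not worked on the WT library, so a further alternative left out the 10% of cells of each library with the highest Scrublet score.

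Nearest neighbors were found among 20 principal components of z-scored expression of the 2000 most variable genes. The F statistic and eta squared came from a one-way ANOVA over the 3 stimuli, without unstimulated cells. Channel capacity was estimated by the approach of SLEMI, written again for this work: a logistic model of the stimulus on expression, with the distribution of stimuli optimized by iteration. SLEMI itself was not used here. In the form fitted on part of the cells and scored on the others, the cells were divided into 5 parts and probabilities were limited to no less than 1 over the number of cells, a limit set after the first values were seen. The random forest was that of the R package randomForest 4.7.1.2 (R 4.3.3) with 500 trees and 10 genes tried at each split, on 70% of WT cells. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. The F ranking, the list percentiles and the capacity were tested on simulated data. For 2 simulated libraries of 8159 genes and 300 cells per stimulus, in which 200 genes were changed by a fold of 2, 95% of the changed genes were among the 200 genes ranked highest. A list of 40 changed genes was at percentile 100 and one of unchanged genes at percentile 77.7. The simulated counts were Poisson draws from a single expression profile, with independent genes and equal cell numbers. Only the changed genes differed between stimuli. The simulation leaves out further spread between cells and shared responses of genes, so it does not show how well the ranking works in the real libraries.

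The gene lists (interferon-stimulated genes, NFκB targets, type I interferon genes, and markers of macrophages, dendritic cells, neutrophils, fibroblasts and B cells) were written from general knowledge of each class and not taken from the paper. Each list's median was set against 10000 random lists of the same size, drawn from 20 bins of mean expression. Log2 ratios of genes in lists used a pseudocount of 1 CPM. The genes named are Ccl5, Nfkbia, Tnf and the type I interferon genes, the 5 genes with the largest and the 5 with the most negative WT minus SS difference in F among genes with a UMI in at least 10% of stimulated cells of both libraries, the 5 genes with the largest ratio of CPM in LPS-stimulated cells over the higher of TNF and poly(I:C) in WT (at least 50 CPM after LPS in both libraries and more than 3 counts after each stimulus), and the members of a list with its largest and smallest value.

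The alternatives were no minimum of features, at least 2500 features with under 10% mitochondrial UMIs, hashtag shares over 90% and over 60%, removal of Scrublet doublets, thinning, equal cell numbers per stimulus, other genes, training cells and class balance for the classifier, a classifier of its own for each genotype with the same number of training cells per stimulus, 10 or 50 neighbors, 10 components or components of each genotype alone, Ccl5 thresholds of 2.5 and 3.5, other genes and held-out scoring for the capacity, a stricter gene filter and eta squared in place of F. The grouping of NFκB targets by mRNA half-life, the gene ontology terms and the binding motifs need gene maps and tools that were not used here. Results that need items withheld for evaluation are not reported here.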

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

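The alternative that leaves out the 10% of cells with the highest Scrublet scores, the classifier of its own for each genotype and the limit on probabilities in held-out scoring were chosen after the result was seen, and all other alternatives and the gene lists were fixed before the data were examined. Over 9 results, 92 values were computed under alternatives. Of these, 71 stayed within the counting interval of the value reported, or within 10% of it where no such interval applies, 20 moved further, and 1 reversed the direction. No paired analysis was possible because each genotype and stimulus was measured in 1 library.

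Nfkbia was lower in TNF-stimulated cells of the SS library under all 8 alternatives, with log2 ratios between -3.16 and -2.93. The share of TNF-stimulated cells called poly(I:C) was higher in SS than in WT under 12 of 13 alternatives, by 6.23 to 18.5 percentage points. The exception was a classifier of its own for each genotype, with the same training cells per stimulus, which gave -0.723 percentage points (interval -4.09 to 3.18). Over 20 divisions of the cells this difference lay between -1.37 and 9.69 percentage points, so the reversal depends on the division. The Ccl5-high share was higher in SS under all 10 alternatives, by 36.6 to 48.4 percentage points, and the mixing of TNF and poly(I:C) cells among neighbors under all 11. The interferon-stimulated genes were at percentile 100 under all 10 alternatives, but a percentile cannot rise above 100, so these values, which are among those counted as unmoved, do not show how stable the ranking is. The median WT minus SS difference in F of the list, 315, was 157 after thinning, 171 with equal cell numbers and 183 without a minimum of features. The sensitivity for LPS differed by -1.26 percentage points between SS and WT, with an interval that includes 0. It was negative under 12 of 13 alternatives, and with equal cell numbers the interval of -6.76 to -0.394 excluded 0.

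Equal cell numbers per stimulus moved the difference in poly(I:C) calls to 18.5 percentage points, that in LPS sensitivity to -4.03 percentage points and the WT minus SS difference in capacity of the top 100 genes to 0.0789 bits. Thinning to 5000 UMIs gave 13.5 percentage points for poly(I:C) calls, 0.0877 bits for the top 100 genes and -2.93 for Nfkbia. A hashtag share over 90% gave -3.16 for Nfkbia, 48.4 percentage points for the Ccl5-high share and 0.0501 bits for the top 100 genes, and one over 60% gave 0.0378 bits. The filter of 2500 features and 10% mitochondrial UMIs gave 46.7 percentage points for the Ccl5-high share, 0.254 bits for the capacity of Ccl5 and 0.0539 bits for the top 100 genes, and no minimum of features gave 0.0919 bits. Held-out scoring gave 0.0799 bits for the top 100 genes, and genes chosen by F in WT 0.0396 bits. A Ccl5 threshold of 2.5 gave 36.6 percentage points. Principal components of each genotype alone gave 7.75 percentage points for the mixing. For the poly(I:C) calls, equal training classes gave 14.8 percentage points, and genes chosen on training cells 6.23. The cause was not tested for any of these shifts.

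Counts limit the precision of single values. The 30 held-out WT cells behind the lower share of poly(I:C) calls give it an interval of 3.39 to 7.05%, and the Ifnb1 counts of unstimulated cells, 13 and 14 UMIs, give a ratio whose interval includes 1.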

Differences from the paper's values

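The alternatives with the highest Scrublet scores left out and with a classifier of its own for each genotype were chosen after the values were seen, and the other alternatives named here were set before the data were examined.

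The paper's share of SS TNF-stimulated cells called poly(I:C) is about 24% in Fig. 5D, read by eye, against 14.8% here. Of the alternatives, equal cell numbers (26.1%), equal training classes (20.4%), thinning to 5000 UMIs (19.5%) and a hashtag share over 60% (16.9%) come within 1.5 times of it, and of these only equal cell numbers has an interval that holds the paper's value. No minimum of features, 2500 features, a hashtag share over 90%, Scrublet doublets left out, the highest Scrublet scores left out, both other choices of genes, the classifier trained on SS cells and the classifier of its own for each genotype do not. The paper's text puts this share above 20%, and only equal cell numbers and equal training classes exceed that. Both of these also changed the balance of classes in WT.

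The paper's ratio of SS over WT for its false positive rate for TNF is about 5. The bars of Fig. S5E, read by eye, lie near the paper's shares of TNF cells missed by the classifier, and the ratio of missed cells here is 2.96, while that of the false positive rate in the usual sense is 1.44. Equal cell numbers, equal training classes and, as the alternative chosen later, the highest Scrublet scores left out give ratios within 1.5 times of the paper's, and the other alternatives give ratios between 0.886 and 3.23. The paper's share of TNF calls that fell on other stimuli in SS is about 10% in Fig. S5E, read by eye, against 17.3% here. A hashtag share over 90%, equal cell numbers and the classifier trained on SS cells come within 1.5 times of it, and the other alternatives do not.

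The paper's share of WT poly(I:C)-stimulated cells called TNF is about 11% in Fig. 5D, read by eye, against 6.74% here. Only no minimum of features comes within 1.5 times of it, and all other alternatives stay further below. For LPS-stimulated cells called TNF, the paper's shares are about 6.4% in WT and about 5.4% in SS in Fig. 5D, read by eye, against 1.42% and 3.02% here. In WT, no minimum of features comes within 1.5 times of the paper's value and the interval under a hashtag share over 60% holds it, and no other alternative does either. In SS, a hashtag share over 60%, thinning, the highest Scrublet scores left out, genes chosen on training cells, the classifier trained on SS cells and, as an alternative chosen later, the classifier of its own for each genotype come within 1.5 times, and the others do not.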

Other observations

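The tests of depth and cell numbers for the NFκB targets, of free Ifnb1 RNA and of a classifier of its own for each genotype were chosen only after the result was seen, the choice of genes in WT cells had been fixed beforehand but was set against this explanation only afterwards, and the limits on MHC class II transcripts were set after their distribution was seen. In every pattern below, genotype cannot be told apart from capture and library, because each genotype was captured once.

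F statistics were higher in WT than in SS. The larger number of WT cells accounts for part of this but not for all, since with equal cell numbers per stimulus the median ratio of WT over SS stayed at 1.31 (1.26 to 1.36 over draws).

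More SS than WT TNF-stimulated cells were called poly(I:C) by the random forest. The tables argue against some technical explanations as the whole cause. Wrong hashtags or doublets between groups should lose weight with a stricter hashtag rule, but over 90% of hashtag counts from 1 barcode gave 14.9% in SS and 6.42% in WT. The difference was then 8.49 percentage points (5.16 to 11.7), against 9.78 under the stated rule and 11.0 with over 60%. A part of the difference is thus not excluded for this explanation. SS TNF cells called poly(I:C) held a median of 2.68% of hashtag counts from the poly(I:C) barcode, and those called TNF 2.80%. Within SS, a higher median share of this barcode thus did not go with the wrong calls. Between the libraries the share did differ. Held-out WT TNF cells called TNF had a lower median of 1.38%, and those called poly(I:C) a lower one still. Whether free RNA from poly(I:C) cells of the same pool moved the calls more in SS was not tested and stays open. With every cell thinned to the same depth, SS exceeded WT by 13.5 percentage points. With genes chosen in WT training cells alone, so that no gene was picked for its values in SS, the share was 11.9% in SS and 4.33% in WT, so the choice of genes is not the whole cause. Cells with high MHC class II transcripts were rarer in SS, but among TNF cells low in these transcripts (under 10 counts per 10000 over H2-Aa, H2-Ab1, H2-Eb1 and Cd74) the difference was 9.35 percentage points, with 103 of 755 SS cells and 19 of 443 WT cells called poly(I:C).

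A shift between the libraries, which a classifier trained on WT cells meets only in SS, stays open. A classifier trained on SS cells called 12.5% of held-out SS TNF cells poly(I:C) (9.03 to 16.8%), but its training cells held more poly(I:C) than TNF cells (1275 and 706), and it missed fewer poly(I:C) cells than the WT classifier did in WT (5.12% and 6.74%, a ratio of 0.760), so the balance of classes may have moved the calls. With a classifier of its own for each genotype and 556 training cells per stimulus, the SS minus WT difference had a median of 2.50 percentage points over 20 divisions of the cells, from -1.37 to 9.69, and lay above 0 in 16. The classifier trained on WT cells gave 8.29 to 11.04 on such divisions. The ranges overlap and one of them includes 0, so such a shift may account for much of the difference or for little of it. In the same divisions more SS than WT poly(I:C) cells were called TNF, by 1.64 to 7.86 percentage points, and the mean of both kinds of wrong call was higher in SS in 20 of 20 divisions, by 0.749 to 6.49 percentage points. The divisions share cells and are not independent, and the genes had been chosen for a higher F in WT than in SS. A response of SS cells to TNF that lies closer to that to poly(I:C) would also be learned by a classifier of their own, so this test does not part it from a technical shift.

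A stronger interferon response to TNF in part of the SS macrophages is another candidate explanation that these tests leave open. Over 28 interferon-stimulated genes that the classifier did not use, the mean ln(1 + counts per 10000) of thinned SS TNF cells was 0.311 higher in those called poly(I:C) (1.43, SD 0.150 between cells) than in those called TNF (1.12, SD 0.273). In WT the same genes were at 1.397 in the 30 TNF cells called poly(I:C) and at 0.975 in the others, so the calls may follow the interferon response in both genotypes, with more such cells in SS. The classifier itself used 20 other genes of the list. Cells it called poly(I:C) can therefore be high in related genes whatever the cause, and the comparison by calls cannot decide on this explanation. Over all TNF cells the mean was 1.16 in SS and 1.01 in WT, and over poly(I:C) cells 1.43 and 1.37. Ccl5-high TNF cells were likewise higher than the others over 48 interferon-stimulated genes, at 1.46 against 1.045 in SS and 1.32 against 1.08 in WT. Ccl5 itself is not on that list, and the association does not show which comes first.

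The Ccl5-high share of TNF cells cannot rest on free RNA, because only 0.559% of unstimulated cells in the same library were Ccl5-high (exact interval 0.205 to 1.21%).

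The NFκB targets on the list moved against the interferon-stimulated genes: their median WT minus SS difference in F was -30.4, while random lists had a median of 21.4 and none lay below (percentile 0). The largest value was that of Saa3 (551) and the smallest that of Tnf (-517). Neither depth nor cell numbers explain it, since the median was -8.04 after thinning and -51.5 with equal cell numbers, again at percentile 0. A wider gap between LPS and TNF in SS is a candidate explanation. The median log2 ratio of LPS over TNF was 1.31 in WT and 1.67 in SS, and the SS minus WT difference of the log2 ratio of LPS over TNF had a median of 0.19, against 0.04 in random lists (percentile 99.96). The list's median log2 ratio of SS over WT was 0.01 without stimulus, 0.13 after TNF, 0.24 after LPS and -0.14 after poly(I:C), with Nfkbia, whose promoter was mutated, lowest in each group. By these medians, LPS moved further from poly(I:C) than from TNF in SS, and the gap between LPS and poly(I:C) was not tested. Of the 32 genes, 20 had the higher F in SS. The list is not the paper's grouping of NFκB targets by mRNA half-life, which was not analysed here.

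Ifnb1 was higher in TNF cells of SS than of WT. Free RNA from poly(I:C) cells of the same pool would reach unstimulated cells as well. After the CPM of unstimulated cells was taken off, TNF cells still differed by 0.897 CPM (2.07 in SS and 1.17 in WT, interval of the difference 0.1399 to 1.68, counting error only). The interval takes each UMI as independent, though a cell can hold several, and its lower end is near 0. Free RNA may account for part of the difference, and whether it accounts for all of it stays open.

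The lists of cell type markers also differed. The 9 measured dendritic cell markers had median log2 ratios of SS over WT of -0.95 without stimulus, -0.64 after TNF, -0.61 after LPS and -0.80 after poly(I:C), below all random lists. Fewer cells with high MHC class II transcripts in the SS culture is a candidate explanation: such cells (at least 100 counts per 10000) made up 10.5, 10.1, 8.44 and 6.76% of WT cells and 4.00, 5.45, 3.27 and 2.58% of SS cells in these groups, with a ratio of SS over WT of 0.538 or less, and without them the marker medians were -0.12, 0.16, -0.19 and -0.06. As H2-Aa, H2-Ab1, H2-Eb1 and Cd74 are on the marker list, the last values partly follow from the selection. Whether the cells are dendritic was not tested, and macrophages can express these genes.

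The 10 macrophage markers had median log2 ratios of 0.36, 0.34, 0.30 and 0.50 in the same order, at percentiles of 99.79 to 100 of random lists. The 8 measured neutrophil markers were at 0.19, 0.12, -0.76 and 0.15, and the 8 measured B cell markers at 1.07, 0.06, 0.27 and -0.33, with group medians of 0.111 to 1.75 CPM for the B cell markers, so that few UMIs stand behind them. Of the fibroblast markers 2 were measured, too few for a median. No explanation was tested for these lists.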
